# Simultaneous spatiotemporal transcriptomics and microscopy of *Bacillus subtilis* swarm development reveal cooperation across generations

**DOI:** 10.1038/s41564-023-01518-4

**Published:** 2023-11-16

**Authors:** Hannah Jeckel, Kazuki Nosho, Konstantin Neuhaus, Alasdair D. Hastewell, Dominic J. Skinner, Dibya Saha, Niklas Netter, Nicole Paczia, Jörn Dunkel, Knut Drescher

**Keywords:** Microbial communities, Data processing, Biofilms, Image processing, Cellular motility

## Abstract

Development of microbial communities is a complex multiscale phenomenon with wide-ranging biomedical and ecological implications. How biological and physical processes determine emergent spatial structures in microbial communities remains poorly understood due to a lack of simultaneous measurements of gene expression and cellular behaviour in space and time. Here we combined live-cell microscopy with a robotic arm for spatiotemporal sampling, which enabled us to simultaneously acquire phenotypic imaging data and spatiotemporal transcriptomes during *Bacillus subtilis* swarm development. Quantitative characterization of the spatiotemporal gene expression patterns revealed correlations with cellular and collective properties, and phenotypic subpopulations. By integrating these data with spatiotemporal metabolome measurements, we discovered a spatiotemporal cross-feeding mechanism fuelling swarm development: during their migration, earlier generations deposit metabolites which are consumed by later generations that swarm across the same location. These results highlight the importance of spatiotemporal effects during the emergence of phenotypic subpopulations and their interactions in bacterial communities.

## Abstract (web summary)

Spatiotemporal transcriptomes during multicellular development of *Bacillus subtilis* swarms reveal supra-generational cooperation.

## Main

Dynamically evolving microbial communities with spatial structure are ubiquitous in nature, from the intestinal microbiota in humans to soil-based biofilms and bacterial swarms expanding across moist surfaces^1–5^. Spatiotemporal patterns in microbial communities can emerge for the arrangement of genotypes, for phenotypic subpopulations of the same genotype and for emergent community properties, such as resource gradients, biophysical properties and stress tolerance^6–10^. Pattern formation in microbial communities and other multicellular systems is a complex multiscale process influenced by cellular growth, division, differentiation, motility as well as many types of chemical and physical cell–cell interactions. All these factors can change in space and time due to the varying resource availabilities within developing communities^11,12^. Even for the simplest microbial communities, such as single-species bacterial swarms, the number and spatiotemporal variability of the parameters influencing community development lead to a degree of complexity that makes it difficult to disentangle which intracellular processes and cellular interactions determine the emergent spatial structure of the community.

To understand how spatial structure arises during bacterial community development, multiscale spatiotemporal measurements of intracellular states, cellular phenotypes and multicellular structures are required. While advances in fluorescence microscopy and increasingly accurate image analysis tools have made it possible to simultaneously track single cells and the overall community structure in space and time^13–16^, methodologies for spatiotemporal measurements of intracellular states, such as transcriptomes, proteomes or metabolomes, are only beginning to emerge. Recently, fluorescence in situ hybridization techniques with sequential rounds of labelling and imaging have enabled ~100 simultaneous transcript levels to be detected in fixed bacterial communities^17^, and spatial mass spectrometry and Raman spectroscopy have enabled metabolite measurements in communities at single-cell resolution^18–21^. However, spatiotemporal omics methods for live measurements on developing communities are still lacking. Furthermore, suitable data analysis concepts are required for integrating different types of spatiotemporal data to connect the gene expression level to the cellular and multicellular phenotypes.

Using *Bacillus subtilis* swarm development as a model system for the emergence of spatial structure in multicellular communities, we developed an experimental platform for the measurement of spatiotemporal transcriptomes from live communities with high genome coverage, and the simultaneous acquisition of microscopy-based measurements of cellular phenotypes, multicellular phenotypes and the whole swarm development. By integrating these different levels of biological and biophysical information, we systematically uncovered spatiotemporally varying processes and properties of the swarm, and we identified different metabolic subpopulations within the swarm. Spatiotemporal measurements of metabolites that are secreted and consumed by the different subpopulations led us to discover spatiotemporal cross-feeding interactions within the swarm.

## Results

### Simultaneous live-cell imaging and robotic sampling during swarm development

Swarm development was monitored after inoculating *B. subtilis* NCIB 3610 cells onto a soft agar LB plate, which was incubated at 30 °C in a humidified chamber on a microscope. After an initial lag phase, during which the cells differentiated into the characteristic hyperflagellated swarmer cell type^22,23^, the swarm expanded from a diameter of 1 mm to 60 mm within ~6 h, as shown in Supplementary Movie 1. During swarm expansion, the swarm displayed circular symmetry at the macroscopic level (Supplementary Movie 1). At the microscopic level, spatially separated subpopulations with different cell shapes and motility behaviour emerge over time, eventually resulting in a three-dimensional (3D) biofilm in the swarm centre and a region of highly motile, collectively moving bacteria in the cell monolayer at the swarm front^23–27^.

To simultaneously acquire spatiotemporal information of gene expression, cellular behaviour and multicellular dynamics during swarm expansion, we extended our previously developed adaptive microscope^23^ with a custom-built robotic sampling arm (Fig. 1a and Extended Data Fig. 1). The adaptive microscope enables us to acquire brightfield movies at single-cell resolution at a set of locations with varying radial position (*p*), at each stage of the swarm expansion. The software-controlled microscope adaptively expands the set of positions where movies are acquired depending on the swarm expansion, using a live feedback loop between image acquisition, image analysis and the motorized microscope. Immediately after a movie of the microscopic cell dynamics at a particular space–time location was acquired, the sampling tip of the robotic arm picked up 10^3^–10^5^ cells from the swarm at the same location, without disrupting the agar surface (see Supplementary Movie 2 and Extended Data Figs. 2–4). Cells collected on the tip were suspended directly in the lysis buffer and immediately frozen in liquid nitrogen until RNA isolation. This sample collection method enabled the isolation of intact RNA from a very low number of Gram-positive cells (~pg of mRNA), as the thawing process initiates cell lysis, which minimizes the incubation time for cell lysis and helps to preserve the RNA integrity. 

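For each of 317 libraries, the authors deposited the number of reads they counted on 4342 genes, of which 4246 lie on the chromosome and 96 on the plasmid. Among these libraries, 284 came from 3 expanding swarms and 33 from the lag phase before expansion. A read that matched several genes was counted as a fraction on each, so that 35.1% of the values are not whole numbers. With the limit given in the Methods, at least 10 reads in at least 2 libraries, 3962 genes were detected in the swarm libraries, including 30 genes that the authors' normalized values leave out. With more than 10 reads in at least 2 libraries, a limit tried after those genes had been seen, 3932 genes were detected, and 0 of them differed from the genes for which the authors deposited normalized values. The number moved most with a limit of 1 read in at least 2 libraries, which 4341 genes passed. When swarms were left out in turn, between 3895 genes (without swarm 3) and 3945 genes (without swarm 1) were detected.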

After quality controls and processing of isolated RNA to minimize potential sample-to-sample bias, we performed RNA-seq measurements that resulted in high genome coverage (3,932 distinct genes out of 4,342 possible genes in the genome and the plasmid pBS32 passed our detection limit (>10 reads in $${\ge}$$2 samples)). Cells were only sampled from one half of the circularly symmetric swarm, while microscopy imaging was performed on both halves of the swarm. Microscopy observations showed that the reduction in cell density at the position from which cells were acquired recovered within ~15 min. Comparing the microscopy results of both halves of the swarm revealed that our sampling procedure did not alter the swarm development: both halves of the swarm expanded equally fast and the microscopic dynamics of positions imaged in both halves were indistinguishable (Extended Data Fig. 5 and Supplementary Figs. 1 and 2).

**Fig. 1:**
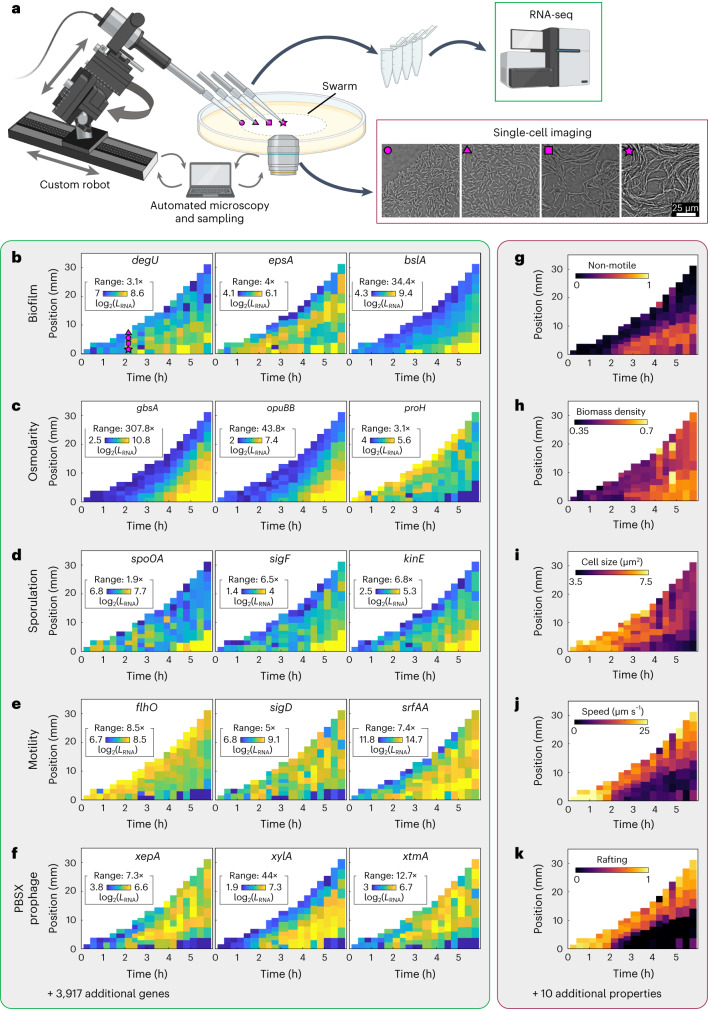
Spatiotemporal transcriptome measurements and microscopy-based phenotyping during *Bacillus subtilis* swarm development. **a**, A custom-built sampling robot is connected to an adaptive microscope, which enabled the synchronization of image acquisition and sampling of bacterial cells for transcriptome analysis. The robot collected cells from defined spatial and temporal locations within the developing swarm using custom-developed sampling tips. For each spatiotemporal sampling location, a brightfield microscopy video was acquired, depicting the behaviour of cells before their removal from the surface. Created using BioRender.com. **b**, Spatiotemporal transcriptome results are summarized in kymograph heat maps, with each coloured tile corresponding to one sample; the colour of each tile in the heat map indicates the expression level of a particular gene, *L*_RNA_. The ‘range’ value corresponds to the dynamic range of gene expression, defined as the ratio between the highest and lowest colour bar value, which are the 5th and 95th percentiles of the gene expression values, taking all three replicates into account (additional replicates shown in Supplementary Figs. 3–7). Three spatiotemporal heat maps depicting the expression pattern of genes related to biofilm development are shown: *degU*, *bslA*, *epsA*. **c**, Genes associated with osmoprotection: *gbsA*, *opuBB*, *proH*. **d**, Sporulation-associated genes: *spo0A*, *sigF*, *kinE*. **e**, Spatiotemporal gene expression heat maps for motility (*flhO*, *sigD*) and surfactin production (*srfAA*). **f**, PBSX prophage genes: *xepA*, *xylA*, *xtmA*. Thousands of additional spatiotemporal gene expression heat maps are available in our online dataset explorer. Replicates of genes displayed in **b**–**f** and other relevant genes are shown in Supplementary Figs. 3–21. **g**–**k**, Spatiotemporal phenotype heat maps, analogous to the gene expression heat maps in **b**–**f**. **g**, Ratio of non-motile cells to all detected cells in the field of view. **h**, Local biomass density, the mean fraction of area covered by cells in a circle around each cell´s centroid, is highest for late timepoints in the centre of the swarm. **i**, Average size of a *B. subtilis* cell. **j**, Average bacterial cell speed in space and time during swarm development. **k**, Rafting cells can be observed predominantly close to the swarm front. Similar spatiotemporal phenotype maps are available for 10 additional properties listed in Supplementary Table 2.

### Spatiotemporal phenotypic and transcriptomic characterization of swarm development

Using our adaptive microscope with the robotic sampling arm described above, we then obtained microscopic and macroscopic imaging data and simultaneously acquired cells for transcriptome measurements at ~100 defined spatial and temporal locations from a single developing swarm. 

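During expansion, 284 samples were taken from 3 swarms of *B. subtilis* on soft LB agar, 96 from swarm 1, 92 from swarm 2 and 96 from swarm 3, and the RNA of each sample was sequenced as one library. Swarm 1 was sampled at 18 times between 1.3 and 6.8 h, at distances of 0.76 to 29 mm from the centre. Swarm 2 was sampled at 19 times between 0.68 and 6.1 h (1.2 to 28 mm), and swarm 3 at 20 times between 0.57 and 6.7 h (0.76 to 33 mm). The authors trimmed the reads, aligned them as single-end reads to the genome with HISAT2 and counted them on genes with featureCounts, taking the strand into account. Of the libraries, 278 held at least 1000000 reads on genes and were analysed further. Their totals ran from 1042920 to 14457242 reads, with medians of 5163243 in swarm 1, 5149792 in swarm 2 and 5751602 in swarm 3. To compare places and times in the swarm, libraries were grouped by their sampling time and position alone. The early swarm covers the first 1.6 h of sampling (37 libraries) and the late times the last 1.5 h, which hold 5 sampling times in each swarm. The front is the outermost position sampled at a time. Late libraries at the front (15) form the late front, those within 6 mm of the centre (27) the late centre, and those in between (60) the late intermediate region. The times in between give the mid front (24 libraries) and the mid inner region (115). Median totals per library were 5201325 reads in the early swarm, 5492251 at the mid front, 5225442 in the mid inner region, 5478407 at the late front, 5451367 in the late intermediate region and 5453645 in the late centre. The counts of all libraries from 1 swarm and 1 region were added up, which gave 18 sums of 23840859 to 226051439 reads, and the swarm (n = 3) is the unit of replication. The sums were normalized with edgeR's TMM factors and are given as CPM, counts scaled to a total of 1000000. After edgeR's filter on low counts, 4154 genes were tested with the quasi-likelihood test, and a gene is called changed where the Benjamini-Hochberg adjusted p is below 0.05. Genes are identified by their symbol, their locus tag (B4U62_RS with a number) and their start and end on the chromosome of strain NCIB 3610. Intervals and limits from counts cover counting error only.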

We performed these measurements for *n* = 3 independent replicates of swarm development and found consistent results across the replicates. 

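Between the late centre and the late front, 2328 of the 4154 tested genes were called changed, 1273 of them higher and 1055 lower in the late centre. Against the early swarm, 1221 genes were called higher and 1126 lower in the late centre. A change in the same direction in all 3 swarms was seen for 2323 of the 2328 genes (99.8%) and for 2319 of the 2347 genes (98.8%), which is expected of genes called on these same swarms. Requiring at least a 2-fold change in addition moved the counts most, to 1076 and 1014 genes. Without any 1 of the swarms, the count against the late front stayed between 1830 and 2102 genes, and the count against the early swarm between 1901 and 1990. Genes varied between swarms with a biological coefficient of variation of 18.4%.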

The spatiotemporal transcriptome and cellular dynamics data were visualized using heat maps, where each tile of a heat map corresponds to one spatiotemporal location for which a transcriptome (Fig. 1b–f) and microscopy video (Fig. 1g–k) were measured. Results from one biological replicate are shown in Fig. 1, and Supplementary Figs. 3–7 summarize corresponding measurements for the other biological replicates, as well as expression heat maps for genes from the same functional categories as those in Fig. 1. Spatiotemporal gene expression heat maps for genes related to additional biological processes that are relevant in biological communities are shown in Supplementary Figs. 8–21. A principal component analysis of the spatiotemporal transcriptome data revealed that the transcriptomes from different replicate experiments showed no systematic differences and that the transcriptome changes during swarm expansion were gradual without strongly separated clusters (Extended Data Fig. 6). 

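In a principal component analysis of the authors' normalized log2 CPM values of the 278 swarm libraries, the first component held 31.2% of the variance and the second 21.2%. Differences between the means of the 3 swarms accounted for 2.33% of the variance along the first component and for 0.643% along the second, but for 17% along the third. This last share depends on single swarms, at 28.9% without swarm 1, 3.3% without swarm 2 and 8.42% without swarm 3. Scores on the first component, averaged over each swarm's libraries, rose from -25.4 ± 8.12 (SD, n = 3) at the mid front and -13.6 ± 6.9 at the late front to -0.259 ± 5.74 in the mid inner region, 4.78 ± 6.3 in the late intermediate region and 42.1 ± 9.06 in the late centre. The early swarm lay at -17.9 ± 19.1, with a spread between swarms as wide as its distance from 0. On the second component, the late front (19 ± 0.505) and the late centre (-26.8 ± 5.51) lay at opposite ends, and the late intermediate region at -6.35 ± 6.89. The share of the first component moved most without swarm 2, to 35.3%, and was 34.8% when the CPM values were recomputed with a pseudocount of 1. Across libraries, the first component correlated with distance behind the front at rho of 0.749, 0.59 and 0.824 in swarms 1, 2 and 3. With each gene scaled to unit variance, rho fell to 0.299, 0.112 and 0.572, while it lay between 0.507 and 0.9 under the other settings.

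**Figure D1:**
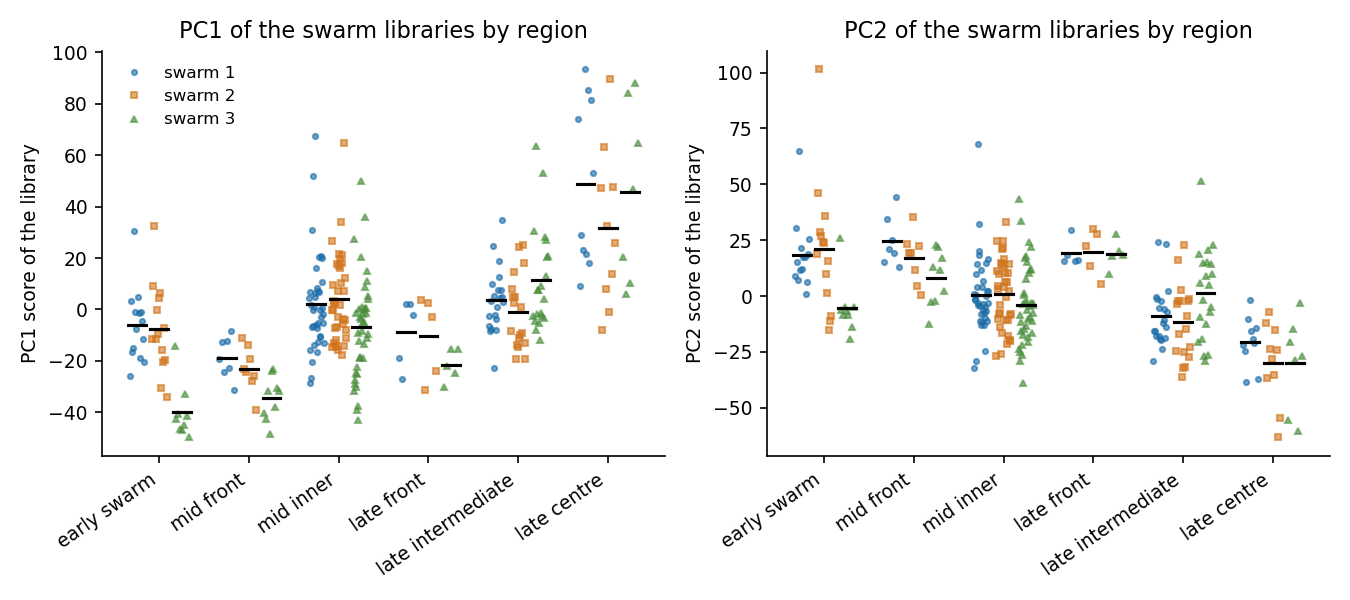
Scores of single libraries on the first (left) and second (right) principal component by region, with points coloured by swarm and black lines for the mean of each swarm. Late centre libraries reach the highest scores on the first component (swarm means 42.1 ± 9.06) and the lowest on the second.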

The entire set of spatiotemporal heat maps for gene expression and microscopy-based measurements are available in a curated online data browser (https://drescherlab.org/data/swarm-transcriptome/) and we provide additional data formats as described in the data availability statement.

### Gene expression patterns change gradually in space and time and vary between different genes and processes

With our spatiotemporal transcriptome heat maps and the excellent bioinformatic tools that are available for *B. subtilis*^28,29^, we first inspected the expression of genes that are expected to play an important role in *B. subtilis* swarm development on the basis of previous studies^22,30–33^, such as genes important for biofilm formation (Fig. 1b), osmoregulation (Fig. 1c), sporulation (Fig. 1d) and motility (Fig. 1e). As expected, the occurrence of non-motile cells (Fig. 1g) closely correlates with the spatiotemporal expression pattern of the biofilm regulator *degU*. Furthermore, the expressions of the biofilm matrix genes *epsA* and *bslA* follow a hierarchy whereby the *eps* operon is expressed earlier than *bslA* during biofilm formation, which starts in the centre of the swarm already at the beginning of the swarm expansion phase and spreads outwards (Fig. 1b). 

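The first gene of the *eps* operon, *epsA* (B4U62_RS18535, 3529165 to 3529869), had 50.5 ± 1.97 CPM (SD, n = 3 swarms) in the late centre and 21.4 ± 4.6 at the late front, a log2 fold change of 1.24 (SE 0.150, adjusted p = 2.87e-06) from edgeR's quasi-likelihood test. For *bslA* (B4U62_RS16805, 3187519 to 3188064), which encodes a surface layer protein of the biofilm, the values were 551 ± 92.1 and 28.2 ± 5.18, a log2 fold change of 4.29 (SE 0.261, adjusted p = 1.38e-09). To compare their timing, the normalized log2 values of the libraries within 6 mm of the centre were averaged at each time. The first time was taken at which a gene had crossed the midpoint between its lowest and highest value and stayed above it at the next time. The *epsA* gene crossed it 0.9, 0.49 and 2.1 h after the first sample of swarms 1, 2 and 3, and *bslA* after 4.25, 3.49 and 4.81 h. Expression of *bslA* therefore crossed its midpoint 3.02 ± 0.32 h later (SD, n = 3), later in 3 of 3 swarms. With 3 swarms, the smallest p that an exact sign-flip permutation test can give is 0.25. Taking 25% of the rise as the mark shortened the delay most, to 0.957 ± 1.27 h, with *bslA* later in 2 of 3 swarms.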

We also observed strong spatiotemporal expression patterns for osmoregulatory genes: the heat maps for *gbsA* and *opuBB* indicate a highly increased production of the compatible solute glycine betaine in the late centre of the swarm (Fig. 1c), which coincides with the locations of high cell density (Fig. 1h). However, the spatiotemporal pattern of *proH* expression, which can be used as a reporter for osmotic stress^34^, implies that cells only experience weak osmotic stress in the late outer region of the swarm and not in the region where biofilms are formed (Fig. 1c). 

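Betaine aldehyde dehydrogenase is encoded by *gbsA* (B4U62_RS16795, 3185108 to 3186580), and its CPM values were 2103 ± 375 (SD, n = 3 swarms) in the late centre, 321 ± 25.3 in the late intermediate region and 8.90 ± 1.55 at the late front. The log2 fold change between centre and front was 7.89 (SE 0.301, adjusted p = 1.74e-11), and with any 1 swarm left out it stayed between 7.79 and 8.0. A choline transporter subunit is encoded by *opuBB* (B4U62_RS18210, 3461449 to 3462102). It had 163 ± 26.8 CPM in the late centre, 38.2 ± 2.27 in the late intermediate region and 5.54 ± 0.914 at the late front. Its log2 fold change was 4.88 (SE 0.221, adjusted p = 8.15e-11). In the early swarm, *gbsA* was at 7.32 ± 0.525 and *opuBB* at 5.99 ± 1.73 CPM.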

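CPM values of *proH* (B4U62_RS10050, 2016877 to 2017770) were highest on average in the late intermediate region, at 20.6 ± 1.88 (SD, n = 3 swarms), followed by the late centre (19 ± 0.511), the late front (17.1 ± 2.27) and the early swarm (14 ± 1.5). The difference between the late centre and the late front was within the spread between swarms, at a log2 fold change of 0.18 (SE 0.129, adjusted p = 0.25). The late intermediate region differed from the mean of late front and late centre by 0.18 (SE 0.110, adjusted p = 0.513) on the log2 scale, which was not called either. Against the early swarm, *proH* was called higher in the late centre, by 0.45 (SE 0.128, adjusted p = 0.00678), but not without swarm 1 (0.44) or swarm 2 (0.43), nor with the late times shortened to the last 1 h (0.34).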

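The sporulation sigma factor gene *sigF* (B4U62_RS12715, 2443453 to 2444220) had 26.4 ± 6.67 CPM (SD, n = 3 swarms) in the late centre, 7.18 ± 0.297 in the late intermediate region and 3.48 ± 0.683 at the late front. This amounts to a log2 fold change between centre and front of 2.93 (SE 0.182, adjusted p = 1.81e-09) from edgeR's test. The other genes of its operon rose alike, *spoIIAA* (B4U62_RS12725, 2444669 to 2445022) from 1.45 ± 0.269 to 11.3 ± 2.63 CPM and *spoIIAB* (B4U62_RS12720, 2444232 to 2444672) from 1.48 ± 0.219 to 14.5 ± 3.87. The spore coat gene *cotM* (B4U62_RS09775, 1925687 to 1926079) stayed near the limit of detection at the late front, with 0.191 ± 0.118 CPM, and reached 1.24 ± 0.101 in the late centre. These are genes that the paper chose. Of the 52 tested genes whose symbol starts with *spo*, 8 were called higher and 19 lower in the late centre than at the late front.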

Sporulation genes are expressed primarily in the late centre of the swarm, which coincides with the region that displays biofilm formation (Fig. 1d), and small cell sizes (Fig. 1i). The spatiotemporal expression patterns of genes that are important for biofilm formation and sporulation are therefore roughly consistent with expectations.

Surprisingly, the spatiotemporal expression patterns of motility genes and surfactin production (Fig. 1e) only weakly correlate with the actual bacterial motility speed (Fig. 1j), indicating that additional factors beyond motility and surfactin gene expression are important for swarming. In previous work we showed that physical cell–cell interactions influence the microscopic behaviour of cells^23^, leading to raft formation in dense and motile regions, which enhances the individual cell speed. In contrast, subpopulations of non-motile elongated cells or cell chains producing matrix components^23,35^ are present in some regions of the swarm (Fig. 1g), which can act as obstacles that slow down motile cells. These mechanisms of increasing or decreasing cell speed are independent of motility gene expression and may therefore contribute to the qualitative difference between cell speed and motility gene expression patterns. Post-transcriptional regulation of flagella production and flagella activity^36^ can potentially also contribute to the observed qualitative difference between motility phenotype and gene expression. Temporally resolved measurements of transcriptomes during the lag phase (Supplementary Fig. 21), which precedes the swarm expansion phase shown in Fig. 1, revealed that for the surfactin synthesis operon, the largest regulation occurs during the lag phase. 

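For the lag phase, swarms grown on separate plates were sampled at 11 times from 0 to 240 min after the first sample, with 3 replicates per time and 1 library per replicate, 33 in all. Cells of several swarm colonies from the same time were pooled for a sample, as the Methods describe. A plate was sampled once, so the replicates of different times are not the same swarms. The libraries were sequenced at another centre and on another platform than those of the expansion phase, and differences between the phases cannot be separated from that difference. Totals ran from 6664127 to 12507959 reads on genes, with a median of 9423848. Each library was used as a sample of its own, 3995 genes passed the filter on low counts, and all 11 times entered one edgeR fit. At 240 min, 2457 genes were called changed against 0 min, 1149 higher and 1308 lower. At least 1 of the times differed for 3365 genes. Leaving out replicate 2 moved these counts most, to 1503 and 1957, and a 2-fold minimum left 1609 genes between 240 and 0 min. Of the surfactin operon, *srfAA* (B4U62_RS02030, 377010 to 387773) stood at 725 ± 623 normalized counts (SD, n = 3) at 0 min in the values that the authors normalized jointly over both phases. It fell to 56.5 ± 18.2 at 60 min, then rose to 3325 ± 761 at 180 min, 19074 ± 2028 at 225 min and 14028 ± 8798 at 240 min. The log2 fold change between 240 and 0 min was 4.19 (SE 0.611, adjusted p = 2.14e-06). On the same scale, *srfAA* lay between 5341 ± 1984 at the mid front and 18879 ± 1924 in the late intermediate region during expansion. The ratio of the 95th to the 5th percentile of its libraries was 331 (SD over replicates 93.5, n = 3) in the lag phase and 7.32 (SD 1.26, n = 3) during expansion.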

The lag phase transcriptomes also showed that the regulation of flagella assembly genes during swarm development mainly occurs in terms of an upregulation during the lag phase, followed by a spatiotemporally varying downregulation during the expansion phase (Supplementary Fig. 21).

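Flagellin is encoded by *hag* (B4U62_RS19050, 3634999 to 3635913), which rose from 9456 ± 1290.0 jointly normalized counts (SD, n = 3) at 0 min to 45133 ± 5881 at 225 min and 40604 ± 1088 at 240 min, a log2 fold change over the whole lag phase of 2.02 (SE 0.179, adjusted p = 8.64e-10). The flagellar rod genes *flhO* (B4U62_RS19615, 3746317 to 3747129) and *flhP* (B4U62_RS19610, 3745474 to 3746283) peaked earlier. At 0 min they had 238 ± 42.4 and 245 ± 48.8 normalized counts, at 90 min 461 ± 104 and 517 ± 74.6, and at 240 min 336 ± 50.5 and 497 ± 47.2. Between 240 and 0 min *flhP* was called higher, by 0.94 (SE 0.138, adjusted p = 2.39e-06). The call for *flhO*, 0.42 (SE 0.167, adjusted p = 0.0316), was lost without replicate 1 (0.18) or replicate 2 (0.43), with 0 and 240 min fitted alone (0.50) and with 225 and 240 min set against 0 and 30 min (0.23). Expression of *cheA* (B4U62_RS08975, 1712846 to 1714864) and *sigD* (B4U62_RS08995, 1716524 to 1717288) peaked at 120 min, at 589 ± 239.7 and 291 ± 90.2 normalized counts, and returned from there to 206 ± 59.0 and 121 ± 24.3 at 240 min, near their values of 199 ± 90.3 and 111 ± 38.1 at 0 min. Neither was called changed between 240 and 0 min, with log2 fold changes of -0.04 (SE 0.457, adjusted p = 0.946) and 0.03 (SE 0.368, adjusted p = 0.942). Of the 16 motility genes of Fig. S6, 6 were called higher at 240 min than at 0 min and 10 were not called, and 4 were called when adjusted over the list alone. The paper states that flagella assembly genes are mainly upregulated in the lag phase and then downregulated during expansion in a way that varies in space and time.

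**Figure D2:**
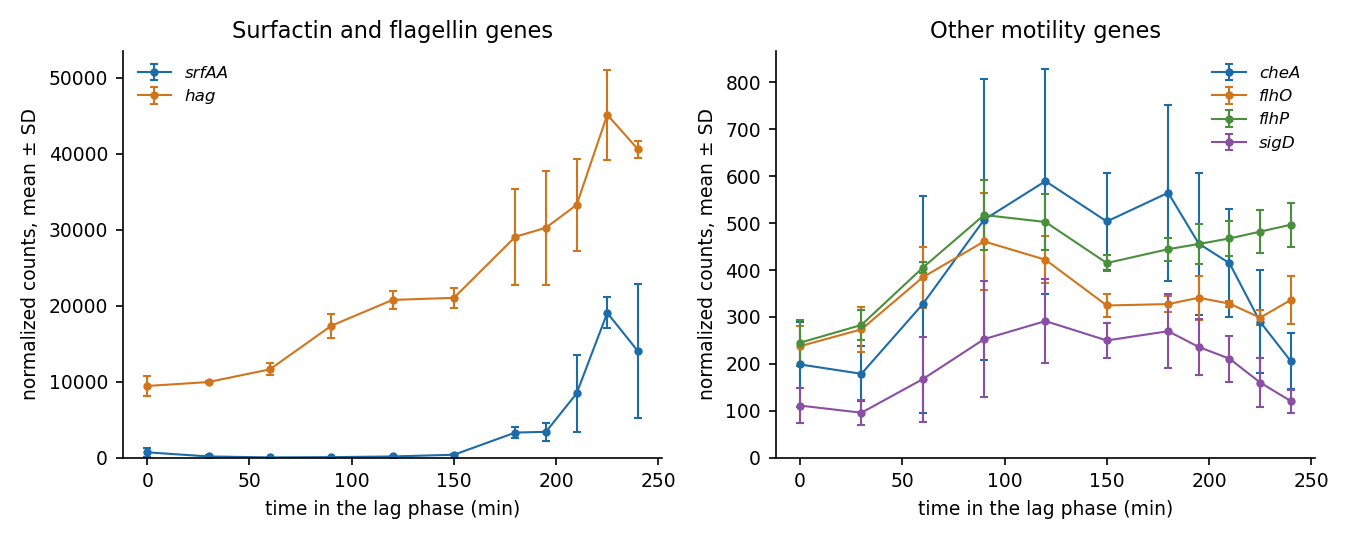
Jointly normalized counts against time in the lag phase in min, as mean ± SD of 3 replicates, for *srfAA* and *hag* (left) and *cheA*, *flhO*, *flhP* and *sigD* (right). The *srfAA* curve climbs from 56.5 ± 18.2 at 60 min, and *cheA* and *sigD* peak at 120 min.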

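One F-test over all 6 regions in edgeR called 2260 of the 4154 tested genes. The late centre and the late front alone gave 2328 calls, so the 2260 are not a total of the genes that differ between regions. Inside the mid-time swarm, 1034 genes were called changed against the mid front, 670 higher and 364 lower, and without swarm 2 the count was 384. The late front and the early swarm differed less, with 170 genes called, 82 higher and 88 lower at the late front. Without swarm 2 the number was 0 in edgeR, with 480 genes at an unadjusted p below 0.05, and without swarm 1 or swarm 3 it was 4 or 77. The dynamic range of a gene, the ratio of the 95th to the 5th percentile of its normalized values over the 278 libraries, had a median of 3.54 over 3932 genes. It reached at least 2 for 3420 genes, at least 10 for 403 and at least 100 for 8. The largest rises from the late front to the late centre among genes changed alike in 3 of 3 swarms were those of *putB* (B4U62_RS01885, 344594 to 345505), from 1.33 ± 0.478 to 715 ± 204 CPM (SD, n = 3 swarms), of *hutH* (B4U62_RS21155, 4042089 to 4043615), from 1.86 ± 0.774 to 332 ± 178, of *lutP* and *gbsA*, and of *acpK* (B4U62_RS09320, 1788501 to 1788749), which was close to the floor at the front (0.0629 ± 0.109 and 11.6 ± 1.00). In the other direction, *manA* (B4U62_RS06660, 1274724 to 1275671) fell from 980.0 ± 109 to 4.90 ± 1.42, a log2 fold change of -7.65 (SE 0.372, adjusted p = 1.78e-10). The genes *manR* (B4U62_RS06650, 1270664 to 1272610), *yjdF* (B4U62_RS06665, 1275841 to 1276323), *glpD* (B4U62_RS05245, 1005013 to 1006680) and *forC2* (B4U62_RS14695, 2781227 to 2784169) followed, with log2 fold changes of -4.80, -4.58, -4.46 and -3.80. Against the early swarm, *putB* led the rises (8.92) and *manA* the falls (-8.18), and *cydA* (B4U62_RS20850, 3977830 to 3979236) was among the 5 largest falls (-3.96).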

Beyond the genes that are intuitively expected to be involved in swarm development (motility, biofilm, sporulation and osmoregulation genes, as described above), we noticed that many more genes gradually varied in space and time from the late centre to the front of the swarm, and we also observed that many genes did not display any spatiotemporal pattern. Furthermore, we noticed that several genes that were previously not implicated in swarm development, such as genes coding for the PBSX prophage, displayed a different spatiotemporal pattern (Fig. 1f): these genes were expressed at low levels in the late centre of the swarm and at low levels at the front of the swarm, but at high levels in the intermediate region. 

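Expression in the late intermediate region was tested against the mean of late front and late centre, and 257 genes were called different, 91 higher and 166 lower there. A gene whose intermediate value lies between front and centre can be called too. The region was not tested against front and centre separately, so the calls do not count genes that peak there. Swarms 1 and 2 weigh heavily in the count of 257, which was 72 without swarm 1, 108 without swarm 2 and 307 without swarm 3. The PBSX tail gene *xkdK* (B4U62_RS07010, 1332434 to 1333834) had 422 ± 26.8 CPM (SD, n = 3 swarms) in the late intermediate region, 313 ± 44.4 at the late front and 193 ± 11 in the late centre. Its difference from the mean of front and centre was 0.78 (SE 0.124, adjusted p = 0.000804) on the log2 scale. For the lytic amidase gene *xlyA* (B4U62_RS07100, 1347321 to 1348214), the values were 179.5 ± 10.5, 139 ± 16 and 81.8 ± 1.79, a difference of 0.75 (SE 0.124, adjusted p = 0.00106). The holin-associated gene *xhlA* (B4U62_RS07090, 1346763 to 1347032) differed by 0.79 (SE 0.147, adjusted p = 0.00309) and the amidase gene *xlyB* (B4U62_RS06895, 1317568 to 1318521) by 0.70 (SE 0.117, adjusted p = 0.00126). Without swarm 1, none of these 4 genes was called, at 0.72 for *xkdK*, 0.76 for *xlyA*, 0.74 for *xhlA* and 0.66 for *xlyB*. The late front exceeded the late centre, with log2 fold changes of -0.76 (SE 0.148, adjusted p = 0.000342) for *xlyA* and -0.69 (SE 0.148, adjusted p = 0.000799) for *xkdK*, although the latter was not called with the centre widened to 8.1 mm (-0.34).

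**Figure D3:**
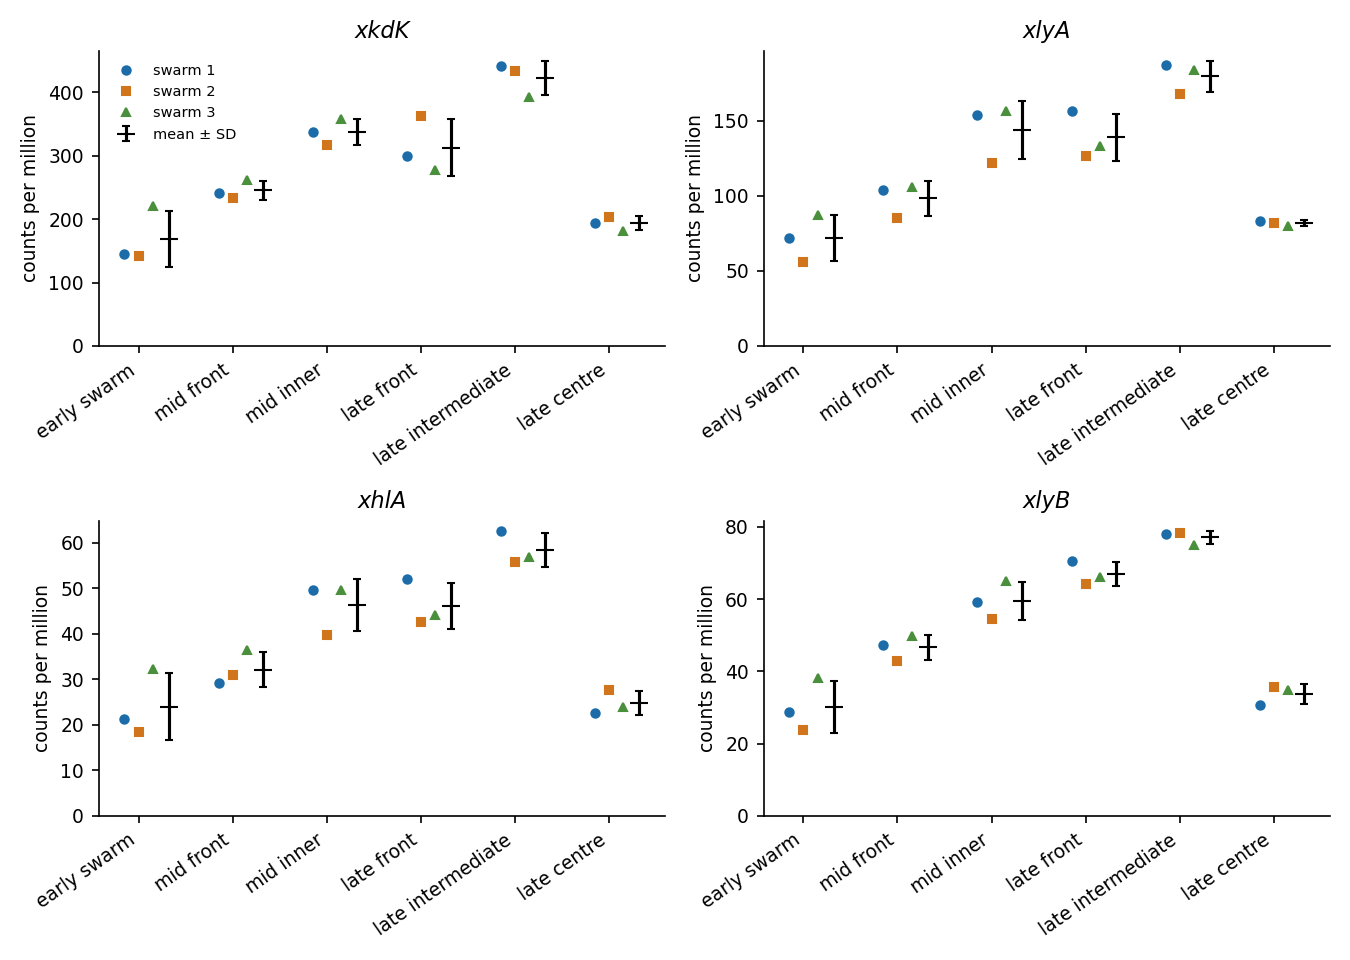
CPM values of *xkdK*, *xlyA*, *xhlA* and *xlyB* in the 6 regions, with a point for each of 3 swarms and bars for mean ± SD. In each panel the late intermediate region has the highest mean, 422 ± 26.8 for *xkdK*.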

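Malonyl-CoA transacylase, encoded by *fabD* (B4U62_RS08705, 1663598 to 1664551), had 795 ± 87 CPM (SD, n = 3 swarms) in the late intermediate region, where its difference from the mean of late front and late centre was 0.29 (SE 0.0973, adjusted p = 0.112) on the log2 scale. The ketoacyl synthase genes *fabHA* (B4U62_RS06280, 1208254 to 1209192) and *fabHB* (B4U62_RS05690, 1092808 to 1093785) had 853 ± 3.29 and 126 ± 7.7, with differences of 0.22 (SE 0.0665, adjusted p = 0.0712) and 0.50 (SE 0.129, adjusted p = 0.0255). Of these 3 genes, *fabHB* alone was called, and its call was lost without swarm 1 (0.58), swarm 2 (0.52) or swarm 3 (0.39). The *fabHA* gene was called with swarms as blocks (0.22) and by DESeq2 (0.21). In the surfactin operon, *srfAA* had 17797 ± 1457 CPM in the late intermediate region and 17876 ± 4510.0 in the late centre, against 9471 ± 3180.0 at the late front. Its difference in the late intermediate region was 0.45 (SE 0.249, adjusted p = 0.446), and those of *srfAB*, *srfAC* and *srfAD* lay between 0.40 and 0.46, with adjusted p between 0.470 and 0.507.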

A similar spatiotemporal pattern, with high expression in the intermediate region and low expression in the centre and at the front, was also displayed by genes that are important for fatty acid synthesis (*fabD*, *fabHA, fabHB*, Supplementary Fig. 9) and surfactin production (*srfAA-AD*, Supplementary Fig. 10). Similarly, some phenotypic patterns, such as the fraction of cells in co-moving groups of cells (termed rafts, Fig. 1k), and the biomass density fluctuations (Supplementary Fig. 2) also displayed a distinct behaviour in the intermediate region between the swarm centre and the swarm front. The spatiotemporal gene expression and phenotypic patterns are therefore not always simple patterns that vary monotonically from the late centre of the swarm to the front of the swarm, and a more comprehensive analysis of the 3 ×3,932 gene expression heat maps and 3 ×15 phenotypic heat maps is required to systematically identify spatiotemporal patterns and pathways.

### Computational analysis identifies distinct spatiotemporal gene expression patterns

To systematically characterize the different types of spatiotemporal patterns in gene expression and phenotypes during swarm development, we performed an unbiased analysis of the spatiotemporal data. For this, each spatiotemporal swarming dataset was represented by the coefficients $${c}_{i}$$ of the orthogonal basis functions $${P}_{i}$$ (Fig. 2a), which were tailored for the specific spatiotemporal swarming domain. Using the coefficients $${c}_{i}$$ for each spatiotemporal dataset, we comprehensively compared how strongly each gene varies in space and time during swarming (Fig. 2b). 

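Each gene's normalized values were fitted with the smoothed functions of the Methods up to second order in space and time, on 235 libraries inside the domain. The other 43 libraries lay outside it. The time constant of the domain was 2.517 h. Ranked by the resulting score over 3932 genes, *gbsA*, *gbsB* and *yhcA* came first. The cut-off of the Methods lies where the scores, summed from the smallest upward, reach 50% of their total, and 370 genes above it were informative. Cut-offs at 40% and 60% of the total gave 558 and 235. When the norm of the residuals in the score was not squared, a form chosen after the first count had been seen, 575 genes were informative, and the 16 forms tried gave up to 1067. Leaving out 1 swarm at a time gave between 366 genes (without swarm 2) and 400 (without swarm 1).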

For the 572 genes that displayed a high degree of spatiotemporal variation during swarming, we computed the similarity in their spatiotemporal expression patterns, which revealed 6 clusters of genes with different spatiotemporal expression patterns (Fig. 2c, inset shows the number of genes with a particular pattern). 

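Clustering the coefficients of the 370 informative genes into 6 groups gave clusters of 132, 106, 54, 41, 20 and 17 genes. Their highest-ranked members were *gbsA*, *citZ*, *yhcA*, *putC*, *fruR* and *mleN*, of which *putC* and *fruR* lie outside the naming rule and were named after their ranks had been seen. How well a clustering repeats was measured with the adjusted Rand index, which is 1 for identical groupings and near 0 for unrelated ones. Fitted to each swarm alone, the clusterings of swarms 1 and 2 had an index of 0.469, those of swarms 1 and 3 of 0.398, and those of swarms 2 and 3 of 0.325. Against the 6 clusters of all swarms together, the index was 0.47 without swarm 1, 0.749 without swarm 2 and 0.595 without swarm 3. A division into 7 clusters moved the grouping more (0.718) than a division into 5 (0.931).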

To illustrate the 6 different patterns, the pattern corresponding to the mean of all coefficients is shown in Fig. 2d. Interestingly, all 6 patterns vary in space and time, and not only in space or time.

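Each gene's normalized values were scaled to a mean of 0 and an SD of 1 and averaged by cluster, region and swarm. Genes of the cluster led by *gbsA* were highest in the late centre, at 1.8 ± 0.203 (SD, n = 3 swarms), and lowest at the mid front, at -1.09 ± 0.127. Those of the *citZ* cluster rose earlier inside the swarm, to 0.218 ± 0.137 in the mid inner region and 1.04 ± 0.0595 in the late centre, from -1.27 ± 0.136 at the mid front. The *yhcA* cluster ran the other way, with 1.06 ± 0.113 at the mid front and -1.71 ± 0.21 in the late centre. In the *putC* cluster the rise was confined to the late centre, at 2.12 ± 0.249 against -0.0697 ± 0.0449 in the late intermediate region. The *fruR* cluster was high in the early swarm (1.03 ± 0.156) and at the mid front (1.04 ± 0.081), and low in the late centre (-0.636 ± 0.173). The *mleN* cluster, which includes *xlyA*, was highest in the late intermediate region (0.639 ± 0.153) and lowest in the late centre (-1.27 ± 0.134).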

**Fig. 2:**
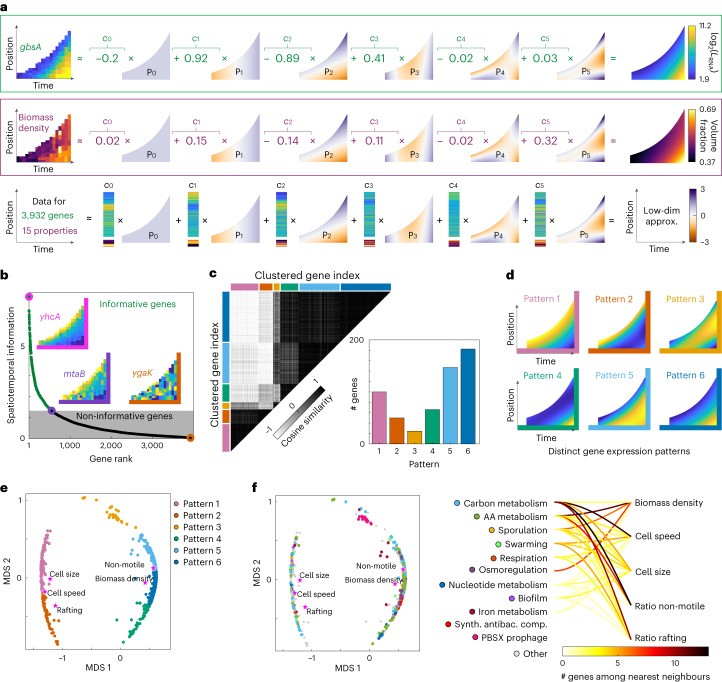
Identification of genes with spatiotemporal regulation and the different types of spatiotemporal expression pattern. **a**, The spatiotemporal expression heat map for each gene and each phenotypic property was approximated by a linear combination of six orthogonal basis functions *P*_*i*_ (*i* = 0,…,5) that are optimized for the spatiotemporal swarm domain. The coefficients $${c}_{i}$$ of the basis functions were determined using all 3 biological replicates. **b**, A spatiotemporal information score was defined (Methods), which quantifies the level of spatiotemporal information observed for a given gene. By ranking genes according to this spatiotemporal information score and defining a cut-off at the weighted median of the spatiotemporal information (Methods), we identified all genes with spatiotemporal gene expression patterns. Insets show heat maps of gene expression with low, intermediate and high spatiotemporal information scores. **c**, For the 572 genes with spatiotemporal gene expression patterns identified in **b**, we used cosine similarity on the basis of the coefficients $${c}_{i}$$ to identify clusters of highly correlated spatiotemporal patterns, revealing 6 major distinct spatiotemporal gene expression patterns (indicated by coloured bars on the right of the similarity matrix). **d**, To visualize these, the pattern corresponding to the mean of all coefficients $${c}_{i}$$ within each pattern cluster is shown. **e**,**f**, Multidimensional scaling (MDS) was applied to genes and swarm properties on the basis of their cosine similarity shown in **c**. The expression pattern of each gene is represented as a point, with colour indicating their expression pattern category (**e**) or gene function (**f**). Gene functions are based on subtiWiki^28,29^. Gene function categories with fewer than 10 genes assigned to them are grouped into the category ‘other’. Five phenotypic properties of the swarm (see Fig. 1 for heat maps) are shown as stars, revealing that their location in the MDS space is in proximity to some gene patterns and functions. **f**, For each of these five phenotypic properties, the 50 nearest neighbour genes in the MDS space (corresponding to similar gene expression pattern) were identified and grouped into gene function categories. The number of genes in each gene function category for each phenotypic property is visualized in the connection plot (right).

### Spatiotemporal phenotype patterns correlate with metabolism gene expression patterns

To reveal connections between our measurements of gene expression and microscopy-based phenotypic properties, we performed a 2D embedding using multidimensional scaling for the spatiotemporally expressed genes and the phenotypic properties (Fig. 2e,f). This analysis shows that the biomass density and the abundance of non-motile cells in the swarm are closely related and are close to patterns 5 and 6, whereas motility-related phenotypic properties, such as the cell speed, the abundance of rafting cells and the cell size are close to patterns 1 and 2 (Fig. 2). By looking at the gene functions of the 50 closest genes to the phenotypic properties in Fig. 2f, we found that metabolic genes are most closely associated with the spatiotemporal dynamics of the phenotypic properties (Fig. 2f right). This led us to investigate the spatiotemporal changes in metabolism during swarm development, with the aim of understanding how and why metabolic changes occur in space and time, and how they influence swarm development.

### Different metabolic states emerge in different spatiotemporal regions of the swarm

As glucose and malate are the preferred carbon sources of *B. subtilis*^37^, we studied the spatiotemporal organization of glucose and malate utilization (Fig. 3). Glucose is only present at very low levels in LB^38^, and consequently we found that glucose uptake genes such as *ptsG* and *ptsH* have a weak spatiotemporal expression pattern and relatively low fold-change between minimum and maximum expression levels (Fig. 3 top right, additional replicates in Supplementary Fig. 11). In contrast, genes related to malate uptake and its utilization are strongly differentially regulated in space and time (Fig. 3 top left and Supplementary Fig. 12), which is consistent with our measurements of malate concentrations in LB, described further below and in Fig. 4. 

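The glucose permease gene *ptsG* (B4U62_RS07675, 1457219 to 1459318) had a dynamic range of 2.42 over the swarm libraries, and *ptsH* (B4U62_RS07680, 1459416 to 1459682), encoding the phosphocarrier protein HPr, one of 1.87, both below the median of all genes. Between the late front and the late centre, *ptsG* went from 5402 ± 518 to 3612 ± 909 CPM (SD, n = 3 swarms), a log2 fold change of -0.58 (SE 0.158, adjusted p = 0.00503). With the late times widened to the last 2.1 h this was not called (-0.32). For *ptsH*, the values were 1011 ± 51.3 and 732 ± 120.4, a log2 fold change of -0.47 (SE 0.106, adjusted p = 0.00137).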

The malate transporter gene *maeN* is expressed 14-fold higher at the front compared with the swarm centre (Fig. 3 top left). 

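CPM values of *maeN* (B4U62_RS17085, 3244785 to 3246131) were 418 ± 9.64 (SD, n = 3 swarms) at the late front and 32.8 ± 3.46 in the late centre, a ratio per swarm of 12.7 ± 1.56 (SD, n = 3). On the log2 scale the centre was lower by -3.67 (SE 0.195, adjusted p = 4.07e-10), and the value without any 1 swarm stayed between -3.69 and -3.63. The ratio moved most with late times taken as the last 2.1 h, to 9.11. The dynamic range over all libraries was 16.7, and 12.3 between the 90th and the 10th percentile. The mean of late intermediate region and late centre differed from the late front by -2.44 on the log2 scale. At the mid times the inner region and the front differed by -0.20, and the change between these differences was -2.24 (SE 0.231, adjusted p = 2.46e-05).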

Among genes coding malic enzymes that convert malate to pyruvate, *maeA*, *ytsJ* and *mleA* are highly expressed at the swarm front or in the intermediate region, although one malic enzyme-coding gene, *malS*, has an opposite pattern with a slightly higher expression at the late centre of the swarm (Fig. 3 left). 

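Among the malic enzyme genes, *maeA* (B4U62_RS19960, 3800458 to 3802155) was at 32.5 ± 5.0 CPM (SD, n = 3 swarms) at the late front, 11 ± 0.771 in the late intermediate region and 6.37 ± 0.850 in the late centre, a log2 fold change from front to centre of -2.35 (SE 0.140, adjusted p = 1.27e-09). For *ytsJ* (B4U62_RS15735, 2989917 to 2991149), the values were 751 ± 32.4, 527 ± 33.2 and 538 ± 56.8, with a log2 fold change of -0.48 (SE 0.121, adjusted p = 0.00294) that was not called without swarm 2 (-0.45). Expression of *mleA* (B4U62_RS12770, 2451487 to 2452806) was highest in the late intermediate region, at 2479 ± 83.9, against 1405 ± 334 at the front and 849.5 ± 135 in the centre. There it exceeded the mean of front and centre by 1.18 (SE 0.174, adjusted p = 0.000417). The fall of *mleA* from front to centre, -0.73 (SE 0.209, adjusted p = 0.00721), was not called without swarm 1 (-0.65) or swarm 2 (-0.70) or with a centre of 8.1 mm (-0.32), and turned into a rise of 0.07 with the late times taken as the last 2.1 h. The gene *malS* (B4U62_RS16085, 3056866 to 3058566) rose from 126 ± 6.18 at the front to 175 ± 6.63 and 233 ± 20.1, a log2 fold change of 0.89 (SE 0.0896, adjusted p = 4.20e-07).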

Our transcriptome data indicate that at the swarm front, where cells experience a microenvironment with unconsumed LB medium, malate is taken up and processed into pyruvate, coupled with gluconeogenesis and glycolysis reactions to obtain energy via substrate-level phosphorylation despite the presence of oxygen (Supplementary Fig. 13). 

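In the glycolytic operon, *gapA* (B4U62_RS18320, 3481712 to 3482719) was at 13824 ± 1413 CPM (SD, n = 3 swarms) at the late front and 4931 ± 1254 in the late centre, a log2 fold change of -1.49 (SE 0.210, adjusted p = 1.58e-05). The ATP-forming step of phosphoglycerate kinase is encoded by *pgk* (B4U62_RS18315, 3480211 to 3481395), with 7993 ± 188 and 4304 ± 929, and that of pyruvate kinase by *pyk* (B4U62_RS15715, 2984805 to 2986562), with 2041 ± 109.9 and 1614 ± 94.1. Their log2 fold changes were -0.89 (SE 0.155, adjusted p = 0.000119) and -0.34 (SE 0.0835, adjusted p = 0.00248), and *pyk* was not called without swarm 2 (-0.33).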

Previous measurements in liquid culture conditions with malate as the sole carbon source and in the presence of oxygen have shown that following malate uptake, excess pyruvate is secreted^37^.

**Fig. 3:**
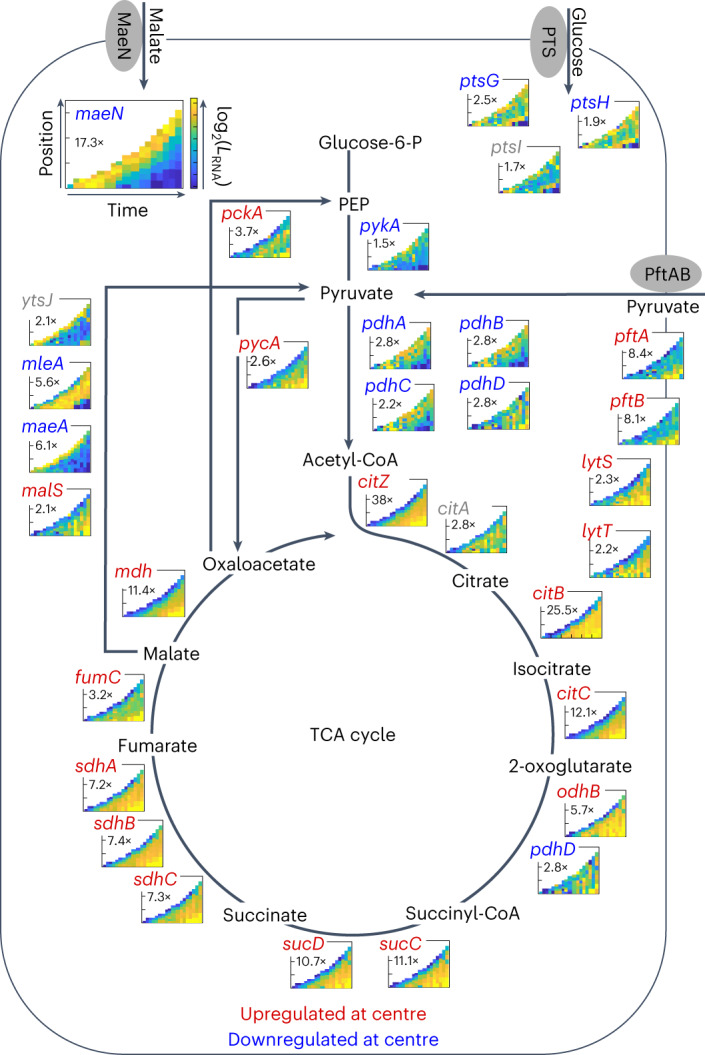
Spatiotemporal expression of core carbon metabolism genes during swarm development. Expression levels of genes are shown as space–time heat maps, analogous to the heat maps introduced in Fig. 1. The colour of the gene names indicates the regulatory pattern: red font indicates that the gene is upregulated in the late centre of the swarm, blue font indicates downregulation in the late swarm centre, and grey font indicates no clear expression pattern. The number below the gene name on each heat map indicates the dynamic range in gene expression between the maximum and minimum value in the heat map, analogous to the range values in Fig. 1. The genes are arranged according to a schematic representation of glycolysis and the TCA cycle, with an emphasis on malate processing. Genes coding for the main importer systems of malate (*maeN*) and glucose (PTS system) are shown at the top.

**Fig. 4:**
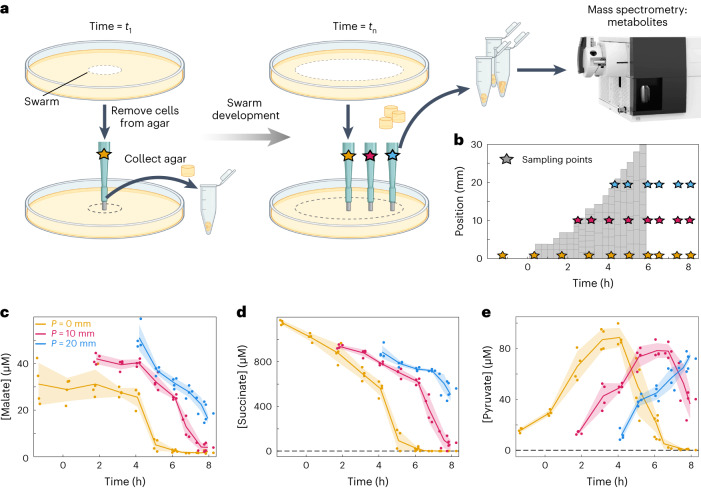
Extracellular metabolite measurements reveal spatiotemporal cross-feeding of pyruvate. **a**, To measure extracellular metabolites, cells were removed from the swarming plate before extracting a small piece of agar from up to 3 positions indicated by stars in different colours (orange position: *p* = 0 mm, pink position: *p* = 10 mm, blue position: *p* = 20 mm). Positions *p* were measured as radial distances from the point of inoculation. Similar samples were acquired for swarms that were grown for different times to measure extracellular metabolites at 3 spatial locations over time. Metabolites were extracted from the agar and measured using mass spectrometry. Created using BioRender.com. **b**, In comparison to the RNA-seq measurements (grey tiles), sampling points for extracellular metabolites (coloured stars) were sparser in space but were acquired for a longer period of time. **c**,**d**, Extracellular malate and succinate concentrations in the agar decreased to zero with increasing time, indicating that these compounds were consumed by the cells and eventually depleted. Colours indicate the 3 different sampling positions as described in **a**. **e**, The concentration of pyruvate increased over time before decreasing again, indicating that this metabolite was deposited by cells growing in malate- and succinate-rich medium, and later consumed by daughter cells as well as cells that have migrated to this position. Pyruvate is therefore cross-fed in space and time. In **c**–**e**, dots represent acquired samples, lines and shaded regions correspond to the mean ± s.d. calculated using *n* = 4 biologically independent samples in all cases except for the last timepoint, where *n* = 3 biologically independent samples were used.

In contrast to malate uptake, genes involved in the tricarboxylic acid (TCA) cycle mostly show a stronger expression at the late swarm centre (Fig. 3 bottom and Supplementary Fig. 14). For example, *citZ*, which is often the rate-limiting gene of the TCA cycle^39,40^, displays a 38-fold higher expression in the swarm centre compared with the swarm front (Fig. 3). These data indicate that cells at the swarm centre perform different metabolism than the cells at the swarm front: cells at the swarm centre produce energy mainly by running the TCA cycle and aerobic respiration (Supplementary Fig. 15). 

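All 12 TCA cycle genes of Fig. S14 were called higher in the late centre than at the late front, 12 of them also when adjusted over the list alone. Their log2 fold changes ran from 0.70 for *citA* (B4U62_RS05315, 1021095 to 1022195) to 4.20, with a median of 2.40. Aconitase, encoded by *citB* (B4U62_RS09790, 1926712 to 1929441), had 4223 ± 242 CPM (SD, n = 3 swarms) in the late centre and 390.5 ± 157 at the late front (3.4, SE 0.301, adjusted p = 8.22e-08), and isocitrate dehydrogenase, encoded by *icd* (B4U62_RS15690, 2979732 to 2981003), 3831 ± 319 and 438 ± 117 (3.13, SE 0.213, adjusted p = 5.36e-09). The gene *citB* was already higher in the late intermediate region, at 2797 ± 239, but its call there against the mean of front and centre, 1.12 (SE 0.230, adjusted p = 0.00558), was the only one among the 12 genes, while 7 were called when adjusted over the list alone. Compared with the early swarm, the late centre was higher by 0.88 to 4.12 on the log2 scale over the 12 genes.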

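Citrate synthase is encoded by *citZ* (B4U62_RS15695, 2981168 to 2982286), whose CPM values were 2895 ± 365 (SD, n = 3 swarms) in the late centre, 1108 ± 91.2 in the late intermediate region and 157 ± 70.1 at the late front. The ratio per swarm of centre to front was 22.2 ± 14 (SD, n = 3), with a wide spread between swarms, and edgeR's log2 fold change was 4.20 (SE 0.354, adjusted p = 5.29e-08), which is 18.4-fold. The dynamic range over all swarm libraries was 37.5, and 20.2 between the 90th and the 10th percentile. At the mid times, *citZ* was at 824 ± 137 inside the swarm and 95.1 ± 16 at the front.

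**Figure D4:**
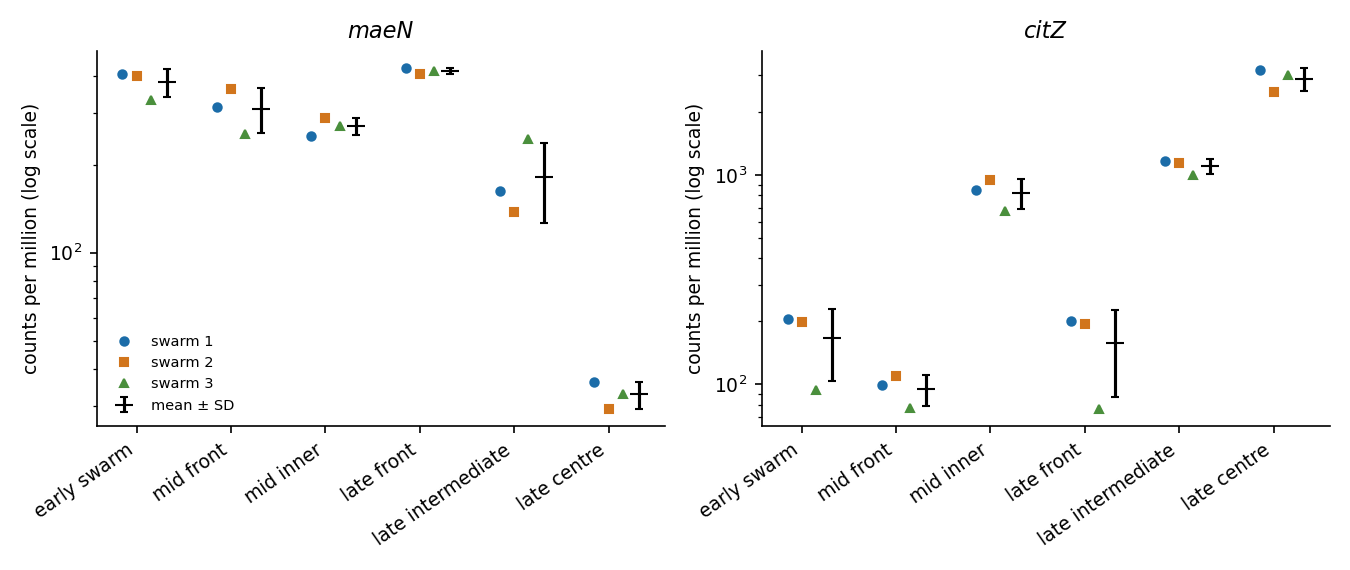
CPM values of *maeN* and *citZ* on a log axis in the 6 regions, with a point for each of 3 swarms. In the late centre *maeN* has its lowest values, 32.8 ± 3.46, and *citZ* its highest.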

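The 7 cytochrome genes of Fig. S15 from the *cta* and *qcr* operons were all called higher in the late centre than at the late front, with log2 fold changes between 2.34 and 2.85. The largest was that of *ctaD* (B4U62_RS08200, 1561600 to 1563468), a cytochrome *c* oxidase subunit, with 532 ± 138 CPM (SD, n = 3 swarms) in the late centre and 73.7 ± 18.6 at the late front (2.85, SE 0.281, adjusted p = 3.30e-07). For *qcrB* (B4U62_RS12245, 2363944 to 2364618) of the cytochrome *bc* complex, the values were 567 ± 160.3 and 89 ± 24 (2.7, SE 0.281, adjusted p = 6.66e-07). The paper states that its data indicate a difference in metabolism between the cells of the centre and of the front, with energy gained mainly through the TCA cycle and aerobic respiration in the centre.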

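Of the pyruvate transporter genes, *pftA* (B4U62_RS15580, 2955226 to 2955666) had 16 ± 4.72 CPM (SD, n = 3 swarms) in the late centre and 1.63 ± 0.140 at the late front, and *pftB* (B4U62_RS15575, 2954509 to 2955204) 46.9 ± 17.6 and 8.64 ± 1.10. The log2 fold changes were 3.3 (SE 0.241, adjusted p = 1.24e-08) and 2.44 (SE 0.309, adjusted p = 4.90e-06). In the late intermediate region they stood at 3.1 ± 0.517 and 11.9 ± 2.18. The sensor kinase gene *lytS* (B4U62_RS15590, 2956503 to 2958284) and the response regulator gene *lytT* (B4U62_RS15585, 2955800 to 2956525) rose less, from 42.4 ± 3.35 to 79.8 ± 7.36 and from 26.5 ± 0.594 to 40.7 ± 1.19, with log2 fold changes of 0.92 (SE 0.111, adjusted p = 3.04e-06) and 0.62 (SE 0.116, adjusted p = 0.000254).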

Interestingly, we noticed that the genes involved in pyruvate uptake, particularly the transporter *pftAB*^41,42^, and to a lower degree also the two-component system *lytST* are upregulated in the swarm centre (Fig. 3 right and Supplementary Fig. 16), similar to the TCA cycle genes. On the basis of this observation, and the speculation that pyruvate is probably secreted at the swarm front after malate uptake and utilization, we hypothesized that the following spatiotemporal metabolic interaction could take place within the developing swarm: cells at the swarm front rapidly consume malate and probably secrete pyruvate and other fermentation metabolites (Supplementary Fig. 17); these secreted metabolites would remain in the agar across which the swarm expands, and the next generation of cells that moves across the same location in the agar can potentially use these metabolites to fuel the TCA cycle.

### Spatiotemporal metabolome measurements reveal spatiotemporal cross-feeding

To directly test this hypothesis, we performed additional experiments to measure the spatiotemporal concentration of extracellular metabolites in the agar beneath the developing swarm. For these experiments, swarms were grown for different durations (10 timepoints) before carefully removing all cells from the agar surface and extracting metabolites from a small amount of agar from up to 3 different spatial positions (Fig. 4a,b) for *n* = 4 independent replicate experiments. After a metabolite extraction process (see Methods), metabolites were measured with a targeted approach via mass spectrometry. The results for several metabolites are shown in Fig. 4c–e, and measurements for additional compounds are shown in Extended Data Fig. 7.

The extracellular metabolite concentration time series at the three different spatial positions within the swarm revealed that some carbon sources are consumed until they are depleted, as the cells move across the spatial locations: initially the cells consume succinate (Fig. 4c), then malate (Fig. 4d) and several amino acids (see Extended Data Fig. 8 for amino acid measurements, and Supplementary Fig. 18 for amino acid uptake and synthesis gene expression). The extracellular pyruvate concentration, however, displays a different pattern. Initially, there is a very low concentration of pyruvate present in the agar before it is colonized. At very early times during swarm expansion, cells at the swarm front (which is very close to the swarm centre at these times) secrete pyruvate, which builds up at the swarm centre until it is consumed again at later times (Fig. 4e). The same pattern of pyruvate secretion followed by consumption then occurs with a time shift of ~2 h at the other spatial positions, which are separated from each other by 10 mm (Fig. 4e). The timepoint at which the concentration of pyruvate starts to decline coincides with the depletion of malate and succinate, indicating that pyruvate is only consumed once the other nutrients are becoming scarce. A similar pattern of metabolite secretion followed by consumption, with a 2-h time shift at different spatial locations, also occurs for fumarate (Extended Data Fig. 7). Diffusion of pyruvate or fumarate over the 10 mm distance between sampling positions can be estimated to take ~7 h (significantly longer than the observed 2-h time shift for the concentration profiles), and there is a pattern of diverging concentrations around *t* = 5 h, indicating that diffusion cannot be the dominant mechanism for determining the pyruvate and fumarate concentration dynamics. Instead, secretion and consumption of these metabolites are plausible explanations for causing the concentration dynamics.

Taken together, these extracellular metabolite measurements confirm our hypothesis for a spatiotemporally organized cross-feeding of pyruvate: cells at the swarm front consume malate, succinate and other potential preferred carbon sources, and secrete pyruvate. The secreted pyruvate is then utilized by cells that move over the same location in the agar at a later time, when malate and other preferred carbon sources are depleted. It is worth noting that the cells that secrete pyruvate are not the same cells that will consume pyruvate later; due to the movement of the swarm front, highly motile cells close to the front continue to move outwards as they leave pyruvate behind and the population of cells that feed on pyruvate are a mixture of cells that did not move with the swarm front and cells that migrated from more central regions of the swarm. The dynamic spatial structure of both the swarm community and its environment therefore plays a crucial role for the cross-feeding observed in this system, making it a truly spatiotemporal multicellular phenomenon, which is distinct from temporal pyruvate cross-feeding in liquid cultures^41–43^. A similar spatiotemporal cross-feeding interaction also occurs for fumarate (Extended Data Fig. 7). At the locations where pyruvate and fumarate are consumed, the spatiotemporal transcriptome data indicate that genes involved in the TCA cycle and respiration are upregulated (Supplementary Figs. 14 and 15), suggesting that the cells at these locations generate energy via oxidative phosphorylation.

## Discussion and Conclusions

Our analysis revealed all spatiotemporally regulated genes in *Bacillus subtilis* swarm development. We identified three major regions of the swarm with qualitatively different gene expression profiles and phenotypes: the region just behind the swarm front, the late swarm centre, and the intermediate spatiotemporal region between the front and the late swarm centre. At the swarm front, cells consume their preferred carbon sources, which are succinate and then malate in LB medium. At the swarm front, the cells also secrete pyruvate and fumarate, which are left in the agar across which the cells migrate. Our microscopy videos show that although the cells at the very edge of the swarm front are usually stuck or non-motile, the cells directly behind the leading edge are highly motile and frequently form rafts. Further inwards, motile cells coexist with non-motile elongated cells. In this intermediate region, biofilm matrix genes are beginning to be expressed, surfactin and fatty acids are synthesized, and the PBSX prophage is induced. In the late swarm centre, the preferred carbon sources have been depleted and cells consume pyruvate and fumarate, which were left behind in the agar by the preceding generations. As described previously^22,23^, cells in the late swarm centre form long threads that are present in multiple layers, resulting in a 3D biofilm. In previous work it was shown that these threads are cell chains^22^. Cell chain formation is associated with a low expression of the autolysin gene *lytF*^44^, which is consistent with the low expression levels of *lytF* we observed in the biofilm region (Supplementary Fig. 16). 

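In the late centre, *lytF* (B4U62_RS05280, 1011830 to 1013296) had 483 ± 16 CPM (SD, n = 3 swarms), against 728 ± 39.6 at the late front, 684 ± 24.5 in the late intermediate region and 821 ± 75.8 in the early swarm. Its log2 fold change was -0.59 (SE 0.0869, adjusted p = 2.33e-05) against the late front and -0.77 (SE 0.0871, adjusted p = 1.74e-06) against the early swarm.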

Between the gaps in the biofilm, a few short and motile cells are present. The three major regions of the swarm with distinct physiology and cellular behaviour display gradual transitions between each other and no sharp boundaries. We therefore do not expect that higher spatiotemporal resolution of transcriptomes would reveal further distinct regions of major consequence for the swarm development.

However, it is possible that phenotypic subpopulations that coexist within the same spatiotemporal locations^23,35^ are important for driving the swarm expansion. For example, in the late swarm centre, the long cell chains coexist with small motile cells, which are not distinguished by our transcriptome measurements. Furthermore, there are probably phenotypic differences of coexisting cells within the 3D biofilm due to resource gradients^6,45–47^. Similarly, in the intermediate region, long non-motile cells that sometimes form stationary clusters coexist with highly motile cells, yet again our transcriptome measurements do not distinguish these subpopulations. Potentially, these subpopulations can be distinguished by single-cell RNA-seq techniques that have emerged for bacteria, albeit with low genome coverage in their current versions^17,43,48,49^.

In summary, we reported simultaneous measurements of densely sampled spatiotemporal transcriptomes and microscopy-based biophysical properties in a developing microbial community. Comparing gene expression patterns and phenotype patterns, we observed a surprising disconnection between motility gene expression and cell speed, indicating the substantial influence of mechanisms beyond transcriptional regulation. By combining our spatiotemporal gene expression dataset with spatiotemporal metabolite measurements, we further discovered a spatiotemporally organized cross-feeding of pyruvate and fumarate, which are secreted by cells at the swarm front that perform substrate-level phosphorylation for energy generation. The secreted pyruvate and fumarate are left behind in the agar across which the cells migrate and are then consumed by a later generation of cells to run the TCA cycle. Due to the widespread conservation of the metabolic pathways involved in this spatiotemporal cross-feeding process, we expect this process to be ubiquitous for expanding microbial communities. More generally, the multilevel spatiotemporal datasets made available through this study provide the basis for the development of detailed spatiotemporal models that will connect gene expression, cellular phenotypes and biophysical dynamics within bacterial communities.

## Methods

### Swarming assay

All experiments were performed with a naturally competent derivative of the undomesticated *B. subtilis* NCIB 3610 strain, carrying the *comI*^Q12L^ allele^50^. Bacterial cultures for swarm inoculation were grown in Luria-Broth (LB) medium (Carl Roth, X968.3) for 16 h at 37 °C with shaking at 220 r.p.m. Swarming plates containing 9 ml of 0.5% Bacto agar (BD, 214010) in LB in 9 cm Petri dishes were dried for 10 min with an open lid at room temperature and then kept upside down at 37 °C for an additional 10–30 min before inoculation. Cells were transferred onto the swarming plate by dipping a sampling tip (see description of robotic sampling tips below) into the overnight culture and then lightly touching the surface of the swarming plate with this tip. This procedure resulted in a culture spot of diameter ~1 mm containing 3,000–5,000 cells on the agar surface.

After inoculation, the swarming plate was moved into a humidity chamber whose bottom was a microscope stage insert. This humidity chamber contained water-filled basins to ensure high humidity. The humidity chamber and large parts of the inverted microscope (Nikon Ti-E) were enclosed by a microscope incubator (Okolab). During the swarming assay, the temperature inside the Okolab enclosure was kept constant at 30 °C. The humidity chamber containing the agar plate and the stage insert was mounted on a motorized *xy* stage (Applied Scientific Instrumentation). Brightfield images were acquired using a ×16 water-immersion objective with numerical aperture 0.8 and an Andor Zyla 4.2PLUS sCMOS camera at 100 fps.

### Robotic sampling of cells for transcriptome measurements and imaging of cells during swarm development

We performed automated sampling of cells from the developing swarm using a custom-built robotic setup, which consisted of several motorized linear or rotational stages that collectively formed a robotic sampling arm, as schematically illustrated in Extended Data Fig. 1. All stages within the robotic sampling arm were controlled by the same Matlab algorithm that also controlled the motorized microscope *xy* stage, microscope camera and microscope focus to ensure that the robotic sampling arm is synchronized with the microscope movement and imaging.

One robotic sampling cycle consists of the following processes: Stages 1, 2 and 3.4 (stage numbers are defined in Extended Data Fig. 1) were translated such that a sampling tip was picked up from the tip box onto the tip holder attached to stage 3.4. Using rotational stage 3.3 and stage 1, the tip was then transported to the *xy* stage of the microscope where the swarming plate is located. The sampling tip was moved into the humidity-controlled incubation enclosure on the microscope *xy* stage (within which the swarming plate is located) through a hole in the cover of the enclosure, which can be opened and closed by stage 4. The sampling tip was then brought into the correct *xy* position for picking up cells using stages 1, 3.1 and 3.4, lowered onto the sample and brought in contact with the swarm surface by movement of stage 3.2, using live image analysis of the microscope camera’s field of view. After establishing contact with the swarm surface, the tip was kept at the surface for ~20 s before reversing the movement to retrieve the sampling tip. The duration for which the tip was in contact with the swarm surface was adapted according to the sampling position, with less contact time for dense regions. Control experiments using counting of colony forming units have shown that the sampling tip after this maneuver contains 10³–10^5^ cells. Finally, by moving stage 3.5, the tip was moved to the sample box and ejected into a 1.5 ml Eppendorf tube containing 50 µl of lysis buffer (40 U µl^−1^ Ready-lyse lysozyme (Lucigen, R1804M), 0.04 U µl^−1^ SUPERase in RNase Inhibitor (Thermo Fisher, AM2694), 10 mM Tris, adjusted to pH 8.0 with HCl (Thermo Fisher, 15568025), 1 mM EDTA (Thermo Fisher, AM9261)). The 50 µl of lysis buffer covered the cell-containing part of the tip. The Eppendorf tube was immediately manually collected, closed and snap-frozen in liquid nitrogen, followed by storage at −80 °C until RNA isolation. The Eppendorf tube containing the lysis buffer was kept on ice until a few minutes before being inserted into the sample ejection box on the robot. To maintain the low temperature of the lysis buffer during the time that it spends in the warm environment surrounding the microscope, Eppendorf tubes were kept in an ice-cold aluminum block, which was surrounded by isolation material. The aluminum block contains slots for up to six Eppendorf tubes and the aluminum block was exchanged every 5–8 min with an identical copy previously resting on ice. These steps to ensure a constant low temperature of the lysis buffer were necessary to retain the enzyme activity and minimize transcriptome changes and RNA degradation.

Manufacturing of the sampling tips for the robotic arm: We designed custom sampling tips to avoid scratches in the agar surface during the sampling procedure, which would alter the swarm development. These sampling tips consisted of a standard Eppendorf 10 µl pipette tip dipped into polydimethylsiloxane (PDMS, SYLGARD 184, Dow Corning) to produce a drop at the tip edge. To ensure reproducible PDMS drop sizes on the tip, custom holders for dipping 48 pipette tips simultaneously into a levelled bath of liquid PDMS were designed. The PDMS on the tips was then cured at 50 °C for 24 h. The cured sampling tips were then sterilized by dipping the tips into 70% ethanol, followed by drying at room temperature in the closed tip rack for 2 h. The sterilized sampling tips were used within 24 h.

Robotic sampling procedure in space and time: After the inoculation of the swarming plate as described in the section ‘Swarming assay’, growth of the cells was monitored by brightfield imaging until the end of the lag phase was reached. Once the swarm started expanding, robotic sampling was initiated. For the whole duration of the swarm expansion, until a final swarm diameter of 6 cm was reached, sets of spatially separated samples were acquired in 15–20-min intervals. For each set of spatially separated samples, a line was drawn from the centre of the swarm to the outer edge of the swarm, and samples were collected from up to 9 regularly spaced positions along this line (the exact number of sampled positions depends on the diameter of the swarm at any given time, and the spacing between sampling positions was at least 1 mm). The time for each sample to be acquired by the robot was ~30 s. To avoid sampling the same spot within the swarm too many times and therefore causing disruption to this area of the swarm, the innermost sample was chosen with a distance of 1.5 mm to the point of inoculation, and the angle between the *x* axis of the microscope stage and the line at which samples were taken was adapted by 30° after each run such that a sampling line with the same angle was only used for every 8th set of spatially separated samples. Using this procedure, samples were acquired from only half of the swarm area, whereas the other half of the swarm was untouched by the sampling tip. Immediately before and after sampling, an overview image of the sampling area was taken to document the impact of the sampling process on the swarm (Extended Data Fig. 4). These images were also used to estimate the number of cells extracted.

In addition to acquiring brightfield microscopy videos from the sampling location before sampling, we also acquired videos at spatial locations between the sampling locations. Furthermore, as control experiments, microscopy videos were acquired at corresponding spatial locations on the half of the swarm area that was untouched by the robotic sampling tip to determine whether the half of the swarm from which samples were acquired for transcriptome measurements developed differently from the half of the swarm that was untouched by the sampling tip.

### Sampling of cells during the lag phase for transcriptome measurements before swarm expansion

As the number of bacterial cells present on the agar surface during the lag phase is low and cell density plays an important role for the differentiation of cells during this period (for example, surfactin secretion, which is necessary to exit the lag phase, is controlled by quorum sensing), it was not possible to continuously acquire samples from the same swarm during the lag phase. Instead, several swarm plates were inoculated and incubated at the same time, and any given plate was only used for sampling once. To achieve a high reproducibility of lag phase development across the different plates, swarms were inoculated on single-well plates using the Echo 525 Acoustic liquid handler (Beckman Coulter, 001-10080) using an inoculation volume of 50 nl.

To collect cells from these plates, a small volume of lysis buffer previously kept on ice (3–4 µl) was pipetted onto the swarm surface and immediately retrieved by pipetting back up. This process of up-and-down pipetting was repeated 3 times to increase the number of collected cells. To increase the number of collected cells further, the process was repeated for several swarm colonies, and samples from the same timepoint were pooled in a final volume of 50 µl of lysis buffer, which was then immediately snap-frozen in liquid nitrogen, followed by storage at −80 °C until RNA isolation.

### RNA isolation and sequencing

Our experiments yielded two types of sample, which were snap-frozen in liquid nitrogen and then stored at −80 °C until RNA isolation. Sample type A: cells from the spatiotemporal sampling experiments during the swarm expansion phase, for which the cells are located on a sampling tip submerged in 50 µl of lysis buffer within an Eppendorf tube. Sample type B: cells from the temporal sampling experiments during the lag phase, for which the cells were directly collected in 50 µl of lysis buffer within an Eppendorf tube. In both cases, samples were thawed at room temperature, followed by incubation at room temperature for 5 min, interrupted every 1 min by vortexing to ensure complete lysis of cells. Then, the tip was removed and total RNA was extracted from this lysate using the hot SDS/hot phenol method^51^ with some modifications as follows. To the lysate, we added 6 µl of 1 M sodium acetate (pH 5.5, Sigma, S7899) and 62.5 µl of Roti-Aqua-Phenol (Carl Roth, A980) and incubated the mixture at 65 °C for 8 min. The whole mixture was transferred to a phase lock gel tube (VWR, 733-2478), followed by the addition of 62.5 µl chloroform (Sigma, C2432). The mixture was centrifuged at 21,130 × *g* for 15 min at 12 °C. The aqueous phase (~65–70 µl) was transferred to a new 0.2 ml PCR tube. RNA in the solution was purified by adding 120 µl of Agencourt RNAClean XP kit (Beckman Coulter, A63987). Samples were then treated with TURBO DNase (Thermo Fisher, AM2238) and the total RNA quality was analysed with a TapeStation 4150 (Agilent, G2992AA). According to the TapeStation results, several RNA samples with relatively high concentrations were diluted to ensure that a consistent amount of RNA was used for further processing to minimize sample-to-sample bias. For ribosomal RNA (rRNA) depletion in the total RNA, we used the ‘do-it-yourself’ method^52^ with reduced reaction volume, followed by purification of rRNA-depleted RNA using Agencourt RNAClean XP kit (Beckman Coulter, A63987). Sequencing library preparation was performed using NEBNext Ultra II Directional RNA Library Prep with sample purification beads (NEB, E7765S). Sequencing for swarming cells was carried out at the Max Planck Genome Centre (Cologne, Germany) using an Illumina HiSeq 3000 with 150 bp single reads (aiming for >5 M reads per library). Sequencing for lag-phase cells before swarm expansion was carried out at the Basel Genomics Facility (Basel, Switzerland) using an Illumina NovaSeq 6000 with 101-bp single reads (aiming for >5 M reads per library).

### Extracellular metabolite measurements during swarm development

To measure extracellular metabolites in the agar underneath the cells, swarms were allowed to develop to the desired diameter. Then, cells were removed from the agar by gently scratching the surface with a razor blade. At specific radii, a biopsy of the agar was acquired (the full depth of the agar) to acquire ~20 mg of agar, which was placed in an Eppendorf tube. Samples were weighed using a fine scale, and the appropriate amount of metabolite extraction solution (10 µl mg^−1^) containing 50% TE buffer (10 mM Tris, adjusted to pH 7.0 with HCl (Thermo Fisher, AM9850G), 1 mM EDTA (Thermo Fisher, AM9261)) and 50% methanol was added. Eppendorf tubes were then kept shaking at 4 °C for 2 h and afterwards centrifuged at 4 °C for 10 min at 21,130 × *g*. The liquid phase was then filtered using a 0.22 µm filter (regenerated cellulose, 4 mm diameter, Phenomenex, AF0-3203-52) and stored at −20 °C until further processing by mass spectrometry. In addition to the dilution of the samples by 1:10 resulting from adding the extraction solution, the extracts were diluted further by 1:20 for amino acid measurements to optimize the detection by the instruments. For organic acids, the extracts were used without further dilution.

#### Amino acids

Quantitative determination of amino acids was performed using HRES LC–MS. The chromatographic separation was performed on an Agilent Infinity II 1260 HPLC system using a ZicHILIC SeQuant column (150 × 2.1 mm, 5 μm particle size, 100 Å pore size) connected to a ZicHILIC guard column (20 × 2.1 mm, 5 μm particle size) (Merck KgAA). We used a constant flow rate of 0.3 ml min^−1^, with mobile phase A being 0.1% formic acid in a 99:1 mixture of water:acetonitrile (Honeywell) and phase B being 0.1% formic acid in a 99:1 mixture of acetonitrile:water (Honeywell) at 25 °C. The injection volume was 1 µl. The profile of the mobile phase consisted of the following steps and linear gradients: 0–8 min from 80% to 60% B; 8–10 min from 60% to 10% B; 10–12 min constant at 10% B; 12–12.1 min from 10% to 80% B; 12.1–14 min constant at 80% B. An Agilent 6470A mass spectrometer was used in positive mode with an electrospray ionization source and the following conditions: ESI spray voltage 4,500 V, nozzle voltage 1,500 V, sheath gas 400 °C at 12 l min^−1^, nebulizer pressure 30 psig and drying gas 250 °C at 11 l min^−1^. Compounds were identified on the basis of their mass transition and retention time compared to standards. Chromatograms were integrated using MassHunter software (Agilent). Absolute concentrations were calculated on the basis of an external calibration curve prepared in the sample matrix. To mimic the sample matrix, an aliquot of freshly prepared agar was treated similar to the extraction performed on samples for exometabolome determination. Mass transitions, collision energies, cell accelerator voltages and dwell times were optimized using chemically pure standards. Parameter settings of all targets are given in Supplementary Table 1.

#### Organic acids

Quantitative determination of organic acids was performed using LC–MS/MS. The chromatographic separation was performed on an Agilent Infinity II 1290 HPLC system using a Kinetex EVO C18 column (150 × 2.1 mm, 3 μm particle size, 100 Å pore size, Phenomenex) connected to a guard column of similar specificity (20 × 2.1 mm, 3 μm particle size, Phenomoenex). We used a constant flow rate of 0.2 ml min^−1^, with mobile phase A being 0.1% formic acid in water and phase B being 0.1% formic acid in methanol (Honeywell) at 25 °C. The injection volume was 0.5 µl. The profile of the mobile phase consisted of the following steps and linear gradients: 0–2.5 min constant at 0% B; 2.5–6 min from 0% to 100% B; 6–8 min constant at 100% B; 8–8.1 min from 100% to 0% B; 8.1–12 min constant at 0% B. An Agilent 6495 ion funnel mass spectrometer was used in negative mode with an electrospray ionization source and the following conditions: ESI spray voltage 2,000 V, nozzle voltage 500 V, sheath gas 260 °C at 10 l min^−1^, nebulizer pressure 35 psig and drying gas 100 °C at 13 l min^−1^. Compounds were identified on the basis of their mass transition and retention time compared to standards. Chromatograms were integrated using MassHunter software (Agilent). Absolute concentrations were calculated on the basis of an external calibration curve prepared in the sample matrix. To mimic the sample matrix, an aliquot of freshly prepared agar was treated similar to the extraction performed for exometabolome determination. Mass transitions, collision energies, cell accelerator voltages and dwell times were optimized using chemically pure standards. Parameter settings of all targets are given in Supplementary Table 1.

### Transcriptome data analysis

For each of the FASTQ files from the 284 samples of the swarm expansion phase (3 replicates: replicate 1 contained 96 samples, replicate 2 contained 92 samples, replicate 3 contained 96 samples), we performed read trimming using Trimmomatic (v.0.39)^53^ and mapped the trimmed reads to the *B. subtilis* NCIB 3610 reference genome and plasmid (NCBI accession number: NZ_CP020102 and NZ_CP020103) using HISAT2 (v.2.2.1)^54^ in single-end mode. Reads mapped to all functional genes were counted using featureCounts (v.2.0.1)^55^ with fractional counting for multimapping and multi-overlapping reads (−OM−−fraction) in a strand-specific manner (−s 2). Any short transcripts such as small RNA or transfer RNA should not be detected because the above-described RNA purification steps using RNAClean XP kit can only retain transcripts bigger than 200 nt. Reads that were mapped to protein-coding sequences, non-coding RNAs, transfer-messenger RNA, signal recognition particle RNA and ribonuclease P RNA (in total 4,342 genes) were used for downstream analyses.

Raw read counts of the expansion phase samples were loaded into R and filtered by keeping all genes for which there were at least 2 samples with a read count of at least 10, leaving 3,932 genes out of 4,342 genes. 

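Of the 284 swarm libraries, 6 held between 3541 and 194286 reads on genes. The lowest total came from the mid inner region of swarm 1 at 4.07 h and 9.4 mm, and the other 5 from swarm 3. These are early swarm libraries at 1.47 h (69593 reads) and 1.77 h (66635), mid inner libraries at 2.97 h (194286) and 3.27 h (86973), and a late intermediate library at 6.38 h and 16 mm (108403). The next lowest total of a library was 1042920 reads.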

After further removing samples with total read counts of <10^6^ mapped to those genes, there were 278 samples left: 95 samples in replicate 1, 92 samples in replicate 2, and 91 samples in replicate 3, which were analysed further. We then generated a DGEList object containing all 278 transcriptomes and applied the TMM normalization method implemented in edgeR (v.3.26.8)^56,57^ for samples pooled from all three experiments, using the calcNormFactors function to enable sample-to-sample comparison of the data. All subsequent analysis was then performed with normalized log_2_ values.

For Supplementary Fig. 21, we performed the same processing for the FASTQ files of the 33 lag phase samples and then performed the normalization using both the 278 expansion phase and 33 lag phase samples, following the same criteria. This resulted in a final dataset comprising 4,083 genes across 311 samples. 

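Over the swarm and lag phase libraries together, 4102 genes had at least 10 reads in at least 2 libraries and 4083 had more than 10, and 0 of the latter differed from the genes in the authors' jointly normalized values. Joint values were found for 310 libraries, 277 of swarms and 33 of the lag phase.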

The normalization in Supplementary Fig. 21 therefore differs from that used for all other figures.

### Spectral representation of spatiotemporal gene expression

The transcriptome measurements and the microscopy-based measurement of phenotypic properties were sampled at a set of radial space–time points $$\{{{\bf{r}}}_{l}{\boldsymbol{=}}\left({t}_{l},{p}_{l}\right){\}}_{l=1}^{L}$$, where $${{\rm{t}}}_{l}$$ is the time and $${p}_{l}$$ is the radial position from the centre of the swarm at which the sample was acquired. For each gene, we have a sample vector $${{\bf{g}}}_{n}$$ with length $$L$$, where the $$l$$ th entry is the gene expression at the point $${{\bf{r}}}_{{\boldsymbol{l}}}$$. Similarly, for each phenotypic property, we have a sample vector $${{\mathbf{\Phi }}}_{n}$$ with length $$L$$.

To form a spectral representation across the three replicates, we fit a common domain to the three replicates. Experimentally, the radial position of the boundary $${b}_{l}$$ of the swarm at each time $${t}_{l}$$ was determined automatically by detecting the presence and location of bacteria in the microscopy field of view and moving the microscope stage until the field of view was split between colonized agar containing bacteria and uncolonized agar in approximately equal proportions. We simultaneously fitted a boundary of the form $$b\left(t\right)={b}_{0}\exp \left(t/\tau \right)$$ to all replicates by first minimizing the loss function,

1 $${\rm{L}}\left({{\tau }},{b}_{0}^{\left(1\right)},{b}_{0}^{\left(2\right)},{b}_{0}^{\left(3\right)}\right)=\mathop{\sum }\limits_{k=1}^{3}\mathop{\sum }\limits_{l=1}^{{L}^{\left(k\right)}}{\left({b}_{i}^{\left(k\right)}-{b}_{0}^{\left(k\right)}\exp \left({t}_{l}^{\left(k\right)}/{{\tau }}\right)\right)}^{2}$$

where superscript ^(*n*)^ denotes the index of the three different replicates. This exponential fit approximates the experimental data very well (Extended Data Fig. 9a).

To obtain non-dimensional data, we rescaled data as follows. Let $$r$$ be the index corresponding to the largest $${b}_{0}^{\left(k\right)}$$; we defined the time shift $${t}_{s}^{\left(r\right)}={t}_{0}^{\left(r\right)}$$ and scaled the initial value $${b}_{0}={b}_{0}^{\left(r\right)}\exp \left({t}_{s}^{\left(r\right)}/\tau \right)$$. The other time shifts are given by

2 $${t}_{s}^{\left(k\right)}={\rm{\tau }}\left[\log \left({b}_{0}^{\left(r\right)}\right)-\log \left({b}_{0}^{\left(k\right)}\right)\right]+{t}_{s}^{\left(r\right)}.$$

We then non-dimensionalized the data ($$\widetilde{\bullet }$$ variables) using $${\widetilde{t}}_{l}=\left({{\rm{t}}}_{l}-{t}_{s}^{\left(k\right)}\right)/{\rm{\tau }}$$ and $${\widetilde{p}}_{l}={p}_{l}/{{\rm{b}}}_{0}$$. The domain boundary is then given by $$0\le \widetilde{t}\le T$$ and $$0\le \widetilde{r}\le \exp \left(\widetilde{t}\right)$$ where $$T$$ is maximum non-dimensional time present in all three replicates. Data points that lay outside the domain after rescaling were not used in the spectral representation. The non-dimensionalized domain and how the individual sampling data points are distributed within this domain are shown in Extended Data Fig. 9b.

We built a domain-specific orthogonal polynomial basis $${{{\rm{P}}}_{m}\left(\widetilde{t},\widetilde{p}\right)}_{m=0}^{M}$$ by applying Gram–Schmidt orthogonalization^58^ to the monomial set,

3 $$\{1,\widetilde{t},\widetilde{p},{\widetilde{t}}^{2},\widetilde{t}\widetilde{p},{\widetilde{p}}^{2},\ldots \},$$

under the inner product

4 $$\left\langle f,g\right\rangle ={\int }_{0}^{{T}}\text{d}\widetilde{t}{\int }^{{\exp \left(\widetilde{t}\right)}}_{0}\text{d}\widetilde{r}{e}^{-\widetilde{t}}{fg}.$$

The space–time dependence of each gene was compressed by expanding each sample vector,

5 $${{\bf{g}}}_{n}=\mathop{\sum }\limits_{m=0}^{{\rm{M}}}{c}_{m,n}{{\bf{P}}}_{{\rm{m}}}$$

where $${{\bf{P}}}_{{\rm{m}}}$$ is the length $${\rm{L}}$$ vector formed by evaluating $${{\rm{P}}}_{{\rm{m}}}\left(\widetilde{t},\widetilde{p}\right)$$ at each non-dimensional space–time point $$({\widetilde{t}}_{l},{\widetilde{p}}_{l})$$. The coefficients were fitted using least squares on the matrix equation,

6 $${{\bf{g}}}_{n}=\left[\begin{array}{cccc}{{\bf{P}}}_{0} & {{\bf{P}}}_{1} & \cdots & {{\bf{P}}}_{M}\end{array}\right]\left[\begin{array}{c}{{\rm{c}}}_{0,{\rm{n}}}\\ {{\rm{c}}}_{1,{\rm{n}}}\\ \vdots \\ {{\rm{c}}}_{{\rm{M}},{\rm{n}}}\end{array}\right]$$

for each gene and property.

To combine information from all replicates, we fitted a single coefficient vector for the replicates by stacking the least square problems on top of each other to form a single linear regression problem,

7 $$\left[\begin{array}{c}{{\bf{g}}}_{n}^{{\boldsymbol{(}}{\bf{1}}{\boldsymbol{)}}}\\ {{\bf{g}}}_{n}^{{\boldsymbol{(}}{\bf{2}}{\boldsymbol{)}}}\\ {{\bf{g}}}_{n}^{{\boldsymbol{(}}{\bf{3}}{\boldsymbol{)}}}\end{array}\right]=\left[\begin{array}{c}\begin{array}{cccc}{{\bf{P}}}_{0}^{(1)} & {{\bf{P}}}_{1}^{(1)} & \cdots & {{\bf{P}}}_{M}^{(1)}\end{array}\\ \begin{array}{cccc}{{\bf{P}}}_{0}^{(2)} & {{\bf{P}}}_{1}^{(2)} & \cdots & {{\bf{P}}}_{M}^{(2)}\end{array}\\ \begin{array}{cccc}{{\bf{P}}}_{0}^{(3)} & {{\bf{P}}}_{1}^{(3)} & \cdots & {{\bf{P}}}_{M}^{(3)}\end{array}\end{array}\right]\left[\begin{array}{c}{\bar{{\rm{c}}}}_{0,{\rm{n}}}\\ {\bar{{\rm{c}}}}_{1,{\rm{n}}}\\ \vdots \\ {\bar{{\rm{c}}}}_{{\rm{M}},{\rm{n}}}\end{array}\right],$$

from which a smooth average spatiotemporal gene expression was formed,

8 $${\bar{{\rm{g}}}}_{n}(\widetilde{t},\widetilde{p})=\mathop{\sum }\limits_{m=0}^{{\rm{M}}}{\bar{c}}_{m,n}{{\rm{P}}}_{{\rm{m}}}(\widetilde{t},\widetilde{p}).$$

The same procedure was also used to produce average properties $${\bar{\Phi }}_{n}$$.

### Spatiotemporal pattern identification

The coefficients $${c}_{m,n}$$ for the basis functions $${\bf{P}}_{{\rm{m}}}$$ encode information about the spatiotemporal expression pattern of the genes and phenotypic properties, which allowed us to cluster genes on the basis of their spatiotemporal expression pattern using the spectral coefficients $${c}_{m,n}$$ directly. With the clustering analysis, we intended to identify the underlying patterns independent of global shifts and scaling. Therefore, we defined coefficients with the mean subtracted and scaled by the standard deviation,

9 $${k}_{m,n}=\frac{{{c}_{m,n}-{\delta }_{n,0}\mu }_{n}/{p}_{0}}{{\sigma }_{n}}$$

where $${\sigma }_{n}$$ is the standard deviation of the expression of gene $$n$$, $${\mu }_{n}$$ is the mean of the expression of gene $$n$$, $${\delta }_{n,m}$$ is the Kronecker delta that is 0 when $$n\ne m$$ and 1 when $$n=m$$, and $${p}_{0}$$ is constant since it is a degree 0 polynomial. Note that under this rescaling, $${k}_{m,0}$$ is no longer an independent parameter since it is fully determined by the means of the higher-order polynomials and their respective coefficients. Using these rescaled coefficients $${k}_{m,n}$$, we defined a score for how strongly patterned a gene expression profile is. A spatiotemporally patterned expression profile should have two components:

The pattern should vary smoothly so that the pattern should be well approximated by the spectral representation, which means that the scaled representation error

10 $${{\mathscr{E}}}_{{\mathcal{n}}}={\left\Vert\frac{{{\bf{g}}}_{{\boldsymbol{n}}}-{\mu }_{n}}{{\sigma }_{n}}-\mathop{\sum }\limits_{m=0}^{M}{k}_{m,n}{{\bf{P}}}_{{\bf{m}}}\right\Vert}^{2}$$

should be small.

The pattern should not just be constant, meaning that the higher coefficients should be important, which also means that the pattern score

11 $${{\mathscr{P}}}_{{\mathcal{n}}}=\mathop{\sum }\limits_{m=1}^{M}{k}_{m,n}^{2}$$

should be large.

We therefore defined a space–time ranking,

12 $${{\mathscr{R}}}_{{\mathcal{n}}}=\frac{{{\mathscr{P}}}_{{\mathcal{n}}}}{{{\mathscr{E}}}_{{\mathcal{n}}}}$$

which is large when a gene expression has a strong spatiotemporal pattern, and low when there is no spatiotemporal pattern. For identifying different types of spatiotemporal pattern on the basis of the spectral coefficients $${c}_{m,n}$$, we kept only those genes with a high ranking $${{\mathscr{R}}}_{{\mathcal{n}}}$$. We defined the cut-off for which genes were designated as displaying a spatiotemporal pattern by ordering the genes by their ranking (smallest to largest) and then finding the largest integer $${N}_{c}$$ such that,

13 $$\frac{\mathop{\sum }\nolimits_{n=1}^{{N}_{c}}{\mathscr{R}}_{{\mathcal{n}}}}{\mathop{\sum }\nolimits_{n=1}^{N}{\mathscr{R}}_{{\mathcal{n}}}}\le 0.5.$$

For the genes that displayed a spatiotemporal pattern on the basis of the above criterion, we calculated the cosine similarity between the coefficients,

14 $${d}_{{np}}=\frac{\mathop{\sum }\nolimits_{m=1}^{M}{k}_{m,n}{k}_{m,p}}{\sqrt{\mathop{\sum }\limits_{m=1}^{M}{k}_{m,n}^{2}}\sqrt{\mathop{\sum }\limits_{m=1}^{M}{k}_{m,p}^{2}}}.$$

We used cosine distances since we needed a metric that is independent of a global scaling to the expression level. The distance matrix $$D=\left({d}_{{np}}\right)$$ was then separated into clusters using the *k*-medoids algorithm^59^ to produce *k* distinct patterns. The choice of the number of clusters was based on a plot of the total cost versus number of clusters and choosing a value in the elbow of the curve (Extended Data Fig. 10). From each cluster, we chose the highest ranked gene as the most representative spatiotemporal pattern.

### Image analysis

To perform single-cell segmentation on the brightfield microscopy images of the swarm, we used Stardist^60^. Bacterial movement fields were calculated using the Horn–Schunck optical flow method^61^, applied to consecutive images of a video. From the segmentation and bacterial movement fields, all phenotypic properties listed in Supplementary Table 2 were calculated. For properties calculated for each individual cell, median values were used across one image field of view, and mean values across all 48 frames in a video were used for visualization in heat maps. The following paragraphs describe the definitions of emergent property parameters.

#### Nematic order

The nematic order parameter $$S\left(\vartheta \right)$$ for two cells with a relative angle $$\vartheta$$ was quantified as

15 $$S\left(\vartheta \right)=1.5\cdot { \cos \left(\vartheta \right)}^{2}-0.5.$$

The local nematic order parameter for a specific cell in a swarm was then defined as the mean of the nematic order parameter of the cell with each of its neighbours within a centroid–centroid distance of ≤10 µm.

#### Non-motile clusters

Non-motile cells were identified by thresholding of the bacterial movement field with a cut-off of 8 µm s^−1^ and by hierarchical clustering based on centroid–centroid distance with a cut-off of 2 µm. Only clusters with 10 or more cells were considered.

#### Rafts

The neighbourhood of each cell was defined as all cells within a centroid–centroid distance of 30 µm to the cell under investigation. To quantify rafting behaviour, we counted the number of motile cells (speed of 10 µm s^−1^ or more) in this neighbourhood that share the same orientation as the cell under investigation up to a tolerance of 15°. This number was then divided by the total number of cells in the neighbourhood. This ratio, called the ‘local rafting ratio’, was calculated for each cell and used as a measure for local rafting activity.

#### Density fluctuations

To calculate density fluctuations, the image was split into sub-images of size 120 × 120 pixels (~48 × 48 µm^2^) and for each sub-image, the density was calculated as the fraction of the area covered by cells to the entire area. For the density fluctuations in space, the standard deviation between the local densities in sub-images was calculated for each timepoint. The final value was taken to be the mean across all timepoints.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information Supplementary Tables 1–3 and Figs. 1–21.

Reporting Summary

Supplementary Video 1 Top view of the swarm expansion process, showing three replicates. The swarm appears as a slightly brighter area on the agar plate and uniformly expands outwards.

Supplementary Video 2 Movie of the sampling process using the robotic setup. Shown is one cycle of sampling, during which the robot picks up a sampling tip, moves it to the swarming plate and brings it into contact with the swarm. It then moves backwards and ejects the tip into an Eppendorf tube.

## Data Availability

Transcriptome spatiotemporal heat maps and heat maps of microscopy-based measurements are available in a curated dataset explorer at https://drescherlab.org/data/swarm-transcriptome/. Transcriptome data that were used to generate the heat maps are also available at the National Center for Biotechnology Information Gene Expression Omnibus under the accession number GSE224332 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE224332). Files for viewing a 3D CAD model of the robotic sampling system are available on Zenodo (10.5281/zenodo.8229225) and can be viewed with the AutoDesk Inventor software. Coefficients of the spectral representation of each gene and image-analysis-based physical property as well as pattern identification and multidimensional scaling coordinates used in Fig. 2 are available on Zenodo (10.5281/zenodo.8355669). Metabolomics data are also available on Zenodo (10.5281/zenodo.8348257). Raw imaging data (1.9 terabyte in size) are available from the corresponding authors upon reasonable request, if infrastructure for transferring and storing these data are available.

# Supplementary material for: Simultaneous spatiotemporal transcriptomics and microscopy of Bacillus subtilis swarm development reveal cooperation across generations
**Source:** Nat Microbiol. 2023 Nov 16;8(12):2378–91. doi: 10.1038/s41564-023-01518-4
**Supplement:** Supplementary file 1 — Supplementary Tables 1–3 and Figs. 1–21.

# Simultaneous spatiotemporal transcriptomics and microscopy of *Bacillus subtilis* swarm development reveal cooperation across generations

---

In the format provided by the  
authors and unedited

## **Table of Contents**

- Tables S1-S3
- Figures S1-S21
- References in the Supplementary Information

## Supplementary Tables

**Table S1:** Measurement parameter settings for mass spectrometry based detection of amino acids and organic acids: Mass transitions, collision energies, cell accelerator voltages and dwell times have been optimized using chemically pure standards.

| Name          | Precursor ion m/z (Da/eV) | Product ion m/z (Da/eV) | Dwell ( $10^{-3}$ s) | Fragmentor voltage (V) | Collision energy (A.U.) | Cell accelerator (A.U.) | Polarity |
|---------------|---------------------------|-------------------------|----------------------|------------------------|-------------------------|-------------------------|----------|
| Tryptophane   | 205                       | 188                     | 20                   | 90                     | 7                       | 5                       | Positive |
| Tryptophane   | 205                       | 146                     | 20                   | 90                     | 17                      | 5                       | Positive |
| Tyrosine      | 182.1                     | 165                     | 20                   | 100                    | 6                       | 5                       | Positive |
| Tyrosine      | 182.1                     | 136                     | 20                   | 100                    | 12                      | 5                       | Positive |
| Arginine      | 175                       | 116                     | 20                   | 100                    | 12                      | 5                       | Positive |
| Arginine      | 175                       | 70.2                    | 20                   | 100                    | 28                      | 5                       | Positive |
| Phenylalanine | 166                       | 120.1                   | 20                   | 90                     | 14                      | 5                       | Positive |
| Phenylalanine | 166                       | 103.1                   | 20                   | 90                     | 30                      | 5                       | Positive |
| Histidine     | 156                       | 110.1                   | 20                   | 120                    | 14                      | 5                       | Positive |
| Histidine     | 156                       | 83.1                    | 20                   | 120                    | 28                      | 5                       | Positive |
| Methionine    | 150                       | 133                     | 20                   | 90                     | 7                       | 5                       | Positive |
| Methionine    | 150                       | 104                     | 20                   | 90                     | 7                       | 5                       | Positive |
| Glutamate     | 148.1                     | 84.1                    | 20                   | 80                     | 17                      | 5                       | Positive |
| Glutamate     | 148.1                     | 56.1                    | 20                   | 80                     | 34                      | 5                       | Positive |
| Lysine        | 147.1                     | 130.1                   | 20                   | 80                     | 7                       | 5                       | Positive |
| Lysine        | 147.1                     | 84.1                    | 20                   | 80                     | 16                      | 5                       | Positive |
| Glutamine     | 147                       | 130                     | 20                   | 80                     | 7                       | 5                       | Positive |
| Glutamine     | 147                       | 84.1                    | 20                   | 80                     | 17                      | 5                       | Positive |
| Aspartate     | 134.1                     | 88                      | 20                   | 80                     | 9                       | 5                       | Positive |
| Aspartate     | 134.1                     | 74                      | 20                   | 80                     | 14                      | 5                       | Positive |
| Asparagine    | 133.1                     | 87.1                    | 20                   | 80                     | 17                      | 5                       | Positive |
| Asparagine    | 133.1                     | 74                      | 20                   | 80                     | 16                      | 5                       | Positive |
| Leucine       | 132.1                     | 86.2                    | 20                   | 90                     | 7                       | 5                       | Positive |
| Isoleucine    | 132.1                     | 86.2                    | 20                   | 90                     | 8                       | 5                       | Positive |
| Isoleucine    | 132.1                     | 69.1                    | 20                   | 90                     | 18                      | 5                       | Positive |
| Leucine       | 132.1                     | 30.3                    | 20                   | 90                     | 18                      | 5                       | Positive |
| Cystein       | 122                       | 76.1                    | 20                   | 80                     | 13                      | 5                       | Positive |
| Cystein       | 122                       | 59.2                    | 20                   | 80                     | 24                      | 5                       | Positive |
| Threonin      | 120.2                     | 74.1                    | 20                   | 90                     | 8                       | 5                       | Positive |
| Threonin      | 120.2                     | 55.9                    | 20                   | 90                     | 18                      | 5                       | Positive |
| Valine        | 118.1                     | 72                      | 20                   | 90                     | 9                       | 5                       | Positive |
| Valine        | 118.1                     | 55.1                    | 20                   | 90                     | 23                      | 5                       | Positive |
| Proline       | 116                       | 70.2                    | 20                   | 90                     | 16                      | 5                       | Positive |
| Proline       | 116                       | 43.3                    | 20                   | 90                     | 35                      | 5                       | Positive |
| Serine        | 106.1                     | 60.2                    | 20                   | 90                     | 12                      | 5                       | Positive |
| Serine        | 106                       | 50.1                    | 20                   | 90                     | 7                       | 5                       | Positive |
| Serine        | 106                       | 41.2                    | 20                   | 90                     | 11                      | 5                       | Positive |
| Alanin        | 90                        | 44.1                    | 20                   | 80                     | 12                      | 5                       | Positive |
| Citrate       | 191                       | 111.1                   | 20                   | 380                    | 11                      | 5                       | Negative |
| Citrate       | 191                       | 85.1                    | 20                   | 380                    | 14                      | 5                       | Negative |
| Malate        | 133.1                     | 115.1                   | 20                   | 380                    | 8                       | 5                       | Negative |
| Malate        | 133.1                     | 71.2                    | 20                   | 380                    | 12                      | 5                       | Negative |
| Succinate     | 117.2                     | 73.2                    | 20                   | 380                    | 9                       | 5                       | Negative |

|            |       |      |    |     |    |   |          |
|------------|-------|------|----|-----|----|---|----------|
| Succinate  | 117.2 | 55.1 | 20 | 380 | 15 | 5 | Negative |
| Fumarate   | 115.1 | 71.2 | 20 | 380 | 4  | 5 | Negative |
| Fumarate   | 115.1 | 27.3 | 20 | 380 | 9  | 5 | Negative |
| Lactate    | 89.2  | 89.2 | 20 | 380 | 0  | 5 | Negative |
| Lactate    | 89.2  | 71.3 | 20 | 380 | 10 | 5 | Negative |
| Pyruvate   | 87.1  | 87.1 | 20 | 380 | 0  | 5 | Negative |
| Pyruvate   | 87.1  | 43.1 | 20 | 380 | 4  | 5 | Negative |
| Glycolate  | 75.2  | 75.2 | 20 | 380 | 0  | 5 | Negative |
| Glycolate  | 75.2  | 47.2 | 20 | 380 | 6  | 5 | Negative |
| Glyoxylate | 73.2  | 73.2 | 20 | 380 | 0  | 5 | Negative |
| Glyoxylate | 73.2  | 45.2 | 20 | 380 | 7  | 5 | Negative |

**Table S2.** List and short description of properties determined by image analysis.

| Property name                         | Description                                                                                                                                                               | Units                      |
|---------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------|
| <b>Local Properties</b>               |                                                                                                                                                                           |                            |
| Cell speed                            | Speed of an individual cell                                                                                                                                               | $\mu\text{m/s}$            |
| Specific kinetic energy               | Square of the cell speed                                                                                                                                                  | $\mu\text{m}^2/\text{s}^2$ |
| Cell area                             | Number of pixels belonging to a cell according to the segmentation, converted to $\mu\text{m}^2$                                                                          | $\mu\text{m}^2$            |
| Cell aspect ratio                     | Major Axis length divided by minor axis length                                                                                                                            | No unit                    |
| Nematic order (orientation)           | Nematic order parameter based on cell's orientation of neighbours within a range of $10\ \mu\text{m}$                                                                     | No unit                    |
| Local biomass density                 | Area fraction within a circle around the cell's centroid of radius $5\ \mu\text{m}$                                                                                       | Fraction                   |
| Local number density                  | Number of neighbours whose centroid-centroid distance to cell of interest is smaller than $10\ \mu\text{m}$ , divided by the area of a circle of radius $10\ \mu\text{m}$ | $\#/\mu\text{m}^2$         |
| Local rafting factor                  | Number of motile cell within neighbourhood of a cell that share this cell's orientation up to tolerance of $15^\circ$                                                     | No unit                    |
| <b>Global properties</b>              |                                                                                                                                                                           |                            |
| Global biomass density                | Area fraction covered by cells in the field of view                                                                                                                       | Fraction                   |
| Global number density                 | Number of cells in the field of view, divided by field of view size                                                                                                       | $\#/\mu\text{m}^2$         |
| Biomass density fluctuations in space | Standard deviation between local densities measured in sub-images of size $48 \times 48 \mu\text{m}$                                                                      | No unit                    |
| Fraction of non-motile cells          | Number of non-motile cells divided by total number of cells in the field of view                                                                                          | Fraction                   |
| Fraction of rafting cells             | Number of rafting cells divided by total number of cells in the field of view                                                                                             | Fraction                   |
| Number of non-motile clusters         | Number of non-motile clusters in the field of view divided by field of view size                                                                                          | $\#/\mu\text{m}^2$         |
| Size of non-motile clusters           | Median number of cells per non-motile cluster                                                                                                                             | # cells                    |

**Table S3:** List of commercial components used for constructing the sampling robot.

| Description of component  | Product number    | Vendor        | Amount |
|---------------------------|-------------------|---------------|--------|
| Stepper motor lid samples | 154-22-386        | Distrelec     | 1      |
| Limit switch              | 682-2626          | RS Components | 4      |
| Arduino motor shield      | EXP-R15-151       | Exp-tech      | 1      |
| Arduino                   | EXP-R08-002       | Exp-tech      | 1      |
| Power supply for arduino  | EXP-T05-004       | Exp-tech      | 1      |
| Stage 1                   | SLLV42-400-LC/1-L | Smaract       | 1      |
| Stage 2                   | SLLV42-400-LC/1-L | Smaract       | 1      |
| Stage 3.1                 | SLS-5252-D-LC     | Smaract       | 1      |
| Stage 3.2                 | SLS-5252-D-LC     | Smaract       | 1      |
| Stage 3.3                 | SR-5014 -D-L      | Smaract       | 1      |
| Stage 3.4                 | SLC-1780-D-LC     | Smaract       | 1      |
| Stage 3.5                 | SLC-1730-D-LC     | Smaract       | 1      |
| Stage 4                   | SLC-1770-LC       | Smaract       | 1      |
| Angle bracket             | SBB:C-0005        | Smaract       | 1      |
| Constant force spring     | SBB:T-0001        | Smaract       | 1      |
| Tools                     | SBB:T-0001        | Smaract       | 1      |
| Controller                | MCS2-C-0008       | Smaract       | 1      |
| Sensor module             | MCS2-S-0001       | Smaract       | 3      |
| Manual controller         | MCS2-H-0001       | Smaract       | 1      |

## Supplementary Figures

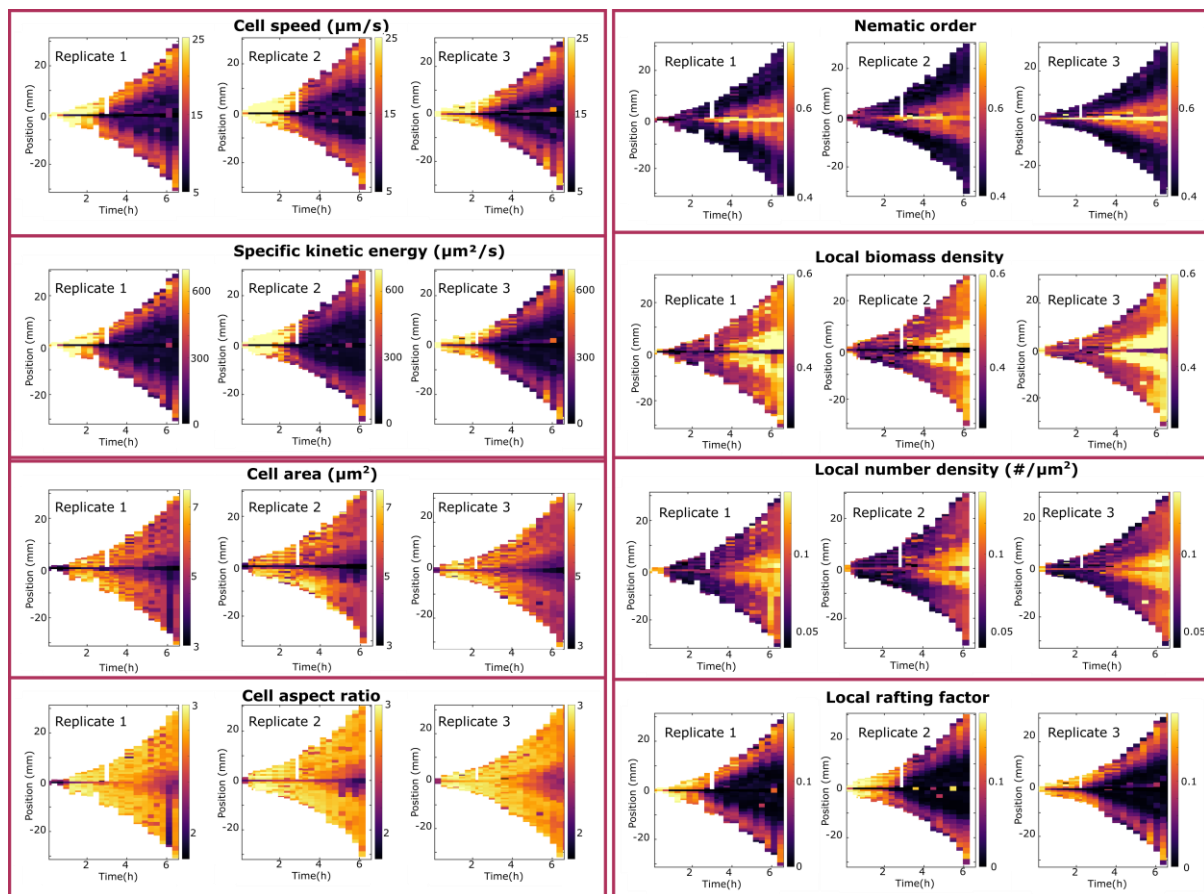

**Figure S1: Spatiotemporal measurements of local properties during swarm development.** Based on microscopy measurements and images analysis, measurements of the local single cell properties cell speed, cell area, and cell aspect ratio, as well as the emergent single-cell property nematic order are shown in spatiotemporal heatmaps for all three experimental replicates. Results are consistent across replicates and there is no significant difference between the sampled region of the swarm (top half, position  $> 0$ ) and the unsampled region (bottom half, position  $< 0$ ).

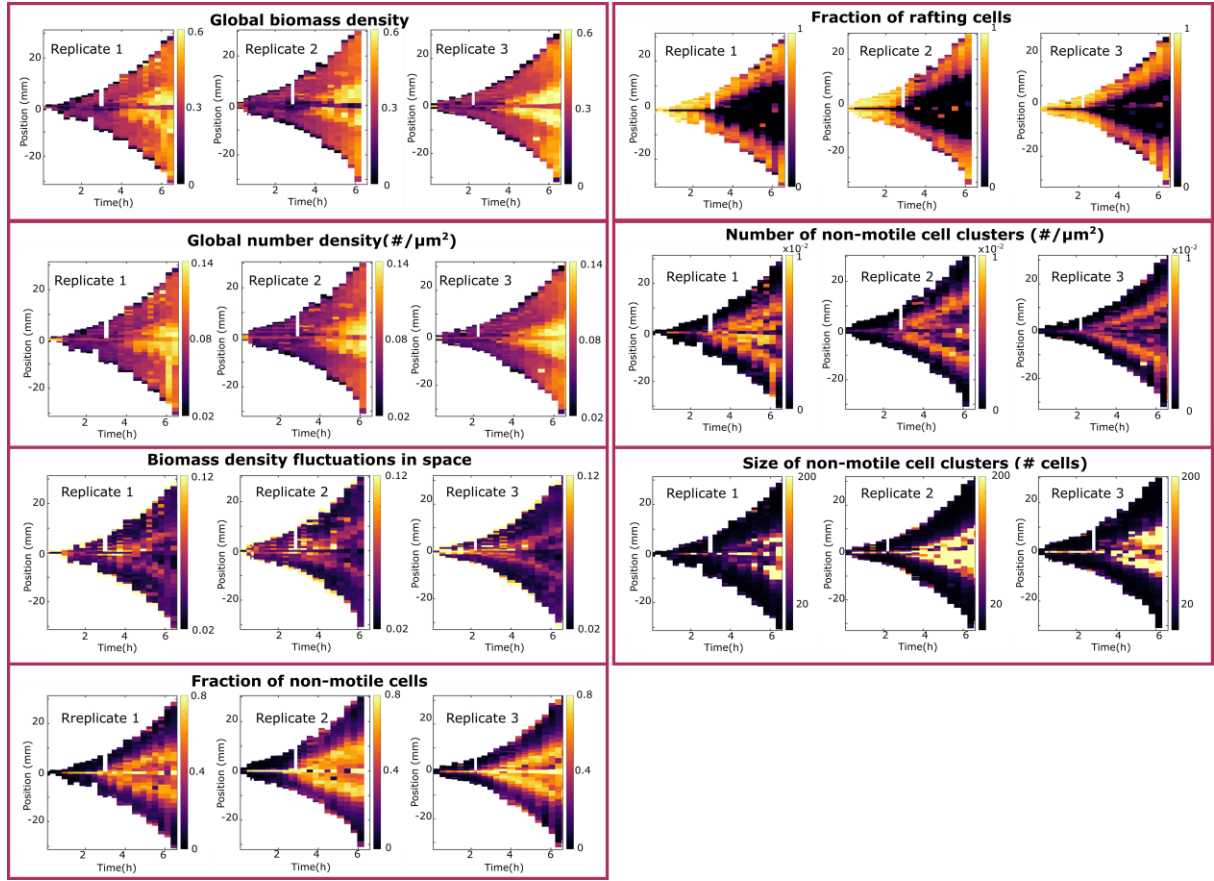

**Figure S2: Spatiotemporal measurements of global properties during swarm development.** Based on microscopy measurements and images analysis, measurements of the global biomass density, global number density, biomass density fluctuations in space, and the fraction of non-motile cells are shown in spatiotemporal heatmaps for all three experimental replicates. “Global” parameters are those that are measured for one microscopy field of view without spatial resolution inside the field of view. Results are consistent across replicates and there is no significant difference between the sampled region of the swarm (top half, position > 0) and the unsampled region (bottom half, position < 0).

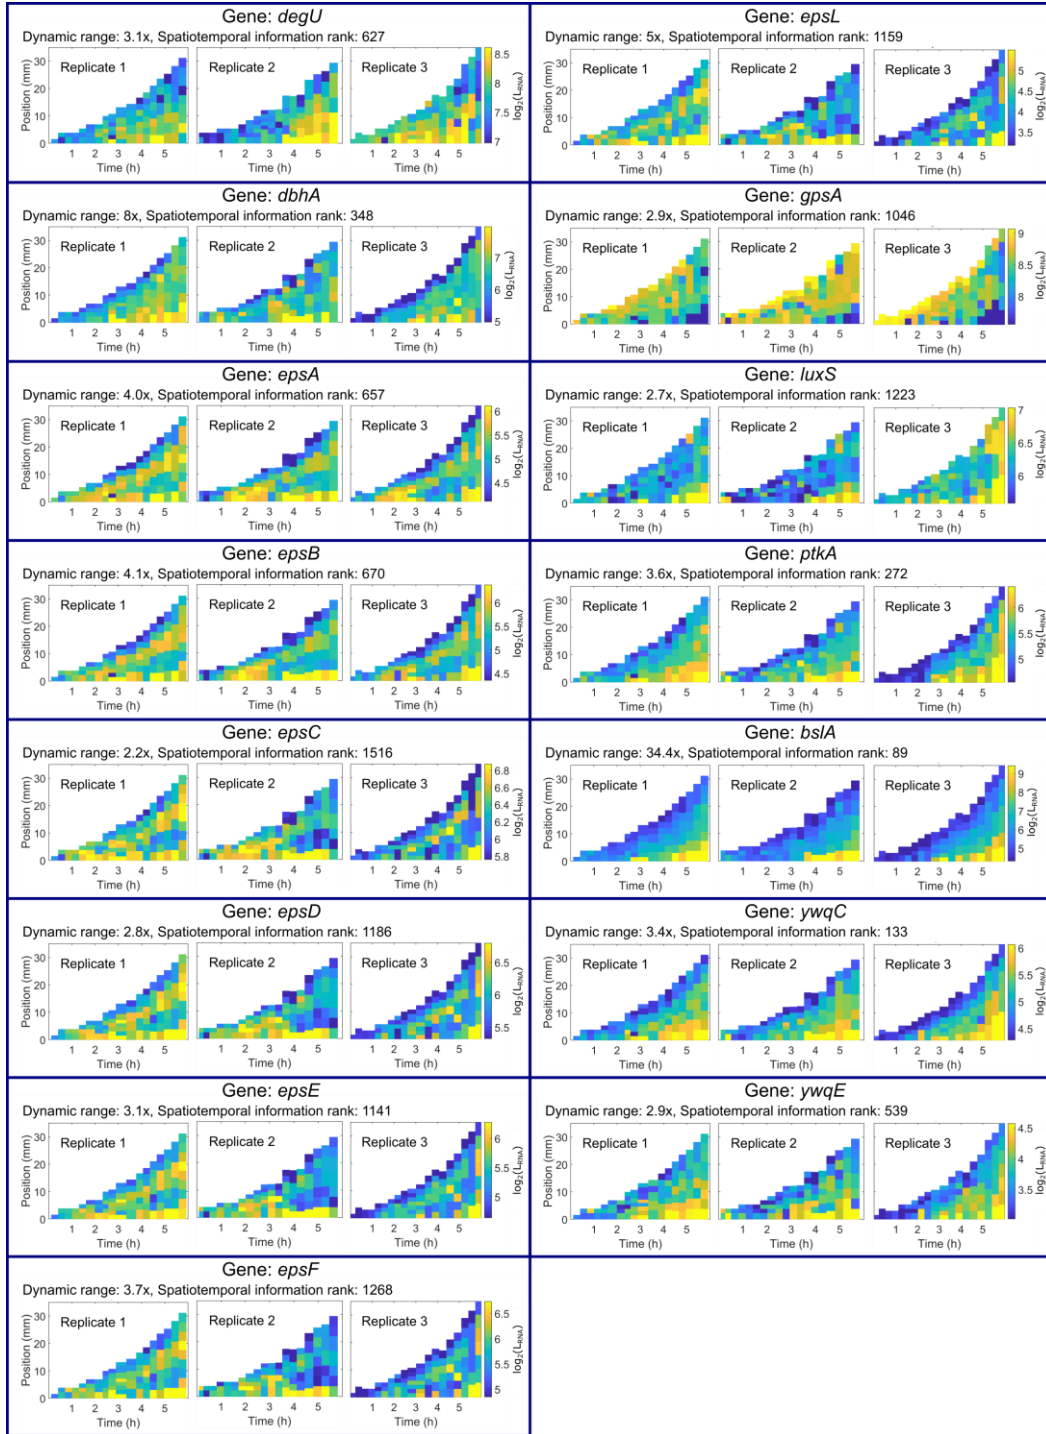

**Figure S3: Biofilm genes and their spatiotemporal expression.** Spatiotemporal heatmaps show the gene expression during swarm development, and the colour of each tile in a heatmap indicates the expression level  $L_{RNA}$  of a particular gene. The dynamic range of a gene is defined as the ratio between the highest and the lowest colour bar value, which are the 95<sup>th</sup> and 5<sup>th</sup> percentile of gene expression values of all samples, respectively. The spatiotemporal information rank of a gene is introduced in Fig. 2b, where genes are ranked according to their spatiotemporal information score, with a higher rank value corresponding to lower spatiotemporal information. Shown are the spatiotemporal gene expression heatmaps of genes related to biofilm matrix production and biofilm regulation. Many genes are upregulated at the late swarm centre, but the *eps* genes are upregulated both at the swarm centre and the intermediate region.

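The 7 genes of the *eps* operon shown in Fig. S3 were all called higher in the late centre than at the late front, and 7 also when adjusted over the list alone, with a median log2 fold change of 0.91. The largest change was that of *epsB* (B4U62_RS18530, 3528476 to 3529159), from 24.0 ± 5.03 CPM (SD, n = 3 swarms) at the late front to 47.8 ± 3.73 in the late intermediate region and 61.0 ± 1.31 in the late centre (1.35, SE 0.140, adjusted p = 5.80e-07). The smallest was that of *epsC* (B4U62_RS18525, 3526421 to 3528241), from 65.0 ± 11.8 to 80.8 ± 7.11 and 88.3 ± 8.17 (0.44, SE 0.162, adjusted p = 0.0279), which was not called without swarm 1 (0.51) or swarm 2 (0.52) or with a centre of 8.1 mm (0.36). Intermediate and central values of *epsC* differed by less than the spread between swarms. Against the mean of front and centre, the late intermediate region was higher by between 0.00 and 0.34 on the log2 scale for these 7 genes. This contrast is with the mean of both and does not ask whether the intermediate region exceeds each of them. None of these differences was called by edgeR, over all genes or when adjusted over the list alone, although 2 had an unadjusted p below 0.05. None was called by DESeq2 or limma. The *epsB* gene was called with swarms as blocks (0.33) and with a centre of 8.1 mm (0.42). The mean of late intermediate region and late centre exceeded the late front for 7 of the 7 genes, a comparison added after the data had been seen, with log2 differences from 0.38 (*epsC*, adjusted p = 0.0357) to 1.17 (*epsB*, adjusted p = 1.35e-06), all called. The late centre can carry this result. Whether the late intermediate region alone exceeded the late front was not tested. Besides the *eps* genes and *bslA*, the list holds *degU* (B4U62_RS19115, 3644619 to 3645308), called higher in the centre (1.34), *luxS* (B4U62_RS16470, 3137511 to 3137984) (0.66) and *ptkA* (B4U62_RS19530, 3731860 to 3732573) (1.36), and *gpsA* (B4U62_RS12385, 2389184 to 2390221), called lower (-0.71).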

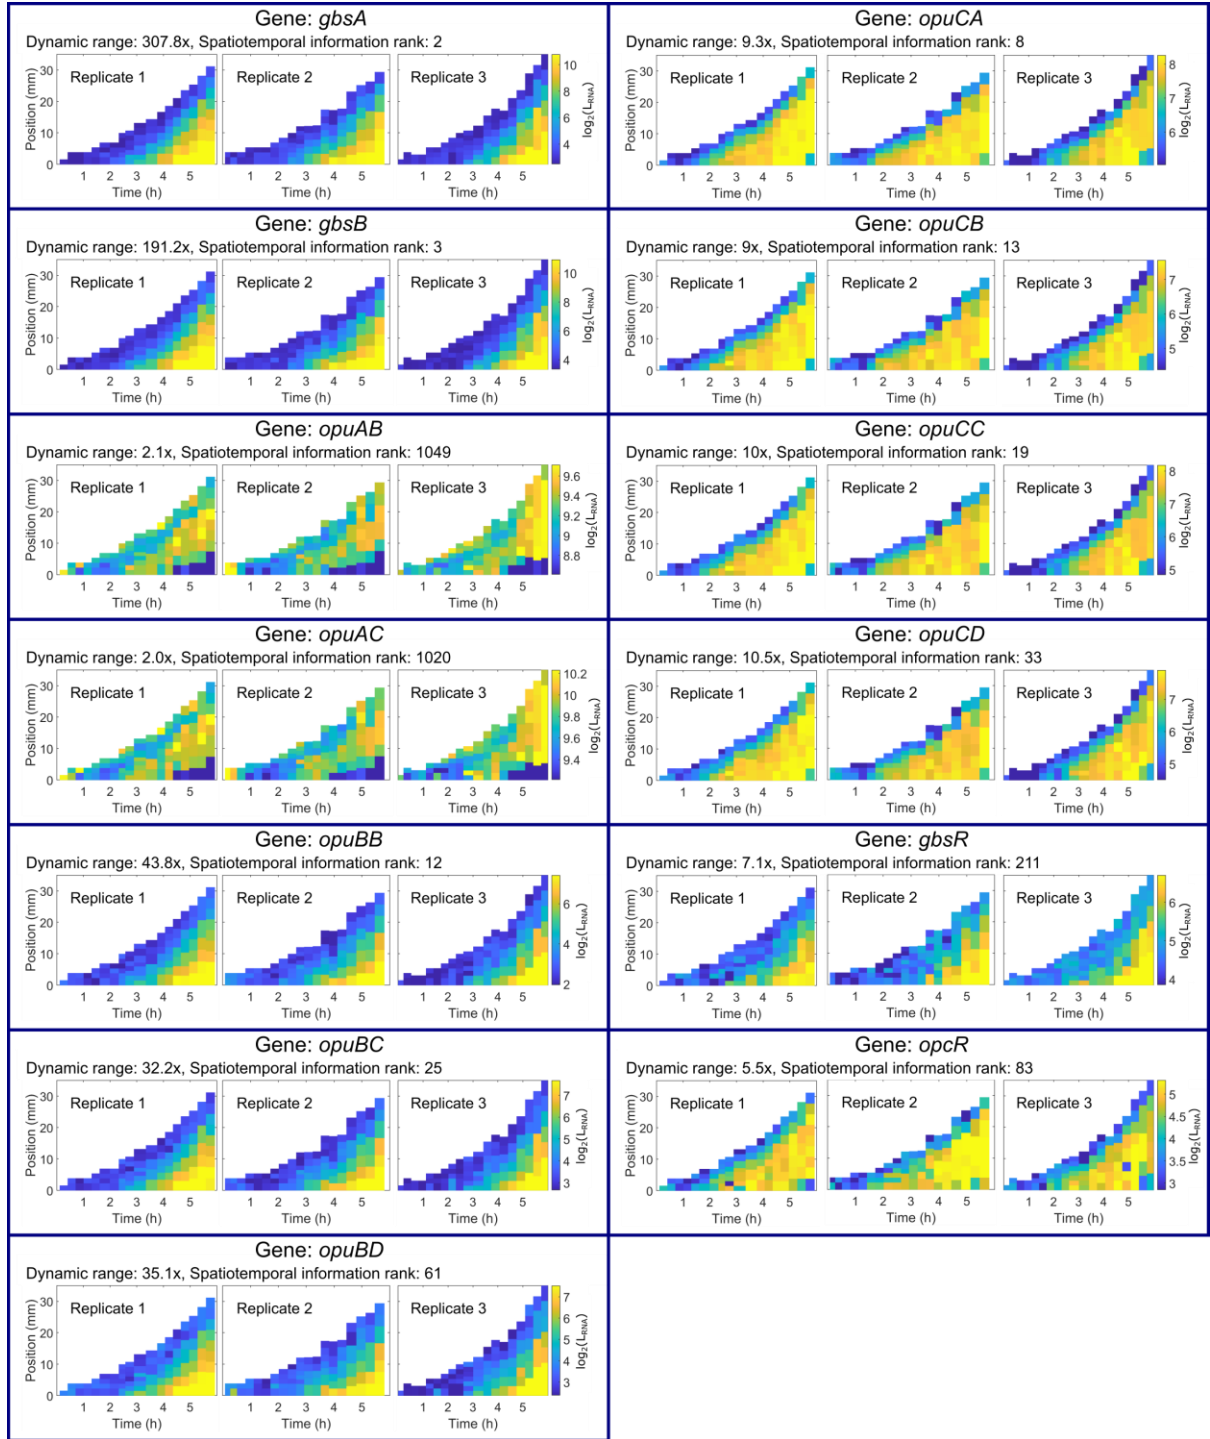

**Figure S4: Osmolarity genes and their spatiotemporal expression.** Spatiotemporal heatmaps show the gene expression during swarm development, and the colour of each tile in a heatmap indicates the expression level  $L_{RNA}$  of a particular gene. The dynamic range of a gene is defined as the ratio between the highest and the lowest colour bar value, which are the 95<sup>th</sup> and 5<sup>th</sup> percentile of gene expression values of all samples, respectively. The spatiotemporal information rank of a gene is introduced in Fig. 2b, where genes are ranked according to their spatiotemporal information score, with a higher rank value corresponding to lower spatiotemporal information. Shown are the spatiotemporal gene expression heatmaps of genes related to osmolarity. Differences in gene expression are clearly visible with high fold changes; many of the genes are upregulated in the late swarm centre.

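Of the 13 genes of Fig. S4 with a value at this comparison, 11 were called higher and 2 lower in the late centre than at the late front, with a median log2 fold change of 2.27, and 13 were called when adjusted over the list alone. The next largest rise after *gbsA* was that of *gbsB* (B4U62_RS16790, 3183883 to 3185091), from 16 ± 2.47 to 2372 ± 474 CPM (SD, n = 3 swarms). Its log2 fold change was 7.23 (SE 0.271, adjusted p = 1.74e-11). For *opuBC* (B4U62_RS18205, 3460517 to 3461437) and *opuBD* (B4U62_RS18200, 3459820 to 3460500) the log2 fold changes were 4.49 and 4.41, and for *opuCA* (B4U62_RS18265, 3469874 to 3471016), *opuCB* (B4U62_RS18260, 3469198 to 3469851), *opuCC* (B4U62_RS18255, 3468267 to 3469178) and *opuCD* (B4U62_RS18250, 3467560 to 3468249) they lay between 2.17 and 2.39. The regulator genes *gbsR* (B4U62_RS16800, 3186779 to 3187321) and *opcR* (B4U62_RS18270, 3471280 to 3471837) rose by 2.09 and 1.55 on the log2 scale. The genes of the glycine betaine transporter OpuA changed in the other direction. Its subunits *opuAB* (B4U62_RS01775, 322314 to 323162) and *opuAC* (B4U62_RS01780, 323162 to 324043) went from 644 ± 30.6 and 956 ± 66.4 at the front to 434 ± 32.4 and 642 ± 67.1 in the centre, log2 fold changes of -0.57 (SE 0.0851, adjusted p = 2.68e-05) and -0.58 (SE 0.0911, adjusted p = 4.92e-05).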

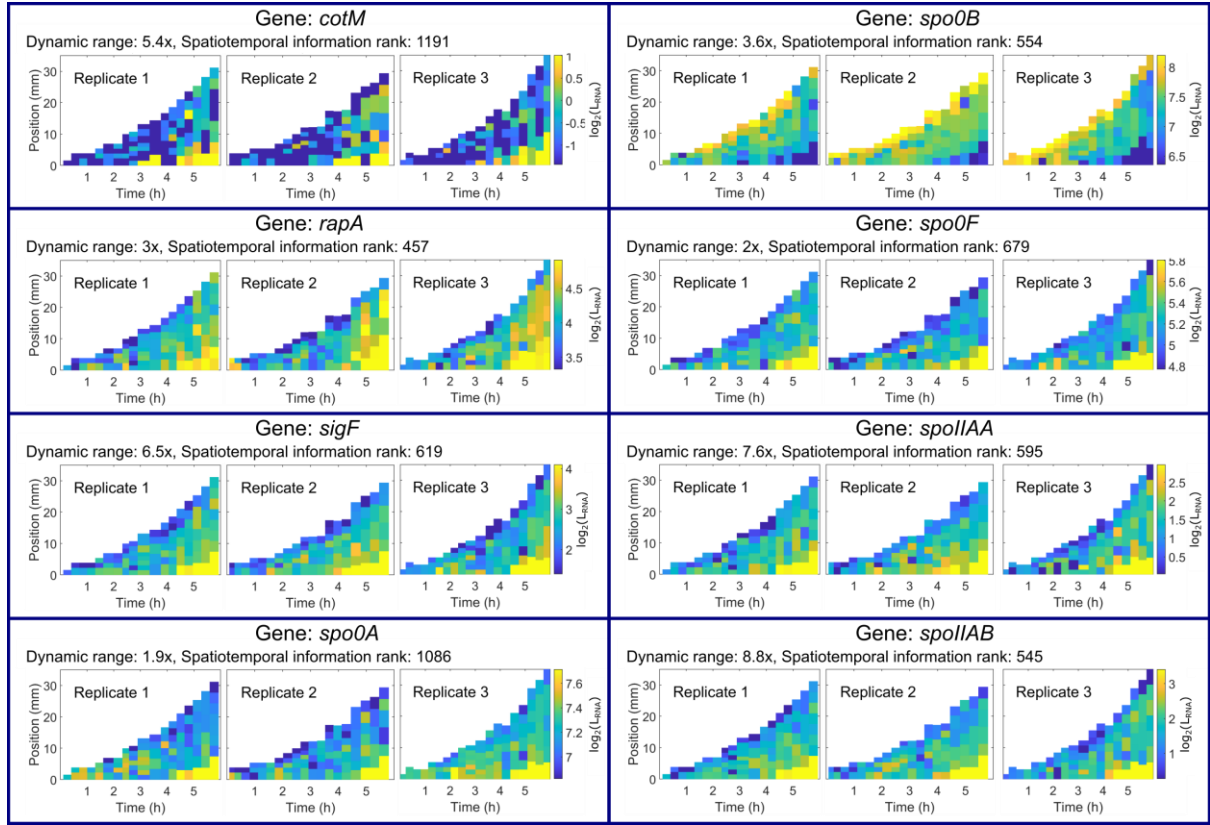

**Figure S5: Sporulation genes and their spatiotemporal expression.** Spatiotemporal heatmaps show the gene expression during swarm development, and the colour of each tile in a heatmap indicates the expression level  $L_{RNA}$  of a particular gene. The dynamic range of a gene is defined as the ratio between the highest and the lowest colour bar value, which are the 95<sup>th</sup> and 5<sup>th</sup> percentile of gene expression values of all samples, respectively. The spatiotemporal information rank of a gene is introduced in Fig. 2b, where genes are ranked according to their spatiotemporal information score, with a higher rank value corresponding to lower spatiotemporal information. Shown are the spatiotemporal gene expression heatmaps of genes related to sporulation. The master regulator for sporulation, *spo0A*, and forespore-specific sigma factor, *sigF*, are upregulated at the late swarm centre. Most genes are upregulated in the late swarm centre, with the exception of *spo0B*.

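Besides *sigF*, *spoIIAA*, *spoIIAB* and *cotM*, the 8 genes of Fig. S5 include *rapA* (B4U62_RS06880, 1315899 to 1317035), *spo0A* (B4U62_RS13110, 2518044 to 2518847) and *spo0F* (B4U62_RS20000, 3809590 to 3809964), which were called higher in the late centre than at the late front, by 1.23 (SE 0.140, adjusted p = 1.58e-06), 0.74 (SE 0.0953, adjusted p = 5.86e-06) and 1.1 (SE 0.114, adjusted p = 3.72e-07) on the log2 scale. The phosphorelay gene *spo0B* (B4U62_RS15070, 2853999 to 2854577) was called lower, with 108 ± 14.8 CPM (SD, n = 3 swarms) in the late centre and 241 ± 31.6 at the late front (-1.16, SE 0.143, adjusted p = 3.87e-06). The median over the list was 1.96. In the late intermediate region against the mean of late front and late centre, edgeR called 0 of the 8 genes, 4 when adjusted over the list alone and 4 at an unadjusted p below 0.05.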

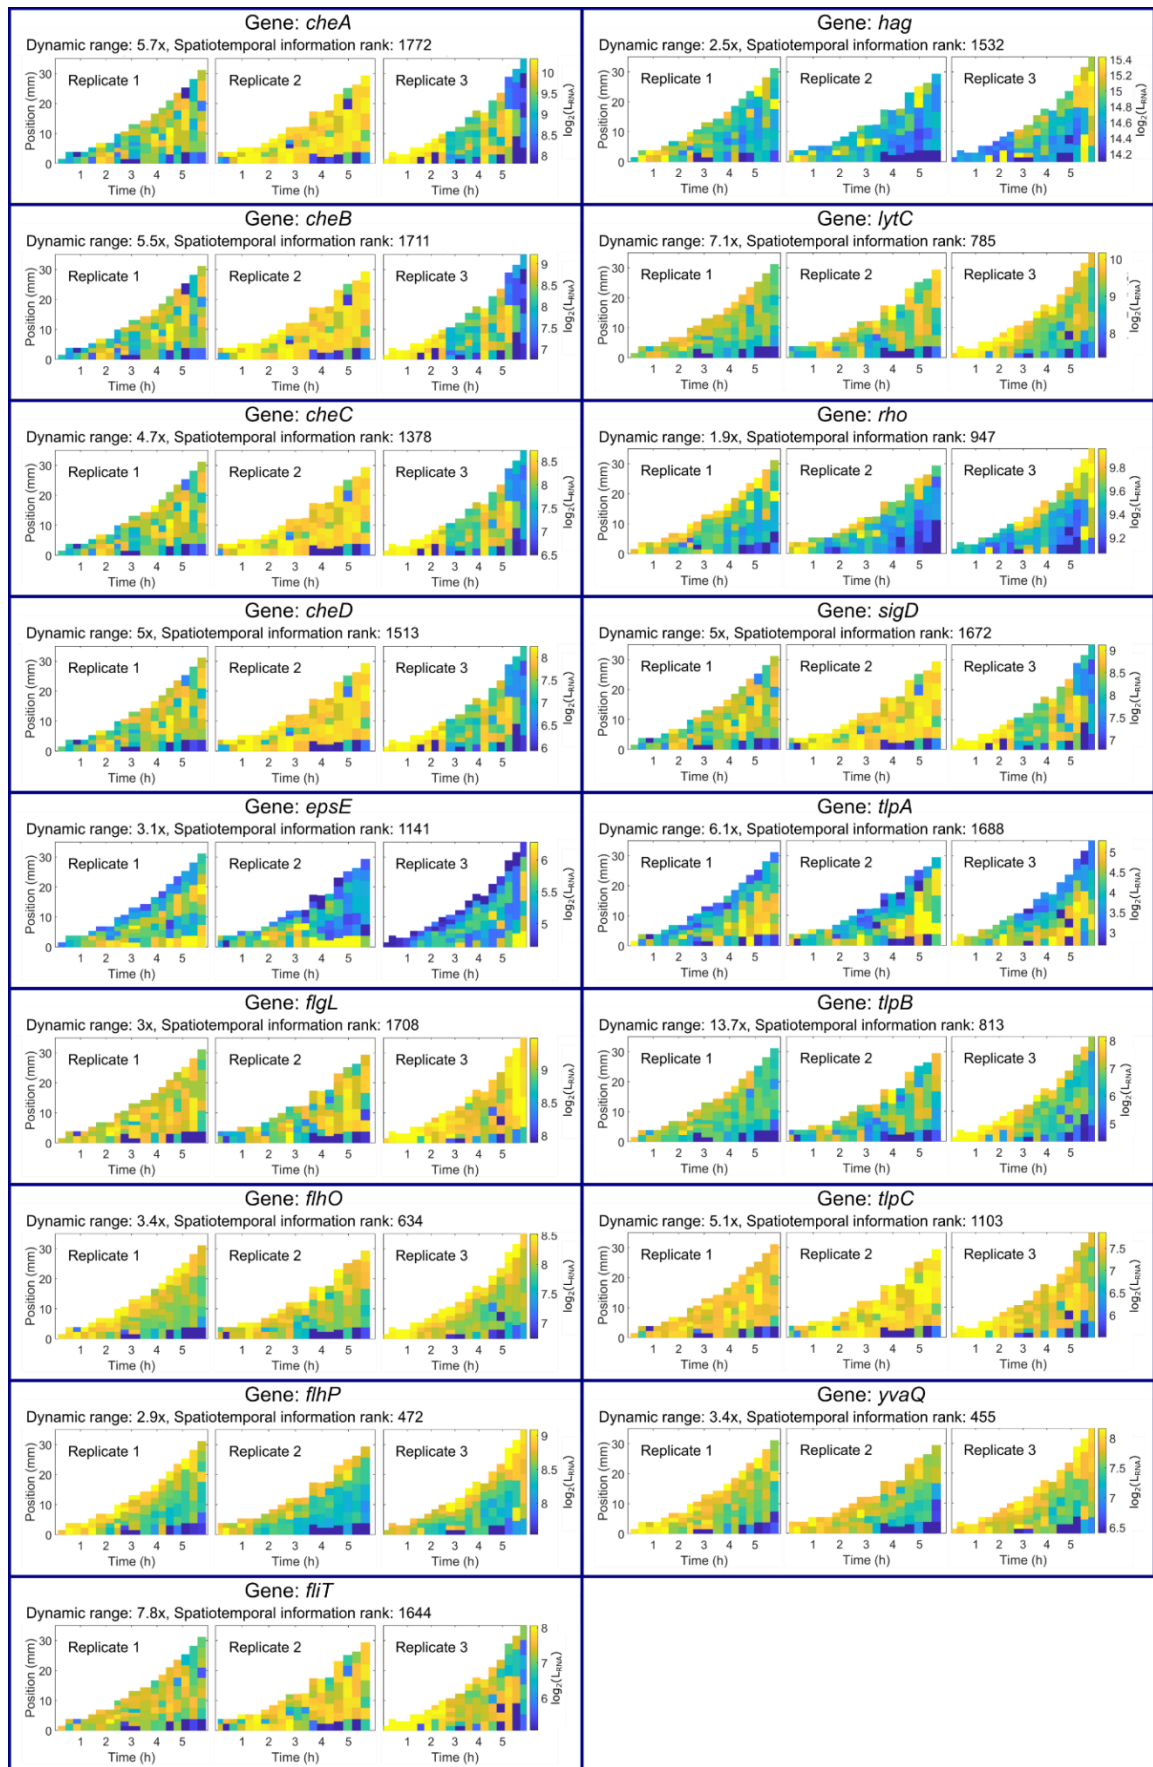

**Figure S6: Motility genes and their spatiotemporal expression.** Spatiotemporal heatmaps show the gene expression during swarm development, and the colour of each tile in a heatmap indicates the

expression level  $L_{RNA}$  of a particular gene. The dynamic range of a gene is defined as the ratio between the highest and the lowest colour bar value, which are the 95<sup>th</sup> and 5<sup>th</sup> percentile of gene expression values of all samples, respectively. The spatiotemporal information rank of a gene is introduced in Fig. 2b, where genes are ranked according to their spatiotemporal information score, with a higher rank value corresponding to lower spatiotemporal information. Shown are the spatiotemporal gene expression heatmaps of genes related to motility. Aside from a few exceptions, these genes are expressed higher at the swarm front and intermediate region, compared to the centre. This is consistent with observations of highly motile clusters close to the swarm front and non-motile cell chains at the swarm centre.

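Of the 16 genes of Fig. S6, 9 were called lower in the late centre than at the late front, 1 was called higher and 6 were not called, and 10 were called when adjusted over the list alone. Compared with the early swarm, 15 were lower in the late centre. The largest fall from front to centre was that of *tlpB* (B4U62_RS16890, 3204083 to 3206071), from 141 ± 23.2 to 54.8 ± 10.1 CPM (SD, n = 3 swarms). Its log2 fold change was -1.36 (SE 0.278, adjusted p = 0.000546). The flagellar genes *flhO* and *flhP* fell by 0.93 (SE 0.0810, adjusted p = 7.96e-08) and 1.01 (SE 0.104, adjusted p = 5.09e-07) on the log2 scale, and *hag* by 0.67 (SE 0.160, adjusted p = 0.00195). The call of *flgL* (B4U62_RS19070, 3637350 to 3638246) (-0.40) was lost without swarm 1 (-0.35). Not called were *cheA* (-0.26, SE 0.280, adjusted p = 0.456), *cheB* (B4U62_RS08970, 1711767 to 1712840), *cheC* (B4U62_RS08985, 1715375 to 1716004), *cheD* (B4U62_RS08990, 1716001 to 1716501), *fliT* (B4U62_RS19030, 3632162 to 3632503) and *sigD*, whose log2 fold changes lay between -0.36 and -0.26. All 6 were called lower with the centre narrowed to 4 mm, for example *cheA* at -0.79. The gene called higher was *tlpA* (B4U62_RS16900, 3208296 to 3210284), from 10.2 ± 0.704 to 25.9 ± 0.764 (1.34, SE 0.179, adjusted p = 8.77e-06). The other genes of the list, *lytC* (B4U62_RS19180, 3659157 to 3660647), *rho* (B4U62_RS19975, 3803440 to 3804723), *tlpC* (B4U62_RS02010, 372814 to 374535) and *yvaQ* (B4U62_RS18195, 3458080 to 3459780), were called lower, with log2 fold changes of -1.02, -0.78, -0.64 and -1.04. Without swarm 3, the falls against the early swarm of *cheA* (-0.43), *cheB* (-0.46), *cheC* (-0.47), *cheD* (-0.48), *sigD* (-0.43) and *flgL* (-0.26) were not called.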

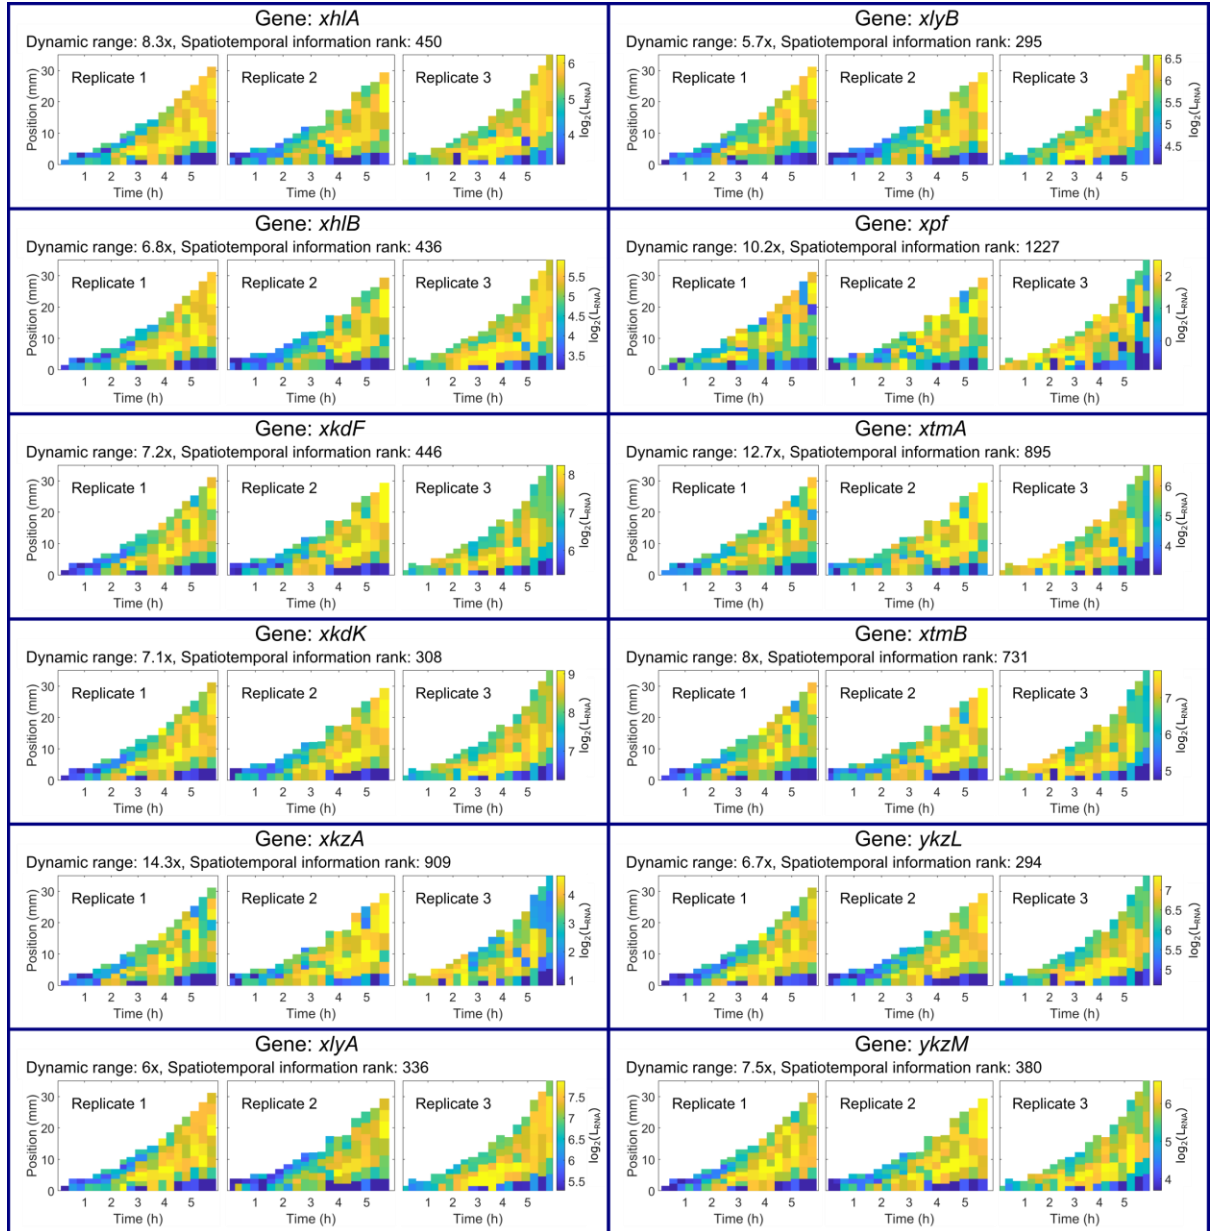

**Figure S7: PBSX prophage genes and their spatiotemporal expression.** Spatiotemporal heatmaps show the gene expression during swarm development, and the colour of each tile in a heatmap indicates the expression level  $L_{RNA}$  of a particular gene. The dynamic range of a gene is defined as the ratio between the highest and the lowest colour bar value, which are the 95<sup>th</sup> and 5<sup>th</sup> percentile of gene expression values of all samples, respectively. The spatiotemporal information rank of a gene is introduced in Fig. 2b, where genes are ranked according to their spatiotemporal information score, with a higher rank value corresponding to lower spatiotemporal information. Shown are the spatiotemporal gene expression heatmaps of genes related to the PBSX prophage, which all show a similar pattern: high expression in the intermediate region between the swarm front and the late swarm centre.

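In the late intermediate region, 10 of the 13 genes of Fig. S7 were called higher than the mean of late front and late centre, and 13 when adjusted over the list alone, with differences between 0.70 and 0.79 on the log2 scale. Without swarm 1, *xepA* (0.74), *xhlB* (0.74), *xkdF* (0.67), *xtmB* (0.61), *ykzL* (0.69) and *ykzM* (0.68) were not called, and without swarm 2 the same held for *xepA* (0.82), *xhlB* (0.77), *xkdF* (0.83), *xtmB* (0.78) and *ykzM* (0.82). Not called over all genes were *xkzA* (B4U62_RS07065, 1342987 to 1343259), *xpf* (B4U62_RS06955, 1324504 to 1325013) and *xtmA* (B4U62_RS06960, 1325129 to 1325926), with differences of 0.78 (SE 0.289, adjusted p = 0.149), 0.78 (SE 0.238, adjusted p = 0.0668) and 0.72 (SE 0.260, adjusted p = 0.140). The small subunit of the terminase is encoded by *xtmA* and the large one by *xtmB* (B4U62_RS06965, 1325923 to 1327224), which had 150.2 ± 24 CPM (SD, n = 3 swarms) in the late intermediate region. Called lower in the late centre than at the late front were 12 of the 13 genes, and all 13 had a negative log2 fold change, with a median log2 fold change of -0.77, and against the early swarm 1 gene was called in the late centre, *xpf* (-0.87, SE 0.294, adjusted p = 0.0193), or 0 when adjusted over the list alone and 2 at an unadjusted p below 0.05. Of the falls from front to centre, those of *ykzL* (B4U62_RS06985, 1330544 to 1330927) (-0.41), *ykzM* (B4U62_RS07005, 1332219 to 1332437) (-0.62), *xkdF* (B4U62_RS06975, 1328734 to 1329561) (-0.72), *xepA* (B4U62_RS07085, 1345871 to 1346710) (-0.67) and *xtmA* (-1.10) were not called without swarm 2, and those of *ykzL* (-0.57), *xepA* (-0.58) and *xhlB* (B4U62_RS07095, 1347045 to 1347308) (-0.65) not without swarm 1.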

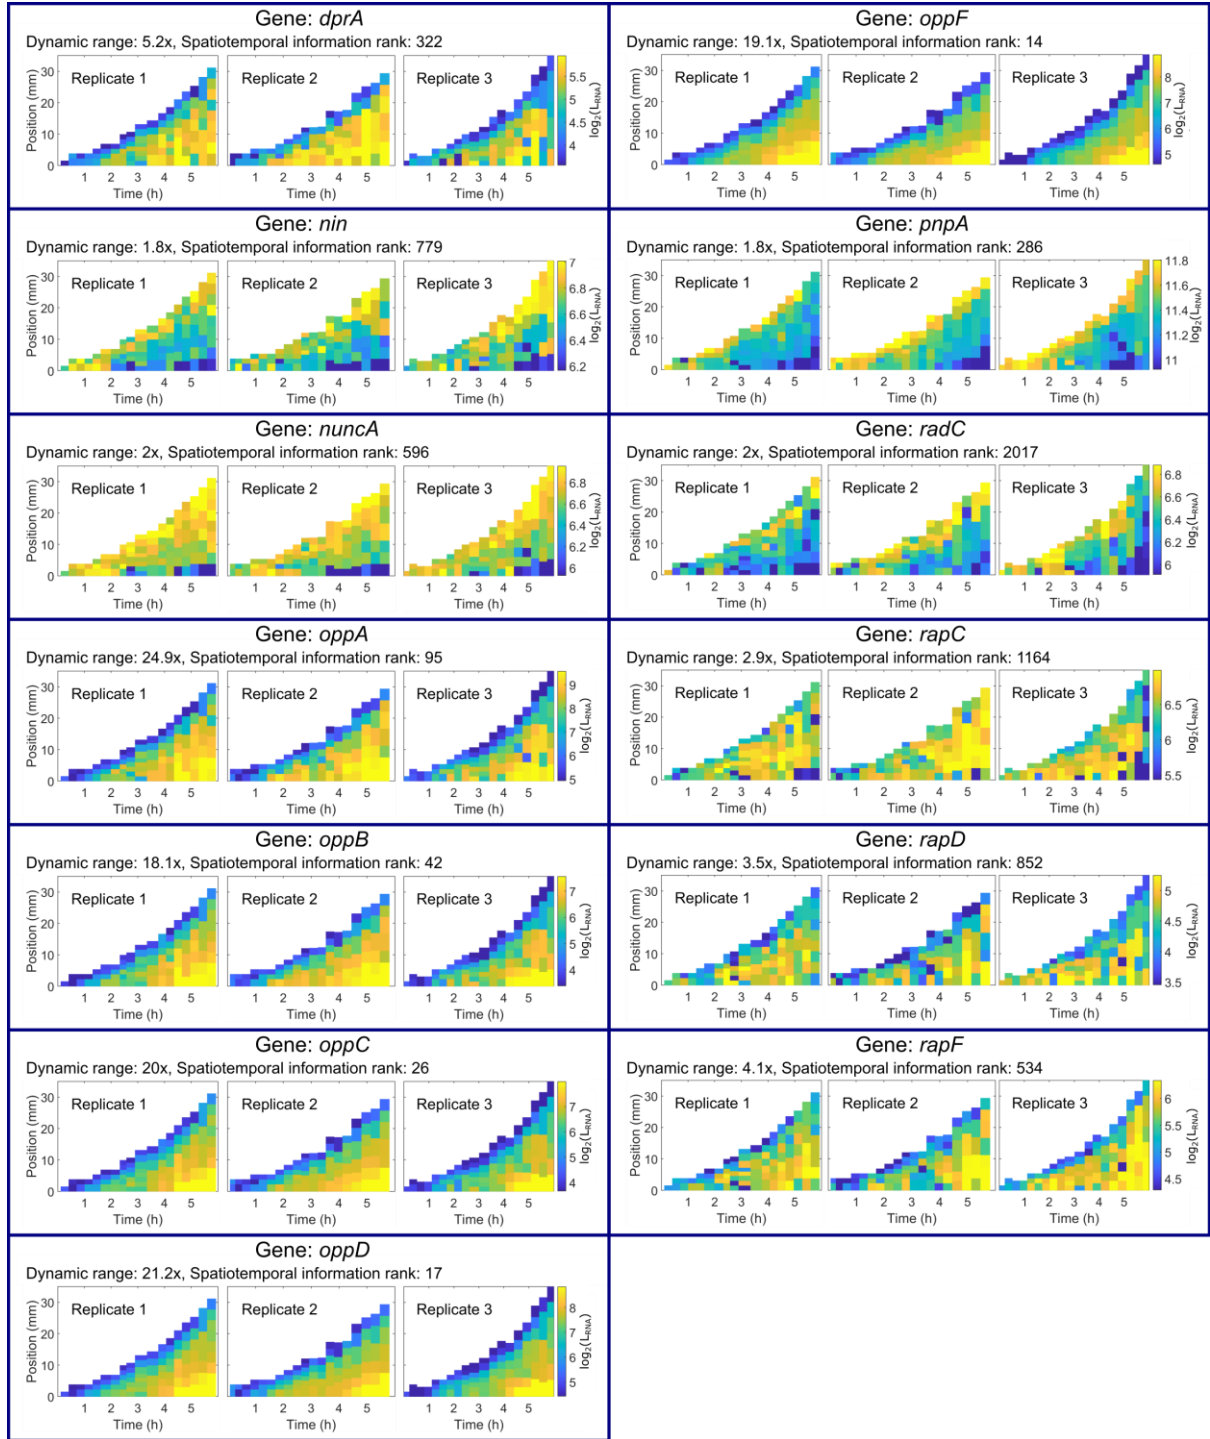

**Figure S8: Competence genes and their spatiotemporal expression.** Spatiotemporal heatmaps show the gene expression during swarm development, and the colour of each tile in a heatmap indicates the expression level  $L_{RNA}$  of a particular gene. The dynamic range of a gene is defined as the ratio between the highest and the lowest colour bar value, which are the 95<sup>th</sup> and 5<sup>th</sup> percentile of gene expression values of all samples, respectively. The spatiotemporal information rank of a gene is introduced in Fig. 2b, where genes are ranked according to their spatiotemporal information score, with a higher rank value corresponding to lower spatiotemporal information. Shown are the spatiotemporal gene expression heatmaps of genes related to competence. While specific patterns differ between genes in this figure, several genes show clear differential regulation in space and time with high fold-changed between swarm front and the late swarm centre.

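The oligopeptide permease genes *oppA* (B4U62_RS06330, 1219882 to 1221519), *oppB* (B4U62_RS06335, 1221627 to 1222562), *oppC* (B4U62_RS06340, 1222566 to 1223483), *oppD* (B4U62_RS06345, 1223488 to 1224564) and *oppF* (B4U62_RS06350, 1224566 to 1225483) had the largest changes among the 13 competence genes of Fig. S8, with log2 fold changes between the late centre and the late front of 3.88 to 4.81. For *oppA*, CPM rose from 45.0 ± 11.7 (SD, n = 3 swarms) at the late front to 368 ± 45.7 in the late intermediate region and 1261 ± 279.7 in the late centre. Its log2 fold change was 4.81 (SE 0.253, adjusted p = 3.72e-10). Also called higher in the centre were *dprA* (B4U62_RS08810, 1682611 to 1683504) (1.85, SE 0.164, adjusted p = 9.48e-08), *rapD* (B4U62_RS19605, 3744387 to 3745451) (1.2) and *rapF* (B4U62_RS20175, 3846041 to 3847186) (1.51). Called lower were *nucA* (B4U62_RS02005, 372197 to 372646) (-0.69, SE 0.0890, adjusted p = 6.57e-06), *nin* (B4U62_RS02000, 371772 to 372170) (-0.63), *pnpA* (B4U62_RS09105, 1739414 to 1741531) (-0.62) and *radC* (B4U62_RS15125, 2861858 to 2862553) (-0.47), the last not without swarm 2 (-0.38). The gene *rapC* (B4U62_RS02175, 428872 to 430020) was not called (0.14, SE 0.130, adjusted p = 0.376).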

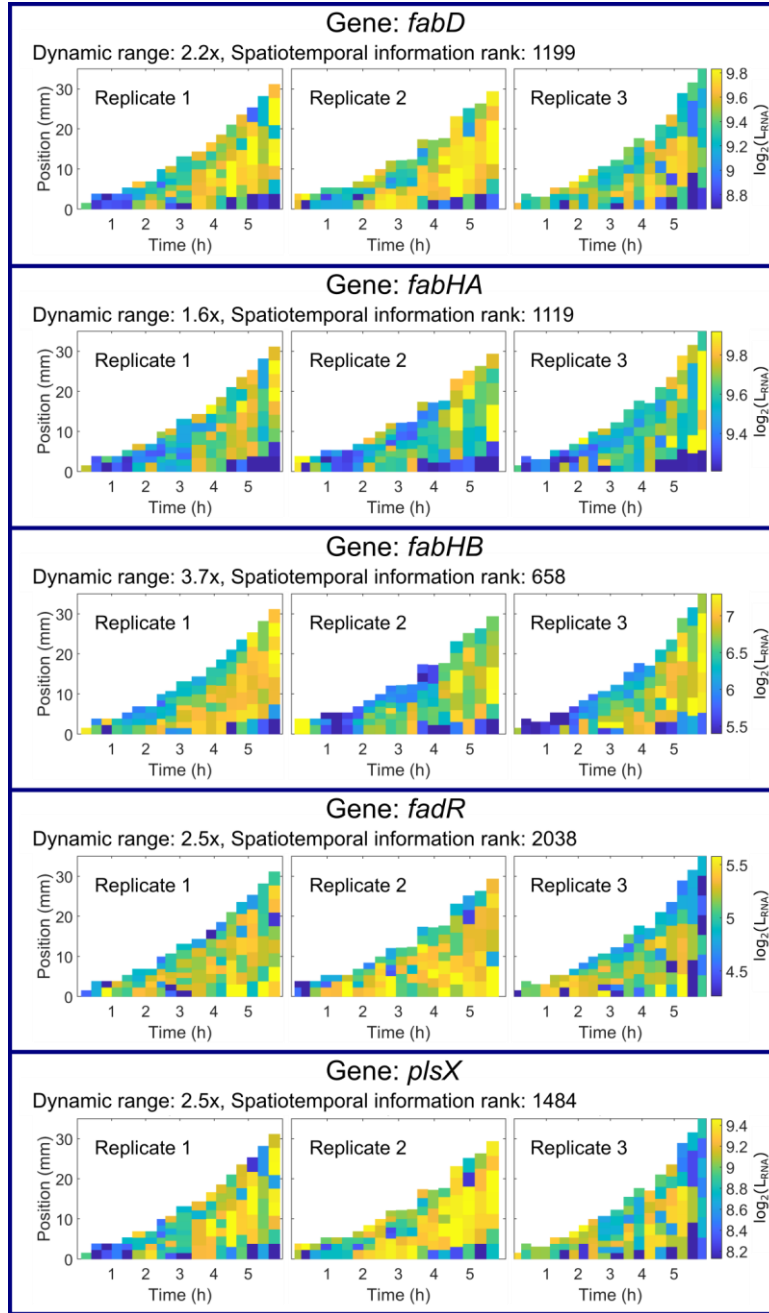

**Figure S9: Fatty acid synthesis genes and their spatiotemporal expression.** Spatiotemporal heatmaps show the gene expression during swarm development, and the colour of each tile in a heatmap indicates the expression level  $L_{RNA}$  of a particular gene. The dynamic range of a gene is defined as the ratio between the highest and the lowest colour bar value, which are the 95<sup>th</sup> and 5<sup>th</sup> percentile of gene expression values of all samples, respectively. The spatiotemporal information rank of a gene is introduced in Fig. 2b, where genes are ranked according to their spatiotemporal information score, with a higher rank value corresponding to lower spatiotemporal information. Shown are the spatiotemporal gene expression heatmaps of genes related to fatty acid synthesis. These genes show a pattern that is dissimilar from most expression patterns, where the highest expression is observable in the intermediate region between the swarm front and the swarm centre.

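Of the 5 genes of Fig. S9, 1 was called in the late intermediate region against the mean of late front and late centre, or 4 when adjusted over the list alone. From the late front to the late centre, *fabHA* went from 842 ± 16.7 to 642 ± 60.5 CPM (SD, n = 3 swarms), a log2 fold change of -0.39 (SE 0.0776, adjusted p = 0.000427). The changes of *fabD* (-0.24, SE 0.114, adjusted p = 0.0811) and *fabHB* (-0.18, SE 0.151, adjusted p = 0.324) were not called, but both were with the centre narrowed to 4 mm (-0.55 and -0.62). The gene *plsX* (B4U62_RS08700, 1662578 to 1663579) had its highest mean in the late intermediate region, 595 ± 88.4, with a difference of 0.29 (SE 0.122, adjusted p = 0.234) that was not called. The regulator gene *fadR* (B4U62_RS15400, 2917974 to 2918558) was highest in the late centre (48.5 ± 2.59, against 36.0 ± 3.88 in the late intermediate region and 29.8 ± 2.65 at the late front), a log2 fold change of 0.70 (SE 0.108, adjusted p = 3.65e-05).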

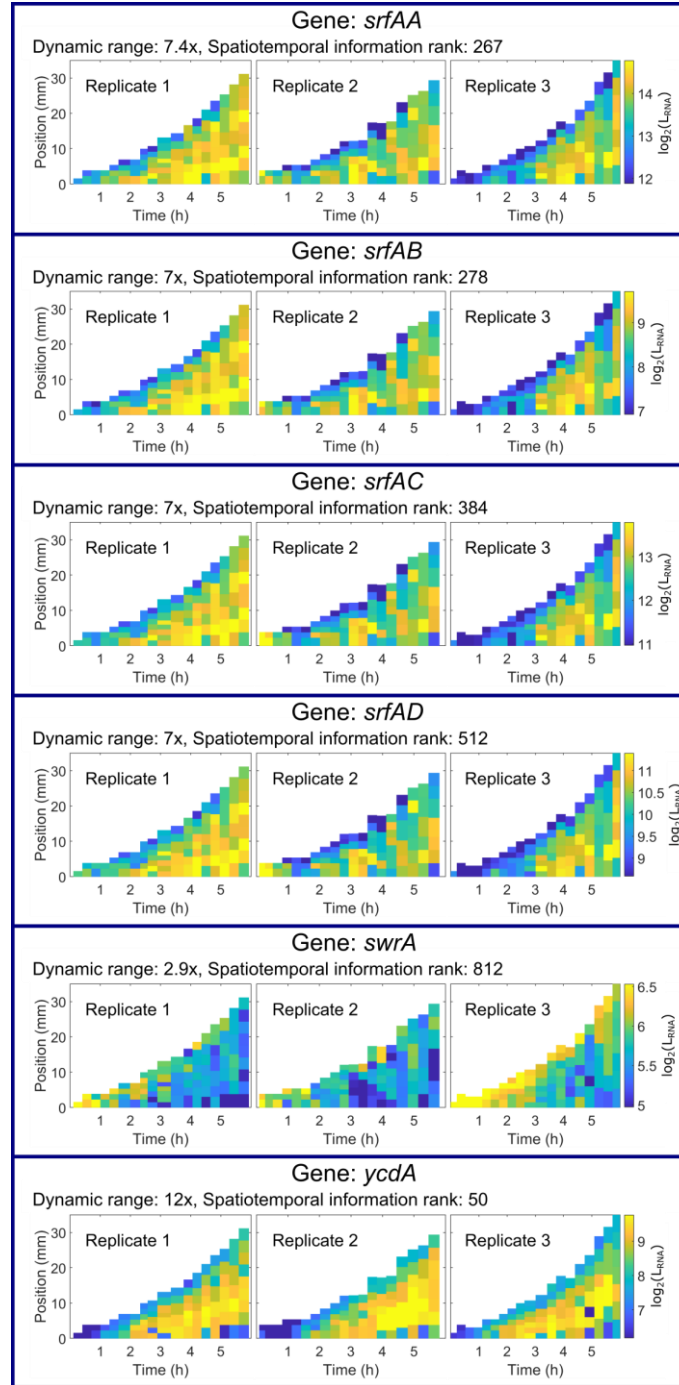

**Figure S10: Swarming genes and their spatiotemporal expression.** Spatiotemporal heatmaps show the gene expression during swarm development, and the colour of each tile in a heatmap indicates the expression level  $L_{RNA}$  of a particular gene. The dynamic range of a gene is defined as the ratio between the highest and the lowest colour bar value, which are the 95<sup>th</sup> and 5<sup>th</sup> percentile of gene expression values of all samples, respectively. The spatiotemporal information rank of a gene is introduced in Fig. 2b, where genes are ranked according to their spatiotemporal information score, with a higher rank value corresponding to lower spatiotemporal information. Shown are the spatiotemporal gene expression heatmaps of genes known to be essential for *B. subtilis* swarming. Most genes show highest expression at the intermediate region, where fatty acid synthesis is also upregulated (see Fig. S9), suggesting that fatty acids synthesized in the intermediate region between the swarm front and swarm centre might be used as a substrate for surfactin production by *srfAA*–*srfAD* genes.

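The genes of Fig. S10 take up 7 loci, because *srfAB* is split into 2 loci in the annotation of NCIB 3610 (B4U62_RS23080, 390922 to 391062, and B4U62_RS23090, 397047 to 398537). Against the mean of late front and late centre, 1 of the 7 loci was called in the late intermediate region, and 1 when adjusted over the list alone. This was *ycdA* (B4U62_RS01660, 299482 to 300546), with 606 ± 81 CPM (SD, n = 3 swarms) there, 531 ± 130.4 in the late centre and 218 ± 26.4 at the late front, a difference of 0.83 (SE 0.143, adjusted p = 0.00157) that was not called without swarm 1 (0.80). Of the other loci, *srfAC* (B4U62_RS02040, 398574 to 402401) had 8546 ± 947 in the late intermediate region, 8873 ± 2594 in the late centre and 4430.0 ± 1353 at the late front, and *srfAD* (B4U62_RS02045, 402430 to 403158) 1647 ± 187, 1691 ± 508 and 853 ± 254. Between the late centre and the late front, the log2 fold changes were 0.92 (SE 0.295, adjusted p = 0.0144) for *srfAA*, 1.00 (SE 0.301, adjusted p = 0.00937) for *srfAC* and 0.99 (SE 0.324, adjusted p = 0.0161) for *srfAD*. Without swarm 2, *srfAA* (1.03) and *srfAD* (1.11) were not called, nor was *srfAD* without swarm 1 (0.98). With the centre narrowed to 4 mm, *srfAA* (0.58) and *srfAD* (0.76) were not called. The swarming motility gene *swrA* (B4U62_RS18980, 3621631 to 3621984) was lower in the centre, by -0.50 (SE 0.182, adjusted p = 0.0275), but not called without swarm 1 (-0.42).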

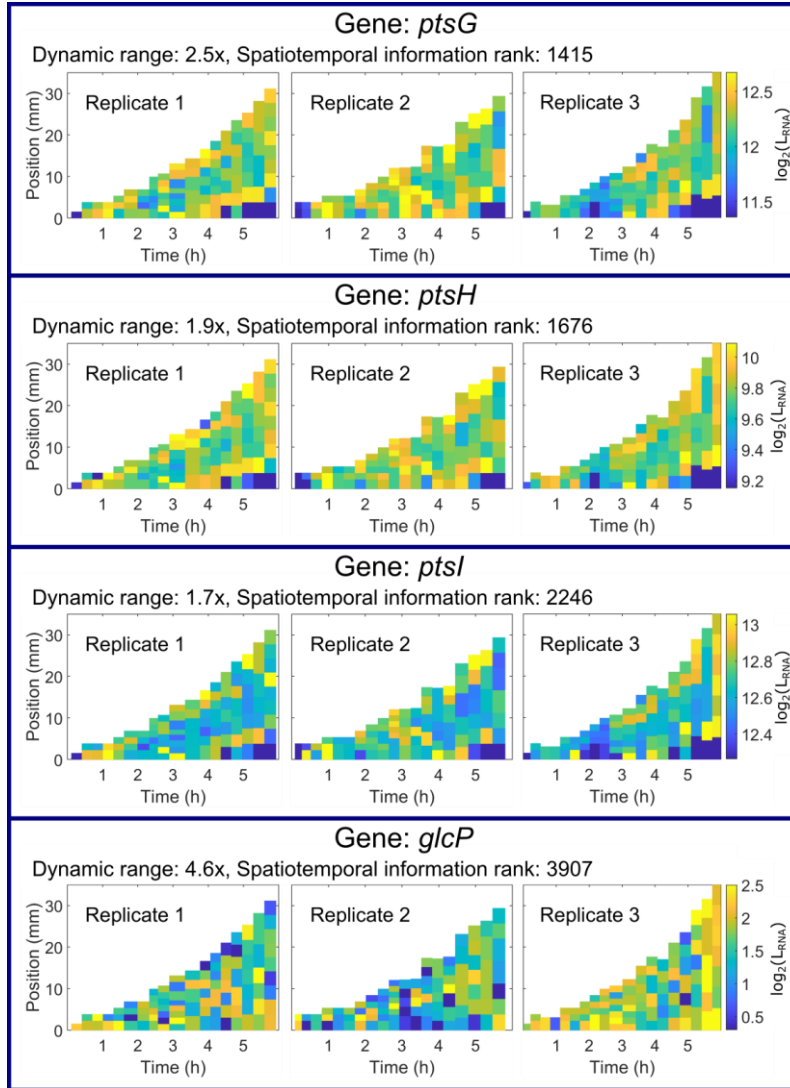

**Figure S11: Glucose import genes and their spatiotemporal expression.** Spatiotemporal heatmaps show the gene expression during swarm development, and the colour of each tile in a heatmap indicates the expression level  $L_{RNA}$  of a particular gene. The dynamic range of a gene is defined as the ratio between the highest and the lowest colour bar value, which are the 95<sup>th</sup> and 5<sup>th</sup> percentile of gene expression values of all samples, respectively. The spatiotemporal information rank of a gene is introduced in Fig. 2b, where genes are ranked according to their spatiotemporal information score, with a higher rank value corresponding to lower spatiotemporal information. Shown are the normalized expression levels of the glucose-specific PTS genes *ptsGHI* and non-PTS type glucose transporters *glcP*. Expression levels of the non-PTS glucose transporter *glcU* were too low to pass our quality criterion (more than 10 reads in at least 2 samples), which is why this gene was not further analysed and is not shown here. The four genes displayed here do not show any strong spatiotemporal pattern, indicating that they are not strongly regulated during *B. subtilis* swarm expansion on soft LB agar.

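At most 7 reads were counted on *glcU* (B4U62_RS02260, 444502 to 445365) in any swarm library, and 0 libraries had more than 10. Added up over the libraries of a region, its CPM values were 0.454 ± 0.263 (SD, n = 3 swarms) at the late front and 0.0880 ± 0.00759 in the late centre.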

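From the late front to the late centre, *ptsI* (B4U62_RS07685, 1459682 to 1461394) went from 7450.0 ± 205 to 5494 ± 718 CPM (SD, n = 3 swarms), a log2 fold change of -0.44 (SE 0.102, adjusted p = 0.00154). It was called lower in the late centre, as were *ptsG* and *ptsH*. The sugar transporter gene *glcP* (B4U62_RS05865, 1125161 to 1126366) was expressed at 2.77 ± 0.932 and 3.47 ± 0.954 and was not called (0.31, SE 0.247, adjusted p = 0.306). Compared with the early swarm, the late centre gave 0 calls among the 4 genes in edgeR, with 2 genes at an unadjusted p below 0.05. In the ranking of 3932 genes by spatiotemporal score, *ptsG* held rank 1223, *ptsH* 1405, *ptsI* 2067 and *glcP* 3912.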

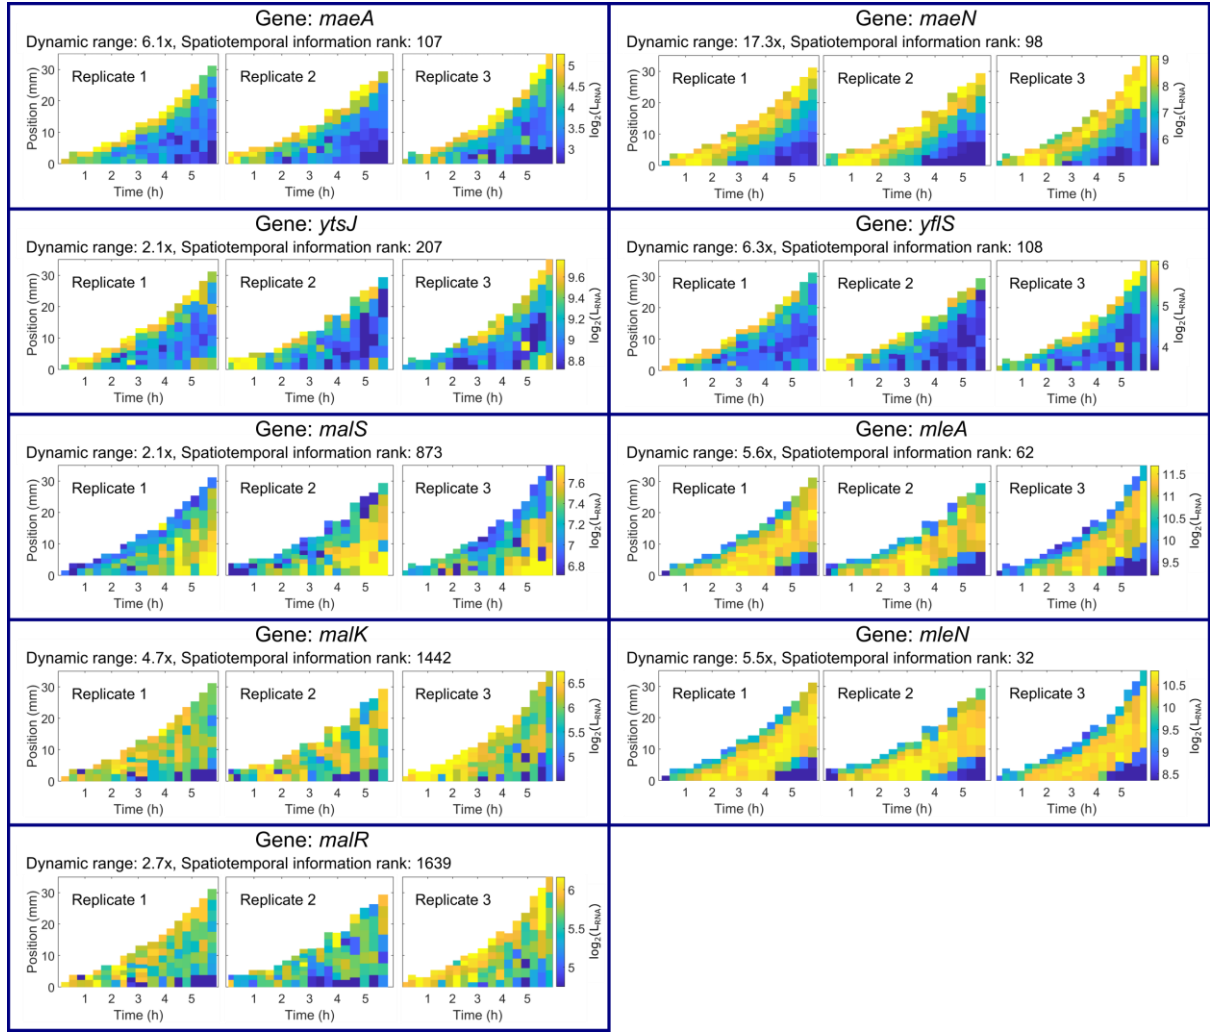

**Figure S12: Malate metabolism additional genes and their spatiotemporal expression.** Spatiotemporal heatmaps show the gene expression during swarm development, and the colour of each tile in a heatmap indicates the expression level  $L_{RNA}$  of a particular gene. The dynamic range of a gene is defined as the ratio between the highest and the lowest colour bar value, which are the 95<sup>th</sup> and 5<sup>th</sup> percentile of gene expression values of all samples, respectively. The spatiotemporal information rank of a gene is introduced in Fig. 2b, where genes are ranked according to their spatiotemporal information score, with a higher rank value corresponding to lower spatiotemporal information. Shown are the expression levels of the *maeLM* two-component system, malate transporter *maeS*, and the malate symporter *maeN*. The *maeLM* two-component system activates transcription of *maeS*, *maeN*, and the malic enzyme *maeA* in response to the presence of malate. Schematic spatiotemporal gene expression heatmaps of some of these and further genes related to malate and carbon metabolism, are shown in the main text Fig. 3.

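In the annotation of NCIB 3610, *maeS* (listed as *yflS*, B4U62_RS04280, 829421 to 830857), *maeL* (listed as *malK*, B4U62_RS17055, 3237173 to 3238774) and *maeM* (listed as *malR*, B4U62_RS17060, 3238767 to 3239474) carry other symbols, and they were found through the length and neighbours of the genes in strain 168. The malate transporter gene *maeS* had 48.5 ± 11.7 CPM (SD, n = 3 swarms) at the late front and 13.4 ± 2.9 in the late centre. This is a log2 fold change of -1.86 (SE 0.206, adjusted p = 1.20e-06). The kinase gene *maeL* and the regulator gene *maeM* changed less, from 71.7 ± 2.5 to 49.2 ± 4.94 and from 58.2 ± 6.00 to 38.5 ± 1.07, with log2 fold changes of -0.54 (SE 0.134, adjusted p = 0.00250) and -0.60 (SE 0.112, adjusted p = 0.000254). The call of *maeL* was lost without swarm 1 (-0.48). The second transporter gene next to *mleA*, *mleN* (B4U62_RS12775, 2452824 to 2454230), was highest in the late intermediate region (1503 ± 37.5, against 844 ± 180.5 at the front and 496 ± 65.9 in the centre), by 1.22 (SE 0.129, adjusted p = 3.36e-05) over the mean of both. Its fall from front to centre, -0.77 (SE 0.154, adjusted p = 0.000499), was not called with a centre of 8.1 mm (-0.33) or with late times of 2.1 h (-0.03). Inside the swarm against the front, *mleN* differed by 0.03 at late and by 1.12 at mid times, and the difference between them, -1.09 (SE 0.202, adjusted p = 0.00472), was not called without swarm 1 or swarm 2.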

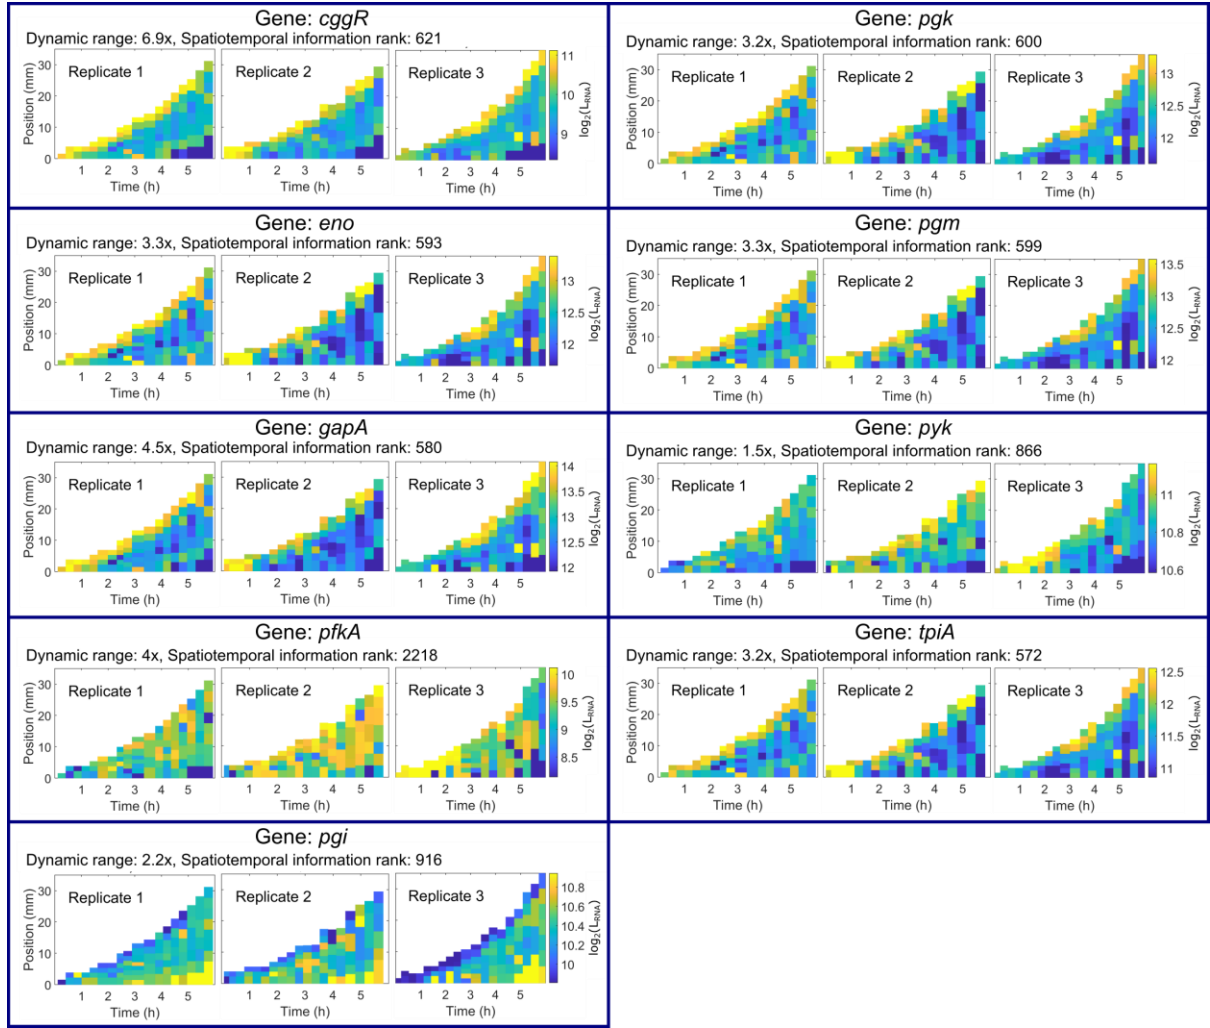

**Figure S13: Glycolysis genes and their spatiotemporal expression.** Spatiotemporal heatmaps show the gene expression during swarm development, and the colour of each tile in a heatmap indicates the expression level  $L_{RNA}$  of a particular gene. The dynamic range of a gene is defined as the ratio between the highest and the lowest colour bar value, which are the 95<sup>th</sup> and 5<sup>th</sup> percentile of gene expression values of all samples, respectively. The spatiotemporal information rank of a gene is introduced in Fig. 2b, where genes are ranked according to their spatiotemporal information score, with a higher rank value corresponding to lower spatiotemporal information. Shown are the expression levels of genes involved in glycolysis with a distinct spatiotemporal patterns. The majority of genes are upregulated at the swarm front compared to the swarm centre. The gene *pgi*, encoding glucose-6-phosphate isomerase, has an exceptional pattern, which might reflect elevated production of glucose 6-phosphate derived from maltose at the swarm centre (see Fig. S19).

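Of the 9 glycolysis genes of Fig. S13, 7 were called lower in the late centre than at the late front, 1 higher and 1 not, and 8 were called when adjusted over the list alone. The median log2 fold change was -0.90. The repressor gene *cggR* (B4U62_RS18325, 3482766 to 3483788), first in the *gapA* operon, fell most, from 1760.0 ± 113 to 469 ± 124 CPM (SD, n = 3 swarms). Its log2 fold change was -1.91 (SE 0.183, adjusted p = 2.34e-07). For *eno* (B4U62_RS18300, 3476569 to 3477861), *pgm* (B4U62_RS18305, 3477891 to 3479426) and *tpiA* (listed as *tpi*, B4U62_RS18310, 3479419 to 3480180), the log2 fold changes were -0.92 (SE 0.170, adjusted p = 0.000224), -0.90 (SE 0.174, adjusted p = 0.000320) and -0.92 (SE 0.149, adjusted p = 6.40e-05). Phosphofructokinase, encoded by *pfkA* (B4U62_RS15720, 2986605 to 2987564), was not called (-0.40, SE 0.198, adjusted p = 0.0954), but was with swarms as blocks (-0.40), with the centre narrowed to 4 mm (-0.63) and with limma on the authors' normalized values (-0.59).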

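CPM values of *pgi* (B4U62_RS16965, 3220747 to 3222099) rose from 1141 ± 97 (SD, n = 3 swarms) at the late front to 1365 ± 36.8 in the late intermediate region and 1833 ± 216 in the late centre, a log2 fold change of 0.68 (SE 0.132, adjusted p = 0.000328). In the early swarm it was at 1127 ± 196.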

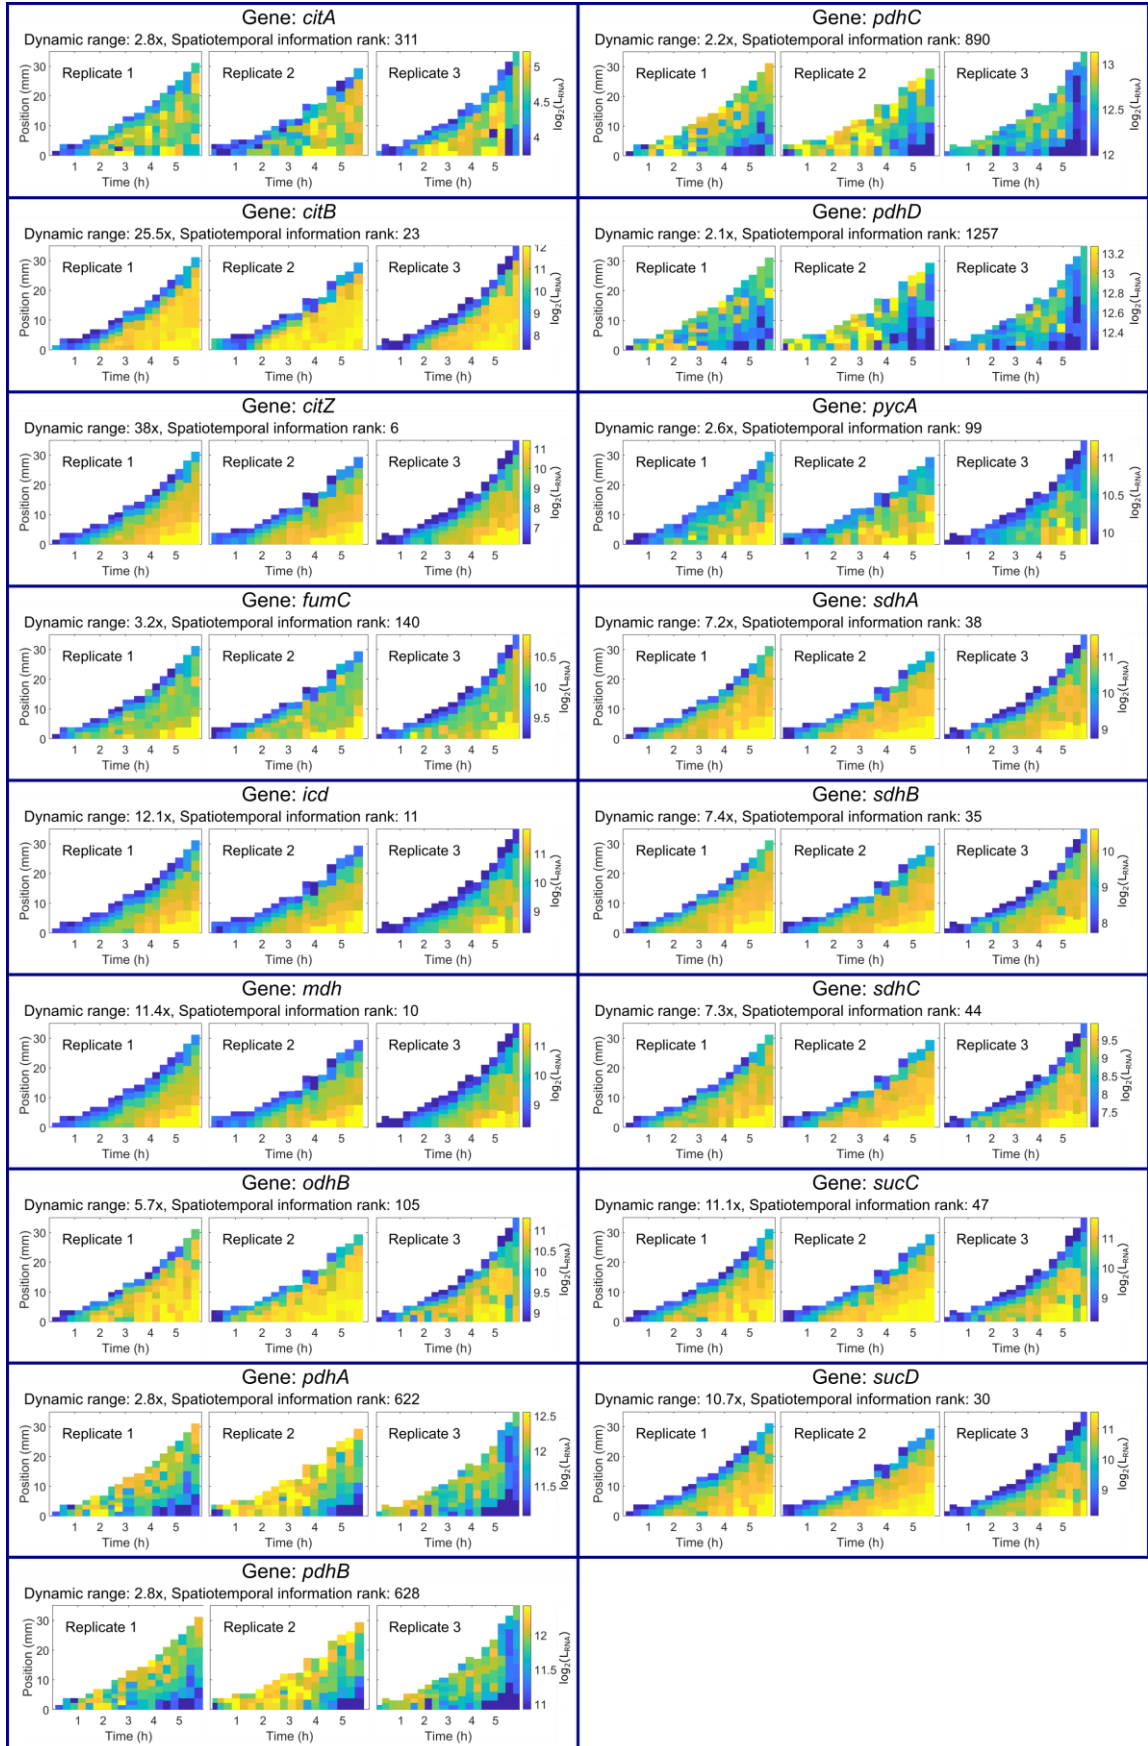

**Figure S14: TCA cycle genes and their spatiotemporal expression.** Spatiotemporal heatmaps show the gene expression during swarm development, and the colour of each tile in a heatmap indicates

the expression level  $L_{RNA}$  of a particular gene. The dynamic range of a gene is defined as the ratio between the highest and the lowest colour bar value, which are the 95<sup>th</sup> and 5<sup>th</sup> percentile of gene expression values of all samples, respectively. The spatiotemporal information rank of a gene is introduced in Fig. 2b, where genes are ranked according to their spatiotemporal information score, with a higher rank value corresponding to lower spatiotemporal information. 

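Pyruvate dehydrogenase genes *pdhA* (B4U62_RS08035, 1528357 to 1529472), *pdhB* (B4U62_RS08040, 1529476 to 1530453), *pdhC* (B4U62_RS08045, 1530568 to 1531896) and *pdhD* (B4U62_RS08050, 1531901 to 1533313) were called lower in the late centre than at the late front, 4 of 4, with log2 fold changes of -0.91 (SE 0.155, adjusted p = 0.000108), -0.88 (SE 0.148, adjusted p = 8.88e-05), -0.65 (SE 0.140, adjusted p = 0.000875) and -0.58 (SE 0.134, adjusted p = 0.00152). CPM values of *pdhA* were 4563 ± 875 (SD, n = 3 swarms) at the late front, 3990.0 ± 382 in the late intermediate region and 2433 ± 337 in the late centre, and those of *pdhD* 7318 ± 896, 6635 ± 120.4 and 4892 ± 581. Of the TCA cycle genes, *mdh* (B4U62_RS15685, 2978750 to 2979688) rose from 435 ± 102.1 at the late front to 3514 ± 328 in the late centre, *sucC* (B4U62_RS08800, 1680462 to 1681619) from 529.8 ± 188 to 3819.0 ± 75.4, *sdhA* (B4U62_RS15340, 2906352 to 2908112) from 801 ± 245 to 3071 ± 120.5, *odhB* (B4U62_RS10555, 2107538 to 2108791) from 812 ± 249.5 to 2704 ± 74.2 and *fumC* (listed as *citG*, B4U62_RS17840, 3389039 to 3390427) from 746 ± 82.3 to 1914 ± 201.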

All genes directly involved in the TCA cycle are strongly upregulated towards the late swarm center, indicating that the TCA cycle is most active in this region. *pdhABCD* genes that convert pyruvate to acetyl-CoA are upregulated at the swarm front and the intermediate regions rather than the swarm centre, supporting the hypothesis that *B. subtilis* cells perform overflow metabolism at the swarm front. 

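Pyruvate carboxylase, encoded by *pycA* (B4U62_RS08180, 1554216 to 1557662), had 2279 ± 161 CPM (SD, n = 3 swarms) in the late centre, 1694 ± 98.5 in the late intermediate region and 1165 ± 162 at the late front. This is a log2 fold change of 0.97 (SE 0.121, adjusted p = 4.18e-06). Phosphoenolpyruvate carboxykinase, encoded by *pckA* (B4U62_RS16415, 3129546 to 3131129), was at 1965 ± 848, 172 ± 13 and 114 ± 14.5, a log2 fold change of 4.11 (SE 0.263, adjusted p = 2.50e-09) with a wide spread between swarms in the centre.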

The *pycA* gene, which is involved in the replenishment of the oxaloacetate pool by converting pyruvate to oxaloacetate, is upregulated in the late swarm centre, implying that pyruvate produced by overflow metabolism is re-used by the cells and metabolized to fuel the TCA cycle.

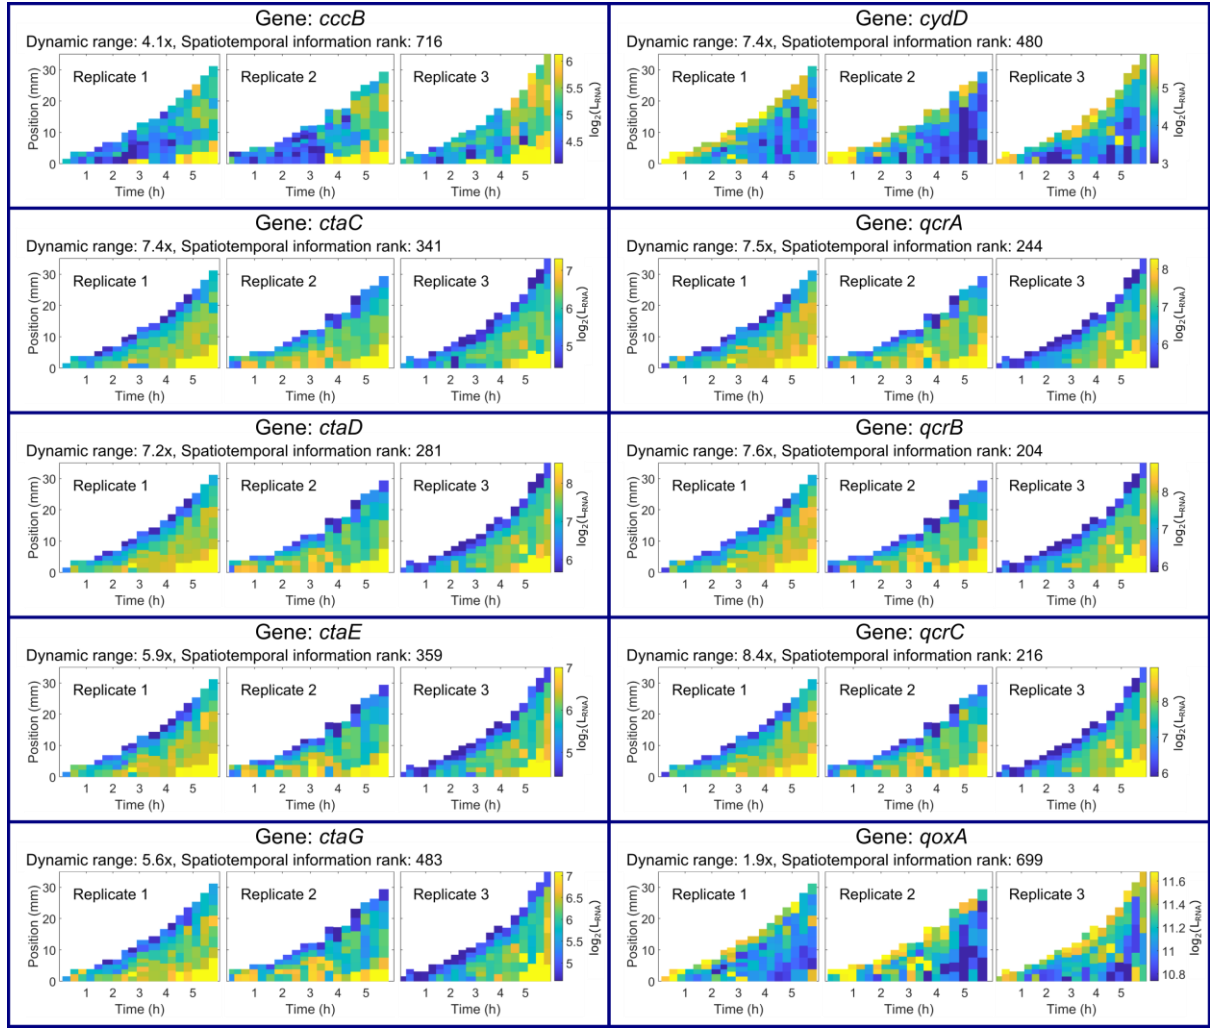

**Figure S15: Respiration genes and their spatiotemporal expression.** Spatiotemporal heatmaps show the gene expression during swarm development, and the colour of each tile in a heatmap indicates the expression level  $L_{RNA}$  of a particular gene. The dynamic range of a gene is defined as the ratio between the highest and the lowest colour bar value, which are the 95<sup>th</sup> and 5<sup>th</sup> percentile of gene expression values of all samples, respectively. The spatiotemporal information rank of a gene is introduced in Fig. 2b, where genes are ranked according to their spatiotemporal information score, with a higher rank value corresponding to lower spatiotemporal information. Shown are the spatiotemporal gene expression heatmaps of genes related to respiration. Most genes have a higher expression in the late swarm centre compared to the swarm front, implying the shift of energy acquisition modes from substrate-level phosphorylation at the swarm front to oxidative phosphorylation at the swarm centre.

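Of the 10 respiration genes of Fig. S15, 8 were called higher and 2 lower in the late centre than at the late front, and 10 when adjusted over the list alone. Cytochrome *c* oxidase genes *ctaC* (B4U62_RS08195, 1560497 to 1561567), *ctaE* (B4U62_RS08205, 1563468 to 1564091) and *ctaG* (B4U62_RS08215, 1564453 to 1565346) had log2 fold changes of 2.71 (SE 0.223, adjusted p = 4.00e-08), 2.53 (SE 0.273, adjusted p = 8.58e-07) and 2.34 (SE 0.296, adjusted p = 5.00e-06). The *bc* complex genes *qcrA* (B4U62_RS12250, 2364620 to 2365123) and *qcrC* (B4U62_RS12240, 2363142 to 2363909) reached 374 ± 86.1 and 639 ± 181 CPM (SD, n = 3 swarms) in the late centre, from 63.8 ± 17.2 and 98 ± 26.7 at the late front. The cytochrome gene *cccB* (B4U62_RS19000, 3625753 to 3626091) rose by 0.80 (SE 0.165, adjusted p = 0.000583) on the log2 scale. Lower in the centre were *cydD* (B4U62_RS20835, 3973403 to 3975130), from 31.4 ± 4.20 to 9.82 ± 2.55 (-1.68, SE 0.214, adjusted p = 5.19e-06), and the quinol oxidase gene *qoxA* (B4U62_RS20540, 3917336 to 3918301), from 2773 ± 102.4 to 1858 ± 160.0 (-0.58, SE 0.0911, adjusted p = 4.82e-05).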

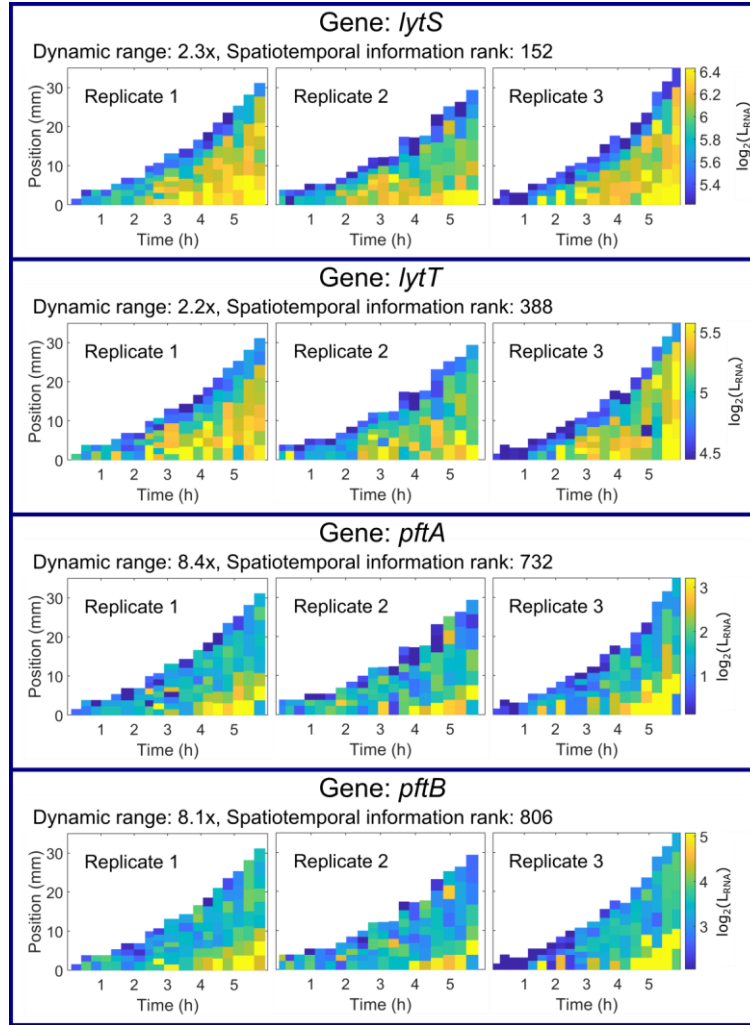

**Figure S16: Two-component system for pyruvate utilization and its spatiotemporal expression.** Spatiotemporal heatmaps show the gene expression during swarm development, and the colour of each tile in a heatmap indicates the expression level  $L_{RNA}$  of a particular gene. The dynamic range of a gene is defined as the ratio between the highest and the lowest colour bar value, which are the 95<sup>th</sup> and 5<sup>th</sup> percentile of gene expression values of all samples, respectively. The spatiotemporal information rank of a gene is introduced in Fig. 2b, where genes are ranked according to their spatiotemporal information score, with a higher rank value corresponding to lower spatiotemporal information. Shown are the expression levels of *lytS* and *lytT*, a two-component sensor kinase and response regulator, controlling pyruvate utilization. Both are upregulated in the late swarm centre compared to the swarm front, which implies that pyruvate is predominantly utilized in the swarm centre.

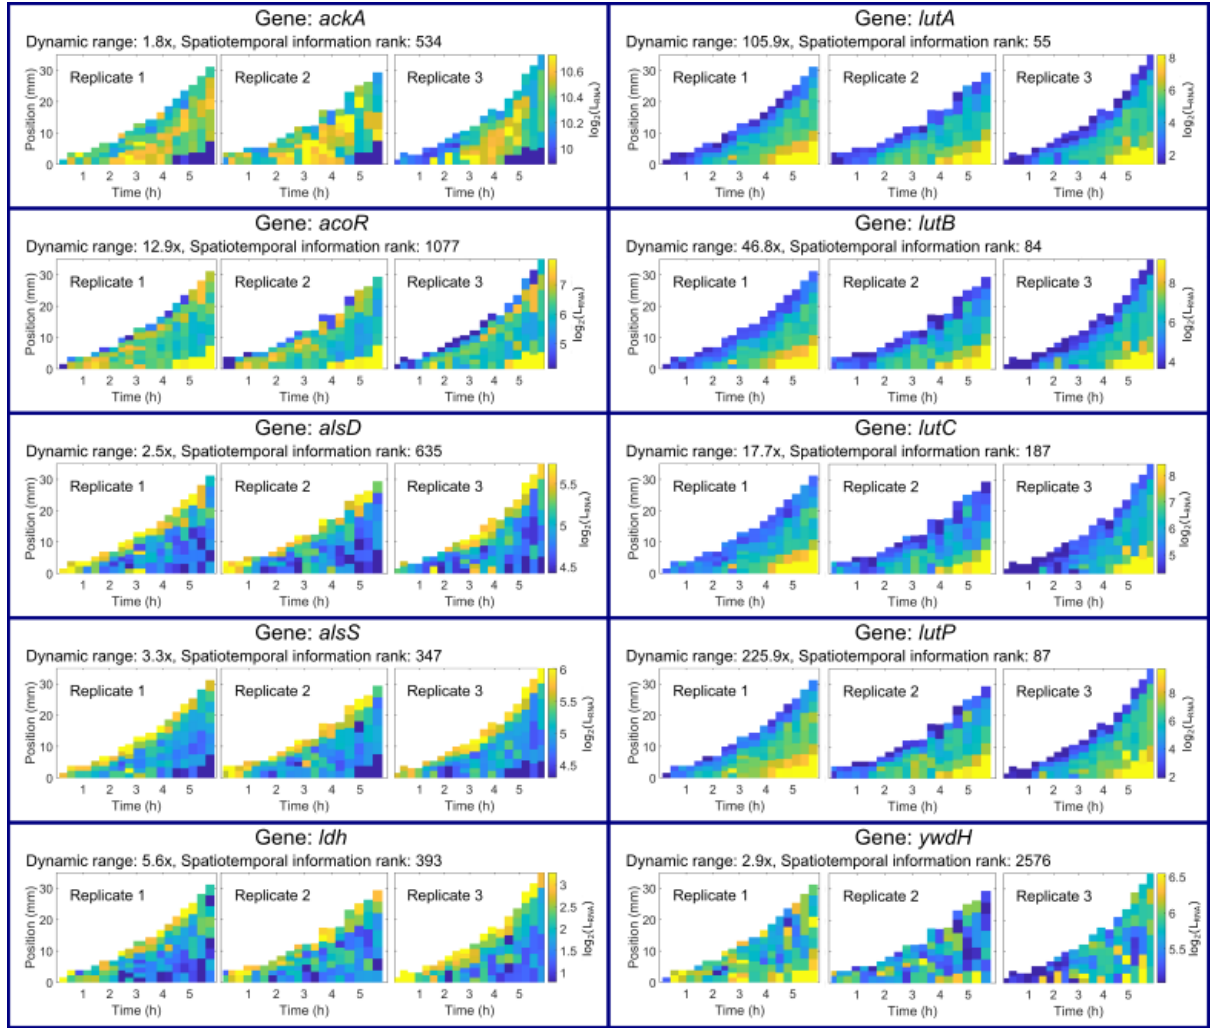

**Figure S17: Fermentation genes and their spatiotemporal expression.** Spatiotemporal heatmaps show the gene expression during swarm development, and the colour of each tile in a heatmap indicates the expression level  $L_{RNA}$  of a particular gene. The dynamic range of a gene is defined as the ratio between the highest and the lowest colour bar value, which are the 95<sup>th</sup> and 5<sup>th</sup> percentile of gene expression values of all samples, respectively. The spatiotemporal information rank of a gene is introduced in Fig. 2b, where genes are ranked according to their spatiotemporal information score, with a higher rank value corresponding to lower spatiotemporal information. Shown are the spatiotemporal gene expression heatmaps of genes involved in acetate, acetoin, and lactate fermentation. *B. subtilis* cells perform overflow metabolism at the swarm front as *alsDS* are upregulated, leading to the accumulation of pyruvate and fermentation products such as acetate, acetoin, and lactate. Additional experiments (main text Fig. 4) indicate that some of those products are re-metabolized by the next generation of cells that inhabit the intermediate region and the swarm centre. This is consistent with the pyruvate two-component system (Fig. S16), lactate permease gene *lutP*, and the fact that lactate utilization genes *lutABC* are upregulated in these regions.

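Acetolactate synthase, encoded by *alsS* (B4U62_RS19405, 3709666 to 3711378), had 55.0 ± 5.07 CPM (SD, n = 3 swarms) at the late front and 21.6 ± 2.38 in the late centre, and acetolactate decarboxylase, encoded by *alsD* (B4U62_RS19400, 3708837 to 3709604), 47.2 ± 1.67 and 22.4 ± 2.33. The log2 fold changes were -1.35 (SE 0.101, adjusted p = 1.35e-08) and -1.07 (SE 0.110, adjusted p = 4.95e-07). Lactate dehydrogenase, encoded by *ldh* (B4U62_RS01805, 329817 to 330782), fell from 6.64 ± 1.2 to 2.20 ± 0.413 (-1.59, SE 0.205, adjusted p = 5.86e-06). Acetate kinase, encoded by *ackA* (B4U62_RS15870, 3015128 to 3016315), was highest in the late intermediate region (1417 ± 15.0, against 1274 ± 37.0 at the front and 908 ± 142 in the centre), and its fall from front to centre (-0.49, SE 0.118, adjusted p = 0.00218) was not called with late times of 2.1 h (-0.21). The acetoin regulator gene *acoR* (B4U62_RS04540, 883796 to 885613) rose from 71.6 ± 30.3 to 257 ± 65.7 (1.85, SE 0.376, adjusted p = 0.000532), and the putative aldehyde dehydrogenase gene *ywdH* (B4U62_RS20435, 3896330 to 3897700) was not called (0.24, SE 0.229, adjusted p = 0.397).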

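The lactate permease gene *lutP* (B4U62_RS18450, 3510794 to 3512485) had 9.25 ± 3.37 CPM (SD, n = 3 swarms) at the late front, 90.0 ± 27.6 in the late intermediate region and 2527 ± 1320.0 in the late centre. This is a log2 fold change of 8.10 (SE 0.678, adjusted p = 4.95e-08). For *lutA* (B4U62_RS18380, 3494999 to 3495715), *lutB* (B4U62_RS18375, 3493533 to 3494972) and *lutC* (B4U62_RS18370, 3492811 to 3493533), the values in the late centre were 682 ± 227, 1615 ± 636 and 1073 ± 462, and the log2 fold changes against the late front 7.1 (SE 0.373, adjusted p = 3.72e-10), 6.4 (SE 0.381, adjusted p = 1.27e-09) and 5.01 (SE 0.380, adjusted p = 1.66e-08). In the late intermediate region, *lutA* was at 33.5 ± 3.17, *lutB* at 85.2 ± 9.68 and *lutC* at 70.3 ± 12, above their values at the front (5.02 ± 1.76, 19 ± 3.83 and 33.2 ± 4.28).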

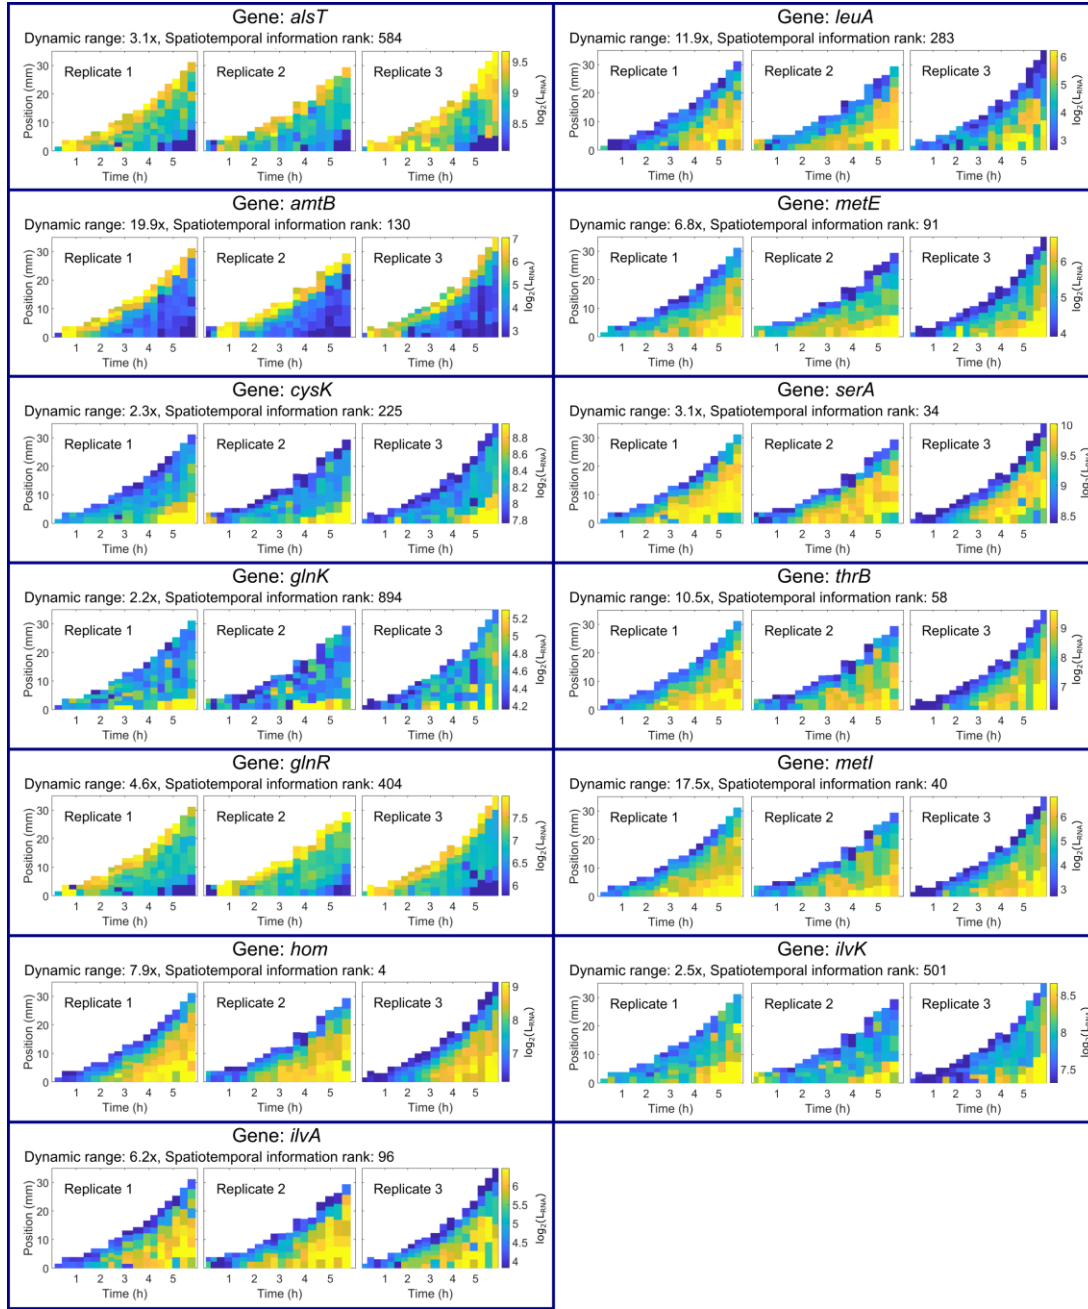

**Figure S18: Amino acid uptake and synthesis genes and their spatiotemporal expression.** Spatiotemporal heatmaps show the gene expression during swarm development, and the colour of each tile in a heatmap indicates the expression level  $L_{RNA}$  of a particular gene. The dynamic range of a gene is defined as the ratio between the highest and the lowest colour bar value, which are the 95<sup>th</sup> and 5<sup>th</sup> percentile of gene expression values of all samples, respectively. The spatiotemporal information rank of a gene is introduced in Fig. 2b, where genes are ranked according to their spatiotemporal information score, with a higher rank value corresponding to lower spatiotemporal information. Shown are the spatiotemporal gene expression heatmaps of genes related to the uptake and synthesis of amino acids. Genes related to amino acid uptake, *alsT*, *amtB*, *glnK*, and *glnR*, are upregulated at the swarm front while genes involved in the synthesis of amino acids, *hom*, *ilvA*, *ilvK*, *leuA*, *metE*, *serA*, *thrB*, and *metI*, are strongly upregulated at the late swarm centre, which implies cells at the swarm front consume amino acids coming from tryptone within the LB medium, whereas the next generation of cells (in the intermediate region and the swarm centre) have to synthesize amino acids, especially at the swarm centre.

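Among the genes of amino acid and ammonium uptake, *amtB* (listed as *nrgA*, B4U62_RS19670, 3756828 to 3758042) fell most, from 90.9 ± 11 CPM (SD, n = 3 swarms) at the late front to 7.08 ± 0.701 in the late centre. This is a log2 fold change of -3.68 (SE 0.270, adjusted p = 1.18e-08). The glutamine transporter gene *alsT* (B4U62_RS09855, 1938957 to 1940354) changed by -1.26 (SE 0.133, adjusted p = 7.21e-07) and the regulator gene *glnR* (B4U62_RS09485, 1877991 to 1878398) by -1.54 (SE 0.129, adjusted p = 4.95e-08). The symbol *glnK* stands for different genes in the annotations of strains 168 and NCIB 3610. The gene next to *amtB*, which is *glnK* of strain 168, is *nrgB* (B4U62_RS19675, 3758054 to 3758404) here, and it fell from 37.2 ± 3.41 to 11.7 ± 2.9 (-1.67, SE 0.228, adjusted p = 1.15e-05). The gene listed as *glnK* in NCIB 3610 (B4U62_RS01480, 265520 to 266752) rose by 0.53 (SE 0.109, adjusted p = 0.000557). The 8 amino acid synthesis genes were all called higher in the late centre, with a median log2 fold change of 2.44. For *hom* (B4U62_RS17420, 3314843 to 3316144), *thrB* (B4U62_RS17410, 3312859 to 3313788) and *ilvA* (B4U62_RS11835, 2292801 to 2294069), the log2 fold changes were 2.3 (SE 0.184, adjusted p = 2.91e-08), 2.35 (SE 0.245, adjusted p = 6.19e-07) and 2.7 (SE 0.134, adjusted p = 2.19e-10). The values of *leuA* (B4U62_RS15250, 2892155 to 2893711), *metE* (B4U62_RS07290, 1383352 to 1385640) and *metI* (B4U62_RS06565, 1258525 to 1259646) were 3.10, 2.54 and 3.12. Smaller rises were those of *serA* (B4U62_RS12510, 2411110 to 2412687), from 404 ± 70.2 to 876 ± 83.9 (1.11), and of *ilvK* (B4U62_RS20745, 3957430 to 3958521), from 208 ± 25.2 to 372 ± 46.7 (0.84).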

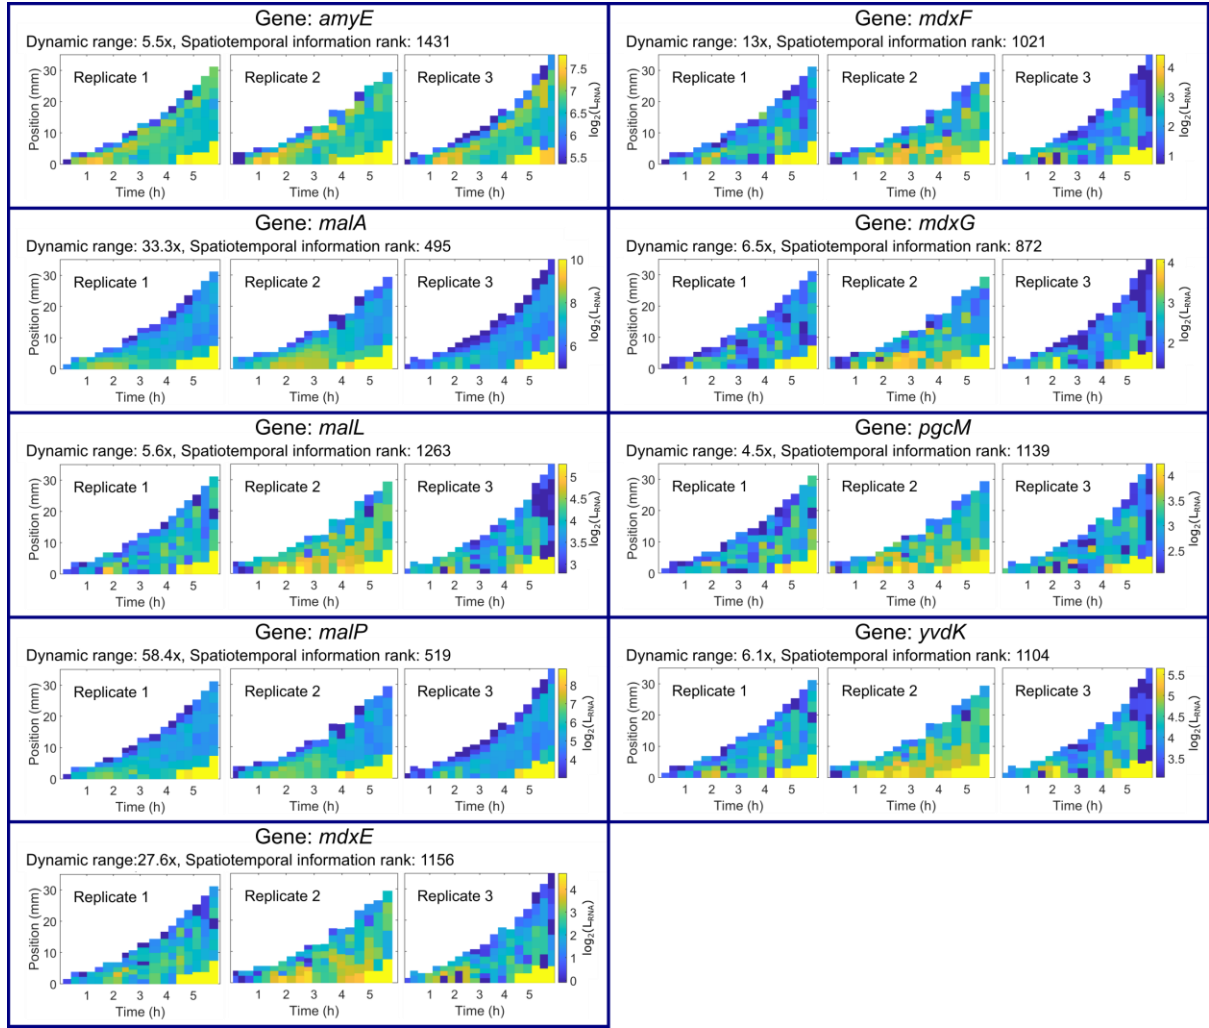

**Figure S19: Maltose and maltodextrin utilization genes and their spatiotemporal expression.** Spatiotemporal heatmaps show the gene expression during swarm development, and the colour of each tile in a heatmap indicates the expression level  $L_{RNA}$  of a particular gene. The dynamic range of a gene is defined as the ratio between the highest and the lowest colour bar value, which are the 95<sup>th</sup> and 5<sup>th</sup> percentile of gene expression values of all samples, respectively. The spatiotemporal information rank of a gene is introduced in Fig. 2b, where genes are ranked according to their spatiotemporal information score, with a higher rank value corresponding to lower spatiotemporal information. Shown are the expression levels of genes related to the uptake and degradation of maltose and maltodextrin. The *amyE* gene encodes alpha-amylase, which degrades polymeric carbohydrates such as glycogen to maltodextrin and maltose. *mdxEFG* genes encode maltodextrin ABC transporter. The *yvdK*, *malL*, and *pgcM* genes are involved in maltodextrin degradation. The *malA-glvR-malP* operon is involved in the uptake and metabolism of maltose. All of these genes are upregulated at the late swarm centre, implying that there is a supply of polymeric carbohydrates in this region.

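All 10 genes of Fig. S19 were called higher in the late centre than at the late front, and 10 when adjusted over the list alone. Maltose permease and maltose-6-phosphate hydrolase, encoded by *malP* (B4U62_RS04590, 892253 to 893836) and *malA* (B4U62_RS04580, 890060 to 891409), rose most, from 17.6 ± 5.86 and 51.8 ± 20.1 CPM (SD, n = 3 swarms) at the late front to 1672 ± 588 and 4052 ± 1510.0 in the late centre, with log2 fold changes of 6.57 (SE 0.490, adjusted p = 1.36e-08) and 6.29 (SE 0.510, adjusted p = 3.44e-08). Their regulator gene *glvR* (B4U62_RS04585, 891474 to 892238) rose by 5.99 (SE 0.433, adjusted p = 1.08e-08). Maltodextrin transport genes *mdxE* (B4U62_RS18665, 3554567 to 3555820), *mdxF* (B4U62_RS18660, 3553220 to 3554527) and *mdxG* (B4U62_RS18655, 3552383 to 3553219) had log2 fold changes of 6.12, 5.59 and 4.78, and the maltodextrin enzymes *malL* (B4U62_RS18640, 3547564 to 3549249), *yvdK* (B4U62_RS18645, 3549242 to 3551515) and *pgcM* (B4U62_RS18635, 3546887 to 3547567) of 4.05, 4.37 and 3.96. The smallest rise was that of the amylase gene *amyE* (B4U62_RS01800, 327661 to 329640), from 77.2 ± 17.4 to 242 ± 29.6 (1.65, SE 0.198, adjusted p = 2.81e-06). In the late intermediate region, 9 of the 10 genes were called lower than the mean of late front and late centre.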

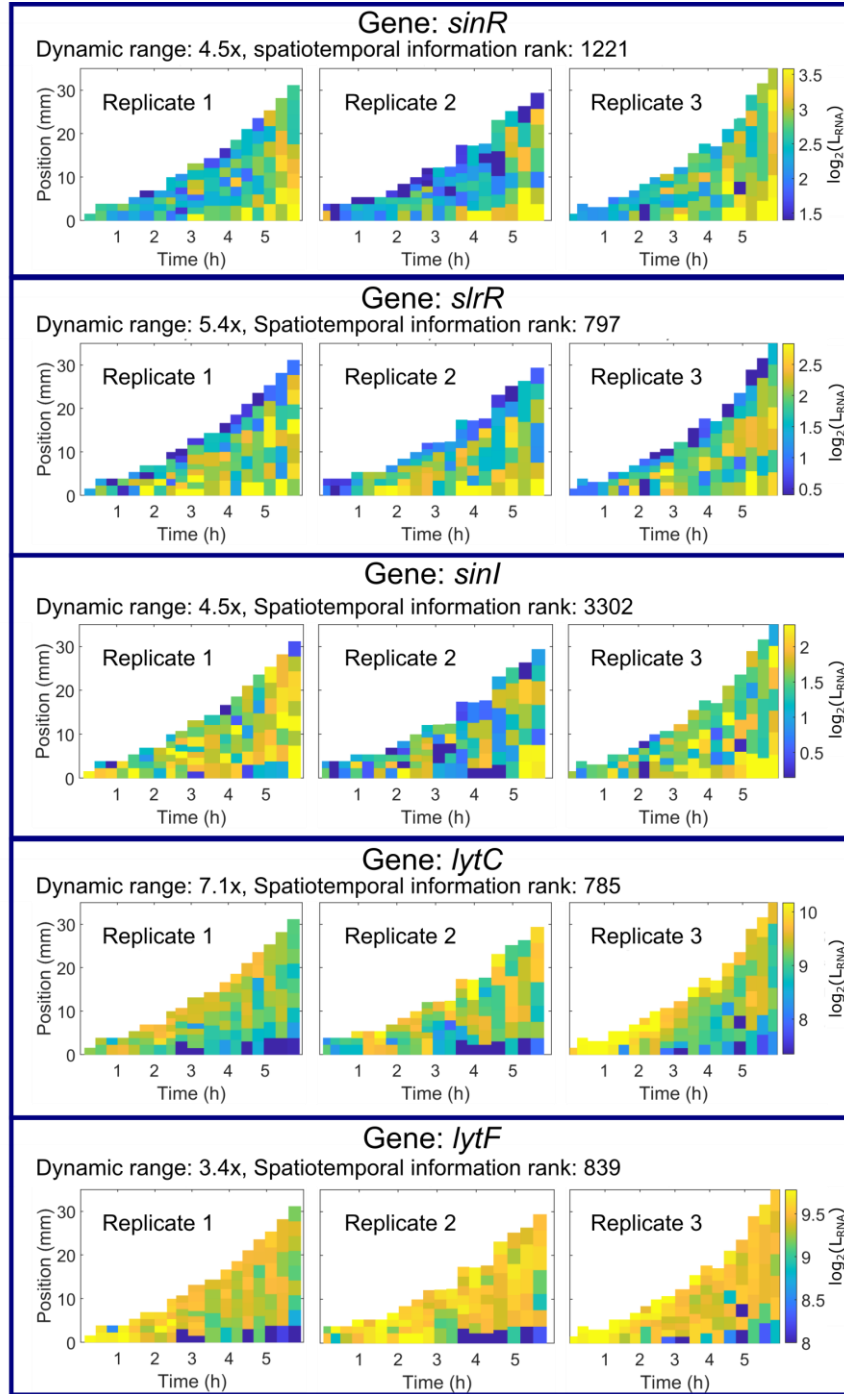

**Figure S20: Expression patterns of genes related to cell chaining.** Spatiotemporal heatmaps show the gene expression during swarm development, and the colour of each tile in a heatmap indicates the expression level  $L_{RNA}$  of a particular gene. The dynamic range of a gene is defined as the ratio between the highest and the lowest colour bar value, which are the 95<sup>th</sup> and 5<sup>th</sup> percentile of gene expression values of all samples, respectively. The spatiotemporal information rank of a gene is introduced in Fig. 2b, where genes are ranked according to their spatiotemporal information score, with a higher rank value corresponding to lower spatiotemporal information. Shown are the expression levels of *sinR*, *slrR* and *sinI*, which are genes associated with the SinR-SlrR complex that can switch the cellular state between a normal cell morphology and the formation of cell chains<sup>1</sup>. The SinR-SlrR complex represses *lytC* and *lytF* that encode autolysins, leading to the formation of cell chaining. While *sinR*, *slrR* and *sinI* are relatively noisy and therefore difficult to interpret, *lytC* and *lytF* show clear patterns of downregulation in the swarm centre, consistent with cell chaining previously reported<sup>2</sup>.

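Low counts were found on *sinR* (B4U62_RS13305, 2552674 to 2553009), *slrR* (B4U62_RS18540, 3530115 to 3530573) and *sinI* (B4U62_RS13300, 2552467 to 2552640), with 10 ± 1.92, 4.93 ± 0.442 and 3.53 ± 0.882 CPM (SD, n = 3 swarms) in the late centre and 5.33 ± 1.12, 1.41 ± 0.0917 and 2.18 ± 0.809 at the late front. Over all libraries of a region, *sinR* and *slrR* were called higher in the centre (0.96 (SE 0.195, adjusted p = 0.000515) and 1.81 (SE 0.172, adjusted p = 2.14e-07)). The call of *sinI* (0.68, SE 0.257, adjusted p = 0.0339) was lost without swarm 2 (0.55) or swarm 3 (0.54), with the 2 regions fitted alone (0.69), and with a centre of 4 mm (0.61) or 8.1 mm (0.59). The autolysin gene *lytC* (B4U62_RS19180, 3659157 to 3660647) went from 779 ± 79.1 to 383 ± 54.4, a log2 fold change of -1.02 (SE 0.193, adjusted p = 0.000264).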

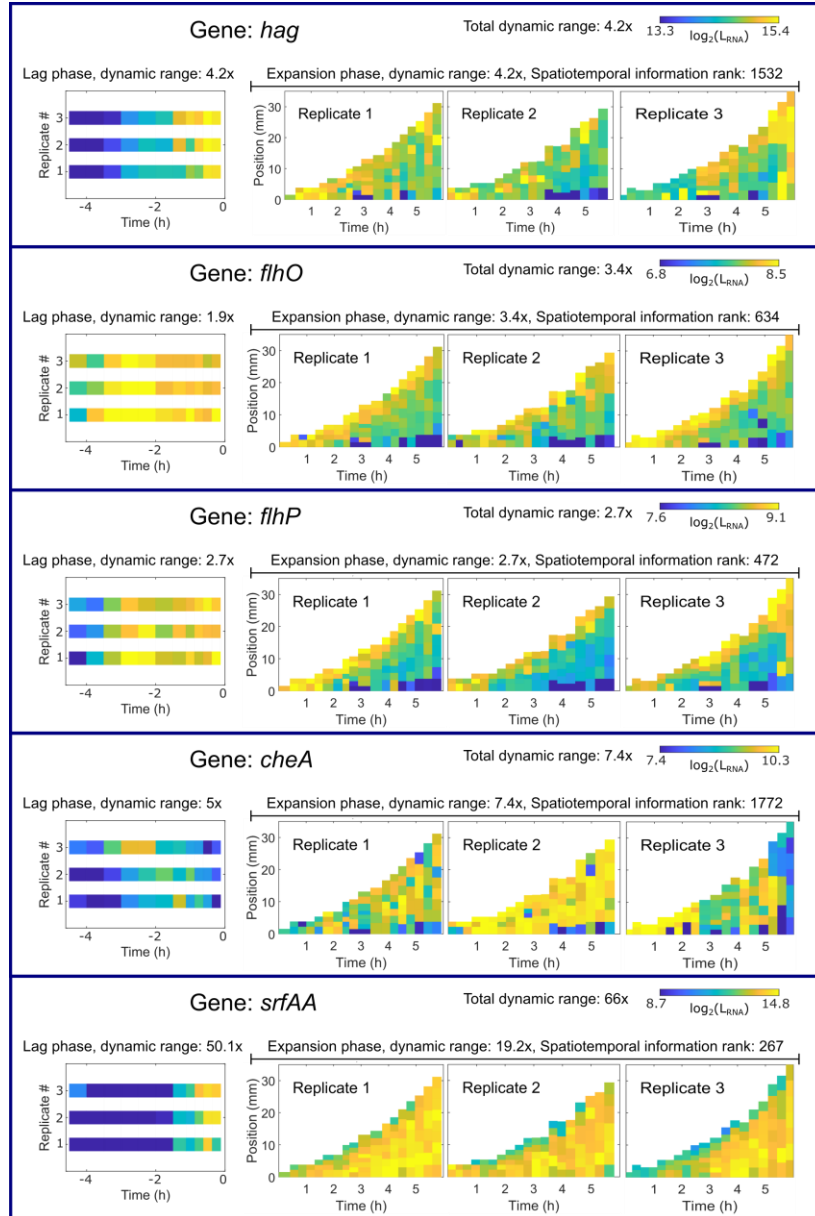

**Figure S21: Expression patterns during the lag phase and the swarm expansion phase, for selected motility genes.** Heatmaps on the left show lag phase gene expression for three replicates over a course of 4.5 hours preceding the swarm expansion phase. Heatmaps on the right display spatiotemporal gene expression during the swarm expansion phase. All heatmaps within a row share the same colour bar. Total dynamic range of a gene is defined as the ratio between the lowest and highest value of the colour bar, which are the 5<sup>th</sup> and 95<sup>th</sup> percentile of combined lag phase and expansion phase samples. The dynamic ranges displayed above the lag phase and expansion phase heatmaps only take samples into account which belong to each phase respectively. The spatiotemporal information rank of a gene is introduced in Fig. 2b, where genes are ranked according to their spatiotemporal information score, with a higher rank value corresponding to lower spatiotemporal information. Note that in this figure, the normalization of the transcriptome data differs from the normalization that was used for all other figures in this article – therefore the numerical values shown in this figure are not the same as those shown in Fig. 1e, Fig. S6, and Fig. S10. The difference in normalization is that in this figure, the data were normalized using the samples of the expansion phase and the lag phase, whereas in all other figures in this article, the data were only normalized among the expansion phase samples.

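On the jointly normalized values, the ratio of the 95th to the 5th percentile was 4.25 (SD over replicates 0.167, n = 3) for *hag* in the lag phase and 2.48 (SD 0.893, n = 3) during expansion. For *flhO* it was 1.97 (SD 0.266) and 3.42 (SD 0.471), for *flhP* 2.17 (SD 0.192) and 2.77 (SD 0.776), and for *cheA* 6.12 (SD 0.667) and 5.62 (SD 2.05). Expansion ranges of these 4 genes came from the same joint values as their lag phase ranges. Over both phases together, the ratio was 62.9 for *srfAA*, 4.19 for *hag* and 7.3 for *cheA*. Where values were first limited to the 5th and 95th percentiles of both phases combined, a setting chosen after the values had been seen, the range of *srfAA* became 48 in the lag phase and 19 during expansion.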

## References in the Supplementary Information

1. Chai, Y., Kolter, R. & Losick, R. Reversal of an epigenetic switch governing cell chaining in *Bacillus subtilis* by protein instability. *Mol. Microbiol.* **78**, 218–229 (2010).
2. Kearns, D. B. & Losick, R. Swarming motility in undomesticated *Bacillus subtilis*. *Mol. Microbiol.* **49**, 581–590 (2003).

# Supplementary material for: Simultaneous spatiotemporal transcriptomics and microscopy of Bacillus subtilis swarm development reveal cooperation across generations
**Source:** Nat Microbiol. 2023 Nov 16;8(12):2378–91. doi: 10.1038/s41564-023-01518-4
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ ☐ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ ☐ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ ☐ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ ☐ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection Matlab R2020b software and Micro-Manager 2.0beta were used to control microscopes for image acquisition.

Data analysis BiofilmQ v0.2.2 was used to analyse biofilm images: <https://drescherlab.org/data/biofilmQ/>.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Transcriptome spatiotemporal heatmaps and heatmaps of microscopy-based measurements are available in a curated dataset explorer at <https://drescherlab.org/data/swarm-transcriptome/>. Transcriptome data that were used to generate the heatmaps are also available the National Center for Biotechnology Information Gene Expression Omnibus under the accession number GSE224332 (reviewer access code: ghadsicwzlahwl, <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE224332>). Files for viewing a 3D CAD model of the robotic sampling system are available on Zenodo (DOI: 10.5281/zenodo.8229225), and can be viewed with

the AutoDesk Inventor software. Coefficients of the spectral representation of each gene and physical property as well as pattern identification and multidimensional scaling coordinates used in Fig. 2 are available on Zenodo (DOI: 10.5281/zenodo.8355669). Metabolomics data are available on Zenodo (DOI: 10.5281/zenodo.8348257). Raw imaging data (1.86 terabyte in size) are available from the corresponding authors upon reasonable request, if infrastructure for transferring and storing these data are available.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                |
|--------------------------------------------------------------------|----------------|
| Reporting on sex and gender                                        | not applicable |
| Reporting on race, ethnicity, or other socially relevant groupings | not applicable |
| Population characteristics                                         | not applicable |
| Recruitment                                                        | not applicable |
| Ethics oversight                                                   | not applicable |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                               |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The sample size (n, corresponding to the number of independently performed replicas) for each experiment is indicated in the caption.                                                                                                                                                                         |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                                                                        |
| Replication     | Each experiment was replicated n times (and n is given in each figure for each experiment). Although the exact quantitative results differ between replicates, the qualitative results were the same, so that it is reasonable to state that the "replication was successful".                                |
| Randomization   | There were many bacterial cells within each of the n replicates. Because of the large sample size for each replicate, a representative number of samples were collected for each replicate. There was no allocation of samples into experimental groups, beyond conducting independent biological replicates. |
| Blinding        | Blinding of group allocation is irrelevant to our data analysis, because there was no allocation to experimental groups, beyond collecting n replicates, all of which were analyzed by software equally.                                                                                                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                        |
|-------------------------------------|--------------------------------------------------------|
| n/a                                 | Involved in the study                                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                        |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

How the deposited data were processed for this re-analysis (not part of the article)

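RNA was measured in 284 samples from 3 expanding swarms of *B. subtilis* NCIB 3610 and in 33 samples from the lag phase before expansion, with 1 sequencing library per sample. The expansion samples are labelled with swarm, sampling time and distance from the swarm centre. The lag phase samples are labelled with time (11 times from 0 to 240 min) and replicate (3 per time). Sampling in the lag phase used a plate once and pooled cells of several colonies, so its replicates share a number across times but not a swarm, and they were treated as unpaired. The lag phase libraries come from another sequencing centre and platform than the expansion libraries, and no test was made between the phases.

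The authors trimmed reads with Trimmomatic 0.39, aligned them as single-end reads with HISAT2 2.2.1 and counted them on the genes of NCIB 3610 with featureCounts 2.0.1. Before depositing the expected counts (estimated reads per gene, 317 libraries, 4342 genes), the authors had divided reads that matched several genes between them as fractions, strand-specifically, so that 35.1% of the count values are not whole numbers. Before depositing the normalized log2 values, the authors had filtered genes and scaled the counts to CPM with TMM factors from edgeR. A first set of these log2 values covers 278 expansion libraries and 3932 genes, and a second set was scaled jointly over 310 libraries of both phases (277 from expansion and 33 from the lag phase) and covers 4083 genes. In both sets, genes without reads share one floor value, and the lowest value of the first set is -1.43. These properties were checked on the values themselves. Library totals, whole-number shares and the genes present in each set were computed for this check.

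Counts per library ran from 1042920 to 14457242 (median 5337884) in the 278 expansion libraries kept, and from 6664127 to 12507959 (median 9423848) in the lag phase. Libraries with fewer than 1000000 counts on detected genes were left out, as in the Methods of the paper, and these were 6 libraries with 3541 to 194286 counts. Expansion libraries were grouped by the time and position on their labels alone. Per swarm, the early swarm holds the samples of the first 1.6 h, the late times the last 1.5 h, and the front the outermost position sampled at a time. Late samples within 6 mm of the centre form the late centre and the remaining late samples the late intermediate region, and the times in between give the mid front and the mid inner region. Counts were added up per swarm and region (18 sums of 23840859 to 226051439 counts) and rounded after adding. The swarm is the unit of replication (n = 3), since samples from one swarm are not independent of each other. At this depth counting error is small against the spread between swarms for most genes, with a biological coefficient of variation of 18.4% between the sums and of 23.4% between lag phase replicates.

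Differential expression was tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr at its default settings (4154 genes kept in the expansion data and 3995 in the lag phase) and the quasi-likelihood F-test. All adjusted p-values given for single genes are Benjamini-Hochberg adjusted p-values from edgeR, over all tested genes unless an adjustment over a list alone is stated, and a gene is called changed below 0.05. The 18 sums entered one fit on region without a term for the swarm, and the 33 lag phase libraries another fit on time. Log2 fold changes are those of edgeR with its default prior count. Their standard errors come from the test statistic. Comparisons were late centre against late front, late centre against early swarm, late intermediate region against the mean of late front and late centre, late front against early swarm, mid inner region against mid front, any difference among the 6 regions, 240 min against 0 min of the lag phase, and any difference among its 11 times. A test of whether the front-to-inside difference changes from mid to late times was added after the data had been seen. In that test, the inside at late times is the mean of the late intermediate region and the late centre. When the gene lists of the figures were tested, the adjustment over a list alone is not independent evidence, because the study chose these genes on the same samples. Gene families, defined by the start of their symbols, were tested with camera from limma 3.58.1 at its default correlation between genes, with fry and with camera at an estimated correlation beside it.

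The dynamic range follows the definition in the paper, the ratio of the 95th to the 5th percentile of the authors' normalized values on the linear scale. Spatiotemporally informative genes and their 6 clusters were computed from the equations in the Methods with orthogonal functions up to second order. Because the measured swarm boundary is not used here, the front was fitted to the outermost sampled position at each time, and 235 of the 278 libraries lay inside the resulting domain. Principal components were computed from log2 values centred per gene. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, statsmodels 0.14.6 and matplotlib 3.10.9, and DESeq2 1.42.0 served as a second test.

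The edgeR tests, camera and the spectral score were tested on simulated data of the same size, while fry, the clusters, the times of rise and the principal components were not. Where 200 genes had been changed 4-fold, edgeR recovered 192 of them (96%) in the comparison of late centre and late front with 10 false calls, and 189 (94.5%) in the lag phase with 8 false calls. The test of the difference between late and mid times recovered 190 of 200 genes with 10 false calls, and the spectral score placed 200 of 200 genes with a simulated pattern among its 200 highest.

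Single genes are named by a rule set beforehand. It covers every gene that the paper names in its text, legends or figure headings, whose ranges and ranks in the figures had been seen before the data. For late centre against late front, late centre against early swarm and 240 min against 0 min of the lag phase, it adds the 5 largest rises and the 5 largest falls among genes with an adjusted p below 0.05, a mean of at least 10 CPM in the higher group and the same direction in every swarm or replicate. For the lag phase this sets replicates of the same number against each other, although they share no plate. Genes outside the rule are marked where they appear. Symbols that the annotation of NCIB 3610 does not hold were matched through the lengths and neighbours of genes in strain 168, and *dbhA*, *ywqC* and *ywqE* stayed without a match and have no value. The symbol *srfAB* belongs to 2 loci, which were kept apart.

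Alternatives were tried for the choices listed here. For the tests these were swarms as blocks, DESeq2, the size factors of DESeq2 in edgeR, no filter on low counts, each replicate left out in turn, only the compared groups in the fit, the 6 shallow libraries included, limma on the authors' normalized values, a minimum change of 2-fold, other limits for the late centre (4 and 8.1 mm) and for the late times (1 and 2.1 h), the front of all mid and late times, early times of 1 and 2.1 h (added after the data had been seen) and, for the lag phase, 225 and 240 min against 0 and 30 min. For the other values they were the order and weight of the spectral functions, the cut-off of the score, the number of clusters, the scaling of genes, the percentiles, the pseudocount and the limit of detection. Microscopy and cell tracking data of the paper were not analysed here, and 410 genes below the detection limit of the authors entered no spectral or range calculation.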

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

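The test of the difference between late and mid times with its alternatives and splits, the test of counting noise in one early library, the refits without single libraries, the refit on thinned counts and the tests of abundant genes were chosen only after the result was seen, while the other tests were written down first.

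One library of swarm 3, the first one taken (0.57 h, 1.5 mm), stands apart from the other 8 early libraries of its swarm in 3 measures. Its total of 2874588 counts is the lowest, with the next at 4753678. Its share of counts on plasmid genes, 0.0336%, is the lowest, with the next at 0.0766%, and its share on the 10 most abundant genes, 19.6%, is the highest, with the next at 17%. A second library, at the mid front of swarm 1 (4.9 h, 16 mm), has the lowest total of its group of 7, 3072204 counts, with the next at 4965780. These are 4 outlying values in 30 tests (10 groups of 4 to 10 libraries, 3 measures), and chance alone marks about 1 in 20 groups. Counting noise at the lower depth is argued against for the share on abundant genes, since the lower bound of its 95% Wilson interval is 19.59%, above the 17% of the nearest other library. Being the first library of its swarm, its place in time is a biological explanation that stays open and was not tested, as is a difference in RNA handling. Without this library, 2342 genes changed between the late centre and the early swarm, 2333 of them shared with the 2347 found with it, and 153 between the late front and the early swarm, 152 of them shared with the 170. Without the mid front library, 1030 genes changed between the mid inner region and the mid front, with 1013 of them shared.

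The difference between the front and the inside of the swarm changed from mid to late times for 207 genes by edgeR's test of the difference itself, 148 higher and 59 lower. Among the 207, 78 differed between inside and front at late times without being called at mid times, 7 at mid times without being called at late times, and 2 were called at both with opposite signs. Whether chance can be excluded cannot be told. Of 100 random splits of the sums, 4, the real one included, called as many genes and 1 of them 563, but 7 of 100 did so when regions were exchanged within each swarm alone (up to 2115 genes), and with swarms as blocks 5 of 100 reached the 322 genes of that fit. The number rests on single swarms, with 36 genes without swarm 1, 93 without swarm 2 and 107 without swarm 3. For *maeN*, inside minus front was -0.20 at mid and -2.44 at late times, a difference of -2.24 (SE 0.231, adjusted p = 2.46e-05), which was called under the main and the 6 other settings (-2.30 to -2.21, adjusted p from 2.79e-18 to 0.0114). For *mleN* the difference was -1.09 (SE 0.202, adjusted p = 0.00472), with an adjusted p of 0.181 without swarm 1 and of 0.0875 without swarm 2, and at most 0.00472 in the other settings. The 2 genes with opposite signs, *ansA* and *ansB*, lie outside the naming rule and were picked after their values had been seen. Inside minus front went from 0.53 to -0.53 for *ansA* (difference -1.06, SE 0.232, adjusted p = 0.0125) and from 0.54 to -0.59 for *ansB* (difference -1.12, SE 0.172, adjusted p = 0.00103). The *ansB* difference was not called without swarm 1 (adjusted p = 0.129) and the *ansA* difference neither without swarm 1 (adjusted p = 0.244) nor without swarm 3 (adjusted p = 0.0569). Size factors from median ratios changed the count to 211, with 206 of the genes shared. What stays open is the make-up of the groups, since the inside of the swarm covers other positions at late than at mid times. Sampling time is the biological explanation in the design, and it may account for these changes as a hypothesis only.

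Among the 96 genes of the plasmid pBS32, which the paper counts but does not discuss, 45 were detected in the swarm libraries. Their share of all counts lay between 0.0485 ± 0.00924% (late front) and 0.0659 ± 0.011% (late centre), and at 0.113 ± 0.0194% in the lag phase, which was sequenced elsewhere. Of the 70 plasmid genes tested, 15 changed between the late centre and the late front (5 higher, 10 lower) and 18 between the late centre and the early swarm (4 higher, 14 lower), and in the lag phase 28 of 57 changed from 0 to 240 min (3 higher, 25 lower). With swarms or replicates as blocks, these counts were 14, 23 and 31. If plasmid and PBSX prophage were induced at the same places, plasmid genes would be higher in the late intermediate region in every swarm. Their median log2 difference there from front and centre was 0.166, 0.139 and -0.267 in swarms 1, 2 and 3, against 1.09, 0.878 and 0.775 for 30 PBSX genes. Of the 45 plasmid genes, 33, 31 and 9 were higher there. In this contrast, edgeR called 0 of the 70 plasmid genes tested, and 0 with swarms as blocks. The prediction was met in swarms 1 and 2 and failed in swarm 3, so it did not hold in every swarm as set. Whether there was a common induction in single swarms is left undecided. Reads shared between plasmid and chromosomal copies of a gene stay open, as they were not tested, and the number of plasmid copies per cell is a biological explanation that was not tested either.

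In the lag phase, the 5 largest falls from 0 to 240 min belong to genes that the paper does not discuss. The largest was that of *yrkI* (-7.11), and the other 4, which were weighed together after their values had been seen, changed on the log2 scale by -6.42 for *katA*, by -6.05 for *mrgA*, -6.17 for *yneA* and -6.42 for *yneB*, lower in 3 of 3 replicates each. CPM values of *katA* went from 13916 ± 1530.0 (SD, n = 3) at 0 min to 1127 ± 270.5 at 60 min and 163 ± 12 at 240 min, and those of *mrgA* from 3457 (1254 to 5653 over the replicates) to 139.6 ± 25 and 52.3 ± 8.75. The 10 most abundant genes took 11.71 ± 0.238% of the counts at 0 min and 19.45 ± 0.568% at 240 min, which lowers the share left for others. That shift does not account for the falls, because with size factors from median ratios, which ignore abundant genes, the smallest of the 4 falls was still -6.03. All 4 genes were called under all 9 alternatives, with the smallest change at -4.26 (*mrgA*, with 225 and 240 min against 0 and 30 min). Batches within the lag phase are not known from the labels. Time since the first sample is the biological explanation in the design, and the state of the cells on reaching the plate could contribute. Neither can be separated here from the handling before the first sample, which was not tested.

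The largest fall and the largest rise from the late front to the late centre belong to genes that the paper does not discuss, *manA* at -7.65 and *putB* at 9.10 on the log2 scale, in 3 of 3 swarms each. Over 16 alternatives, *manA* stayed between -7.85 and -6.87 and *putB* between 7.84 and 9.68, and both were called under each of them. Library depth is argued against, since thinning every sum to the smallest total (23840859 counts) left 2286 genes called between the late centre and the late front. A few abundant genes taking more of the counts are argued against as well, at least as the whole cause. The 10 most abundant genes took 15 ± 1.03% of the counts in the late centre and 18.9 ± 0.579% at the late front, which shifts all other genes by 0.069 ± 0.015 on the log2 scale, while the share of the counts, without any scaling between the regions, was at least 2-fold higher in the late centre in 3 of 3 swarms for 636 of 2899 genes and at least 2-fold lower for 67. The median share rose by 0.23 ± 0.10 on the log2 scale. For *manA* and *putB*, chance is argued against by edgeR's adjusted p, 1.78e-10 and 1.75e-11. Position in the swarm is the biological explanation in the design and stays a hypothesis, and reads shared with similar genes stay open.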

How the results depend on the processing

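The tests of the difference between late and mid times, the refits on thinned counts, without single libraries and with another early window, the limit of more than 10 reads, the spectral score without a point left out at the front or with a residual norm that is not squared, and the ranges limited to combined percentiles were chosen only after the result was seen, and all other choices were made before the data were examined.

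Counts of changed genes stayed within 1.5 times of their first value under most settings. Between the late centre and the late front, 2328 genes changed, and the 13 settings other than a fold minimum and a left-out swarm gave 2213 to 2558. Between the late centre and the early swarm, 2347 changed, and 14 such settings gave 1680 to 2589. The F-test for any difference among the regions called 2260 genes, and 2014 to 2576 in 10 such settings. For the mid inner region against the mid front, where 1034 genes changed, the range was 855 to 1321, and for the late intermediate region, with 257 genes, it was 202 to 385. In the lag phase, 2457 genes changed between 0 and 240 min, with 1940 to 2949 in such settings, and any difference among times was found for 3365 genes, with 3361 to 3511. A minimum change of 2-fold left 1076 and 1014 genes for the late centre against the late front and the early swarm, and 1609 in the lag phase, by construction. With size factors from median ratios in edgeR, 2310 of 2346 genes were shared for the late centre against the late front.

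Leaving out 1 replicate at a time lowered most counts, which fewer sums per region bring with them. The ranges were 1830 to 2102 genes for the late centre against the late front, 1901 to 1990 against the early swarm, 1526 to 1944 for any region, 2413 without replicate 1 down to 1503 without replicate 2 for the lag phase, and 1957 to 3114 for any lag phase time, the lowest again without replicate 2. Larger shifts came for the mid inner region against the mid front, at 384 (without swarm 2), 431 (without swarm 1) and 937, and for the late intermediate region against front and centre, at 72 (without swarm 1), 108 (without swarm 2) and 307, from 257. Of the 72 genes, 72 were among the 257, as were 106 of the 108 and 207 of the 307. The difference between late and mid times ranged from 36 to 107, from 207. Why single swarms weigh this much was not tested.

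The comparison of the late front with the early swarm depended most on the settings. Its 170 genes (82 higher, 88 lower) became 324 with swarms as blocks, 342 with DESeq2, 110 with limma on the authors' normalized values (78 higher, 32 lower) and 94 with a late centre of 4 mm or less, which changes the fit through the other groups. With early times of 2.1 h it was 302 (151 shared with the 170) and with 1 h 160 (112 shared), while the late centre differed from the early swarm in 2373 and 2198 genes. With only the groups compared in the fit, edgeR called 0 genes, with 372 at an unadjusted p below 0.05, and leaving out a swarm gave 0 (without swarm 2, with 480 genes at an unadjusted p below 0.05), 4 (without swarm 1) or 77 (without swarm 3). The cause was not tested. The difference between late and mid times likewise rose to 322 with swarms as blocks and 333 with DESeq2, and 207 genes were shared with the first 207 in both.

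Swarm numbers pair the regions, and after the region means were removed, sums of the same swarm had a median correlation of 0.295 (-0.544 to 0.766, above 0.1 in 34 of 45 pairs), against -0.121 for sums of different swarms. With swarms as blocks, 2558 genes changed between the late centre and the late front, 2323 of them shared, 385 in the late intermediate region with 257 shared, and 1321 between the mid inner region and the mid front. In the lag phase, libraries of the same number had a median correlation of 0.169 (above 0.1 in 101 of 165 pairs) against -0.0706, although the labels give no shared plate, and with a block 2625 genes changed from 0 to 240 min and 3505 at any time.

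Whether chance can be excluded was examined by splitting the same sums or libraries into other groups of the same sizes. Splits for any difference among regions and among lag phase times exchanged sums or libraries freely, and exchange within each swarm or replicate number was not tried for them. Under these free splits alone chance can be excluded, as 1 of 100 each, the real one, called as many genes. For the late intermediate region this cannot be told, as 8 of 100 splits, the real one included, called at least 257 genes and 1 of them 2178, but the other 7 all took at least 2 of the 3 sums of the tested group from the late centre or from the late front and so recover the difference between those regions. The 43 splits with at most 1 such sum of each called up to 253 genes. For the late centre against the late front and against the early swarm, the late front against the early swarm, the mid inner region against the mid front and 240 min against 0 min, 10 splits exist, of which 1, the real one, called as many genes. The other splits called at most 0, 92, 1, 0 and 212 genes in edgeR, against 2328, 2347, 170, 1034 and 2457, but a share of 1 in 10 is the smallest they can give and is too coarse to exclude chance by itself. Of the 4 splits that part as many pairs of a swarm as the real one, none of the other 3 reached its count in the 4 swarm comparisons.

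Among the single genes, 289 log2 fold changes were repeated under the alternatives, which gave 4280 values. Of these, 4126 kept direction and call, 107 lost the call, 46 gained one and 1 reversed. The reversed one was *mleA* in the late centre against the late front, from -0.73 to 0.07 with late times as the last 2.1 h, and the cause was not tested. Under every alternative tried, 221 of the 289 kept both direction and call. For 196 genes between the late centre and the late front, 10 lost their call without swarm 1, 14 without swarm 2, 2 without swarm 3 and 11 with a late centre of 8.1 mm, while 11 gained one with a centre of 4 mm. For 35 genes in the late intermediate region, 12 lost their call without swarm 1 and 6 without swarm 2. Counts of called genes in the lists of the figures stayed within 1.5 times in 786 of 816 repeats, and of the other 30 the most came without swarm 1 (1 higher, 4 lower).

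Genes detected stayed between 3926 and 4341 under other limits, from 3962, and between 3895 and 3945 with a swarm left out. Informative genes, 370 at first, were 342 to 405 under another order, weight or scaling and 366 to 400 with a swarm left out, but 558 and 235 with cut-offs at 40% and 60% and 575 with a residual norm that was not squared. For the clusters, the adjusted Rand index with the first grouping was 0.931 with 5 and 0.718 with 7 clusters, and 0.47 to 0.749 with a swarm left out. The share of the first principal component, 31.2%, was 34.8% on recomputed CPM values with a pseudocount of 1 and 28.2 to 35.3% with a swarm left out, and its variance between swarms 0.22 to 3%, from 2.33%. Along the third component, the variance between swarms went from 17% to 28.9% without swarm 1, 3.3% without swarm 2 and 8.42% without swarm 3. The second component, at 21.2%, held 18.1% with genes scaled to unit variance and 19 to 24% with a swarm left out. The delay of *bslA* after *epsA*, 3.02 h, was 0.957 h at 25% and 2.07 h at 75% of the rise. The cause was not tested for any of these.

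Dynamic ranges followed their definition. Over the genes the paper names the median was 5.44, and it became 5.66 and 5.13 on recomputed CPM values without a pseudocount and with a pseudocount of 1, 5.5 under joint normalization and 5.24 to 5.4 with a swarm left out. The ratio of late front and late centre means gave 2.21 for this median, 12.7 for *maeN* and 22.2 for *citZ*. The 90th over the 10th percentile narrowed the range by construction, to 3.52 for the median, 12.3 for *maeN* (from 16.7) and 20.2 for *citZ* (from 37.5). With a swarm left out, *maeN* ran from 15 to 19 and *citZ* from 34.3 to 40.5. In the lag phase these percentiles gave 231 for *srfAA*, 4.04 for *hag*, 1.65 for *flhO*, 1.9 for *flhP* and 3.79 for *cheA*, and during expansion 4.96 for *srfAA*, 1.89 for *flhO* and 1.75 for *flhP*. Means of time points gave 4.77 for *hag* and 3.29 for *cheA* in the lag phase. Limiting to the combined percentiles gave 48 and 19 for *srfAA* in the lag phase and expansion, 4.19 for *hag* during expansion, and 2.72 for *flhP* and 4.95 for *cheA* in the lag phase. With a replicate left out, the lag phase ranges were 248 to 410 for *srfAA*, 4.1 to 4.31 for *hag*, 1.73 to 1.98 for *flhO*, 2.09 to 2.25 for *flhP* and 5.07 to 6.69 for *cheA*, and the expansion ranges 6.13 to 7.85, 2.35 to 3.14, 3.22 to 3.4, 2.71 to 3.16 and 5.17 to 6.8. Of the 1478 ranges of single named genes under the alternatives, 1043 stayed within the spread between swarms. All 179 that moved under the 90th over the 10th percentile were lower, and of 160 that moved under the ratio of means 17 were higher and 143 lower.

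For gene families, camera called 5 of 15 between the late centre and the late front, and 10 with fry, 8 with swarms as blocks, 5 to 8 with a swarm left out and 0 with the correlation between genes estimated. Against the early swarm it called 6, and 10 with fry, 3 (without swarm 3) to 7 with a swarm left out and 0 with the estimated correlation. All families called by camera were also called by fry, and camera with the estimated correlation had its smallest adjusted p at 0.34 and 0.478.

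Depth limits single libraries more than sums. The shallowest library kept has 1042920 counts, where a gene at 10 CPM has about 10 reads, while the smallest sum has 23840859, and thinning all sums to that total left 2286 genes between the late centre and the late front, 2239 of them shared. Including the 6 shallow libraries changed this count to 2331. Genes with few reads, such as *glcU* with at most 7 reads in any swarm library, are not resolved by single libraries. In the sums, *glcU* was called lower in the late inside than at the late front (-2.035 on the log2 scale, adjusted p = 0.000744 from edgeR). The late inside is the mean of late intermediate region and late centre, and *glcU* stays close to the floor there.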

Differences from the paper's values

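The forms of the spectral score other than those set before the data were examined, and the ranges limited to combined percentiles, are tests that were chosen only after the result was seen.

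The paper counts 572 spatiotemporally informative genes, and 370 were found with the score and the cut-off of the Methods as computed here, with the front fitted to the outermost samples. Of the alternatives set before the data were examined, 5 came within 1.5 times of the paper's number, namely no exponential weight (392), functions up to order 3 (405), a cut-off at 40% (558), and leaving out swarm 1 (400) or swarm 3 (398). Functions up to order 1 (342), a cut-off at 60% (235), recomputed CPM values (372) and leaving out swarm 2 (366) did not, nor did keeping samples beyond the front (373), which was added later. A residual norm that is not squared gave 575, a form chosen after seeing the values and 1 of 16 forms tried, which ranged from 370 to 1067 with 8 within 1.5 times, and no overlap with the genes the paper counts was computed.

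For *citZ*, the paper gives a 38-fold difference between front and centre, and the late centre exceeded the late front 18.4-fold here by edgeR, or 22.2-fold as the mean of the ratios per swarm (SD 14, n = 3 swarms). Taking the front of all mid and late times gave 24, within that spread of the paper's value, while the other alternatives set before the data were examined gave 14 to 22.2 and did not. The paper cites Fig. 3 for its value, whose legend gives dynamic ranges, and the dynamic range of *citZ* over all libraries was 37.5 here, so the 38 may be this other quantity. For *maeN*, where the paper states 14-fold, the value was 12.7 (SD 1.56) and within 1.5 times, except with late times as the last 2.1 h (9.11).

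The paper's dynamic range of *flhO* is about 8.5 in Fig. 1e, read by eye, and 3.42 was found here (SD 0.403). None of the alternatives, which gave 1.9 to 3.43, closed the gap. In Fig. S21, the paper's range of *flhO* during expansion is about 3.4, read by eye, which the 3.42 here meets. Apart from the ranges of Fig. 1e and Fig. S21 named in this section, which the count leaves out, 179 ranges printed in figures were compared, and 175 of them lay within 10% of the values here.

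In Fig. S21, the paper's range of *srfAA* in the lag phase is about 50 and during expansion about 19, both read by eye, and the ratio of the 95th to the 5th percentile of each phase was 331 (SD 93.5) and 7.32 (SD 1.26). For *hag* during expansion, the paper's range in Fig. S21 is about 4.2, read by eye, against 2.48 (SD 0.893). No alternative for *srfAA* set before the data were examined came within the paper's values, with 231 to 410 in the lag phase and 4.96 to 7.85 during expansion. For *hag*, leaving out replicate 3 (3.14) did, and leaving out replicate 1 (2.48) or 2 (2.35) or taking the 90th over the 10th percentile (1.88) did not. Limiting the values first to the 5th and 95th percentiles of both phases combined gave 48 and 19 for *srfAA* and 4.19 for *hag*, a setting chosen after seeing the values, and under it all 10 ranges read from the figure for 5 genes were met within 1.5 times or the spread.

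The paper describes most swarming genes of Fig. S10 as highest in the intermediate region. Of its 7 loci, 1 was called higher in the late intermediate region than the mean of late front and late centre, and 1 when adjusted over the list alone, in both cases *ycdA*, at 0.83 on the log2 scale. This difference was above 0 for 6 of the 7 loci, with the 5 others between 0.40 and 0.46, and only *swrA* was lower (-0.07). A value above the mean of front and centre does not by itself make the intermediate region the highest. The surfactin genes reached the same level in the late centre as in the late intermediate region, as for *srfAA* with 17876 and 17797 CPM, and the late centre exceeded the late front by 0.92. This depends on the limit of the centre, since with the centre narrowed to 4 mm the late centre exceeded the late front by 0.58 for *srfAA*, which was not called, and the late intermediate region exceeded the mean of both by 0.68, also not called. For the fatty acid genes, which the paper describes in the same way, *fabHB* was called (0.50) and *fabD* (0.29) and *fabHA* (0.22) were not over all genes, although *fabHA* was with DESeq2 (0.21) or with swarms as blocks (0.22). Of the 5 genes of this list, 4 were called when adjusted over the list alone, but *fabHA* had about the same level at the late front (842 CPM) as in the late intermediate region (853 CPM), and *fadR* was highest in the late centre.

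The paper reads the *proH* pattern as implying weak osmotic stress in the late outer region only, and not where biofilms form. Values of *proH* here were 20.6 CPM in the late intermediate region, 17.1 at the late front and 19 in the late centre. The late centre was not called different from the late front (0.18, adjusted p = 0.25). Stress was not measured, and the late front, as the outermost position, need not match the paper's late outer region.

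For *glnK*, which the paper describes as higher at the front, the gene that carries this symbol in NCIB 3610 was higher in the late centre (0.53), while *nrgB*, the gene called *glnK* in strain 168, was lower there (-1.67), as the paper states.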

Other observations

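The comparison of single pairs of libraries near the inoculation spot and the thinning of these libraries to an equal depth are tests that were chosen only after the result was seen.

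Samples within 1.2 mm of the centre, where the swarm was inoculated, differ at mid times from the next samples outward at the same times. At least a 2-fold difference was seen for 1211, 577 and 416 genes in swarms 1, 2 and 3, against 1092, 306 and 214 for the next step outward. If the spot itself holds cells in the state of the late centre, this step should correlate across genes with the difference between the late centre and the mid inner region. The correlation was 0.324, 0.614 and 0.438 in the 3 swarms, so the smallest is 0.324, and the next step outward gave 0.246, -0.01 and 0.286. In the 7 single pairs of spot and next library, the first of these correlations ran from -0.00833 to 0.52. The libraries of a pair differ in depth, and the spot library is the deeper one in 4 of the 7 pairs. With the libraries of both steps thinned to the same total, 952.8, 516.2 and 332 genes (means of 10 draws) differed at least 2-fold at the spot, against 818.7, 215.9 and 121.1 for the next step, on a scale of log2 CPM plus 1 that gives 947, 472 and 312 against 798, 168 and 93 at full depth. The smallest ratio of the 2 steps at equal depth was 1.16, in swarm 1, so unequal depth does not account for the larger step at the spot, which in swarm 1 is only slightly larger. An early onset of the central state near the inoculation spot may be a candidate explanation, but it stays open. A smooth gradient from the centre outward would also give positive correlations, as the next step does in swarms 1 and 3.

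Gene families defined by the start of the symbol add a view that the paper does not give. Between the late centre and the late front, ribosomal protein genes were lower (median log2 -0.75 over 58 genes, 47 called lower and 4 higher, camera adjusted p = 1.96e-07), and so were the 30 PBSX genes (median -0.69, 21 lower, adjusted p = 1.06e-05). Higher were the 15 *eps* genes (median 1.16, 15 higher, adjusted p = 0.00148), 13 *cta* and *qcr* genes (median 2.51, 10 higher and 1 lower, adjusted p = 0.00522) and 13 *opu* genes (median 2.24, 8 higher and 4 lower, adjusted p = 0.0321). These 5 were also called by fry, and none by camera with the correlation between genes estimated, where adjusted p lay between 0.34 and 0.689 over the 15 families. Against the early swarm, ribosomal (median -0.63), flagellar (-0.88) and *spo* genes (-0.32) were lower and *eps* (0.63), *opu* (2.65, 8 higher and 4 lower) and *cta* and *qcr* genes (1.9) higher, again none with the estimated correlation. For the *cot* family the median (0.05) and the direction given by camera (down) differ in sign, and the family was not called (adjusted p = 0.855). Of the 52 *spo* genes, 8 were called higher and 19 lower in the late centre than at the late front, while 7 of the 8 sporulation genes of Fig. S5 were higher.

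In the lag phase, the 5 largest rises from 0 to 240 min by the naming rule were those of *glpT* (5.6), *glpQ* (5.17), *ywjC* (4.40), *ykzL* (4.26) and *srfAA* (4.19), and all changed alike in 3 of 3 replicates.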
